# Cycles of gene expression and genome response during mammalian tissue regeneration

**DOI:** 10.1186/s13072-018-0222-0

**Published:** 2018-09-12

**Authors:** Leonor Rib, Dominic Villeneuve, Shilpi Minocha, Viviane Praz, Nouria Hernandez, Nicolas Guex, Winship Herr, The CycliX Consortium, Nouria Hernandez, Mauro Delorenzi, Bart Deplancke, Béatrice Desvergne, Nicolas Guex, Winship Herr, Felix Naef, Jacques Rougemont, Ueli Schibler, Teemu Andersin, Pascal Cousin, Federica Gilardi, Pascal Gos, Fabienne Lammers, Maykel Lopes, François Mange, Shilpi Minocha, Sunil Raghav, Dominic Villeneuve, Roberto Fabbretti, Volker Vlegel, Ioannis Xenarios, Eugenia Migliavacca, Viviane Praz, Fabrice David, Yohan Jarosz, Dmitry Kuznetsov, Robin Liechti, Olivier Martin, Julien Delafontaine, Julia Cajan, Cristian Carmeli, Kyle Gustafson, Irina Krier, Marion Leleu, Nacho Molina, Aurélien Naldi, Leonor Rib, Jonathan Sobel, Laura Symul, Gergana Bounova, Philippe Jacquet

**Keywords:** Gene expression, Transcription, Liver regeneration, Partial hepatectomy, Histone modification

## Abstract

**Background:**

Compensatory liver hyperplasia—or regeneration—induced by two-thirds partial hepatectomy (PH) permits the study of synchronized activation of mammalian gene expression, particularly in relation to cell proliferation. Here, we measured genomic transcriptional responses and mRNA accumulation changes after PH and sham surgeries.

**Results:**

During the first 10–20 h, the PH- and sham-surgery responses were very similar, including parallel early activation of cell-division-cycle genes. After 20 h, however, whereas post-PH livers continued with a robust and coordinate cell-division-cycle gene-expression response before returning to the resting state by 1 week, sham-surgery livers returned directly to a resting gene-expression state. Localization of RNA polymerase II (Pol II), and trimethylated histone H3 lysine 4 (H3K4me3) and 36 (H3K36me3) on genes dormant in the resting liver and activated during the PH response revealed a general de novo promoter Pol II recruitment and H3K4me3 increase during the early 10–20 h phase followed by Pol II elongation and H3K36me3 accumulation in gene bodies during the later proliferation phase. H3K36me3, generally appearing at the first internal exon, was preceded 5′ by H3K36me2; 3′ of the first internal exon, in about half of genes H3K36me3 predominated and in the other half H3K36me2 and H3K36me3 co-existed. Further, we observed some unusual gene profiles with abundant Pol II but little evident H3K4me3 or H3K36me3 modification, indicating that these modifications are neither universal nor essential partners to Pol II transcription.

**Conclusions:**

PH and sham surgical procedures on mice reveal striking early post-operatory gene expression similarities followed by synchronized mRNA accumulation and epigenetic histone mark changes specific to PH.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0222-0) contains supplementary material, which is available to authorized users.

## Background

In developing multicellular organisms, cells proliferate and differentiate, and these processes are controlled by regulated gene expression. In embryonic development, many cells proliferate via a cell-division cycle under the control of cell-proliferation genes; subsequently, cells differentiate through the activation of differentiation-specific genes and cell-proliferation genes are generally silenced as cells often exit the cell-division cycle. The resulting quiescent differentiated cells possess unique sets of active and repressed genes. These sets of genes, however, can change as cells respond to physiological changes such as feeding or circadian cycles. Moreover, cells can reenter the cell-division cycle as in the case of tissue regeneration.

In eukaryotes, both active and repressed genes are packaged in nucleosome-containing chromatin in which histones are reversibly modified—often reflecting the underlying gene transcription status. In this chromatin context, we study how cyclical programs of gene expression—i.e., circadian, nutrition and cell division—are regulated in differentiated cells using the mouse liver as model [1–4]. We focus on gene expression as measured by RNA-transcript levels and study the relationship between gene occupancy by RNA polymerase II (Pol II) and two specific histone modifications: histone H3 lysine 4 trimethylation (H3K4me3) observed at active promoters and histone H3 lysine 36 trimethylation (H3K36me3) associated with the body of actively transcribed genes (reviewed in [5]). Here, we describe how these gene-expression markers change during liver regeneration.

By rapidly inducing proliferation of quiescent hepatocytes, the mammalian liver has a striking ability to compensate for cell loss caused by toxic substances or surgical removal [6–8]. Thus, for example, removal of 70% of the liver mass via partial hepatectomy (PH) leads to synchronous cell-division-cycle reentry of most of the remaining hepatocytes. In mice, the first round of hepatocyte division is accomplished within 60 h post-PH; subsequent cell-division cycles together with cell growth lead to regeneration of the complete mass of the liver—compensatory hyperplasia—within 2–3 weeks [7–9]. We have used a characterized PH-induced mouse liver regeneration protocol [10] to study how a program of cell-division-cycle gene expression—dormant in the quiescent liver—is re-activated in the context of a differentiated tissue.

## Results

To analyze gene-expression changes associated with the cell-division cycle during liver regeneration, we integrated 70% PH into a dark/light and feeding-entrainment protocol described in [1] to study gene expression through the circadian cycle. Prior to 70% PH, mice were entrained for 2 weeks on 12-h dark/12-h light cycles with food provided only during the dark (waking) period (see Additional file 1: Figure S1a; and Additional file 2). PH was performed at Zeitgeber Time (ZT) 2, where ZT0 represents the beginning of the light/fasting period, and samples were collected at 1, 4, 10, 20, 28, 36, 44, 48, 60, and 72 h, as well as 1 and 4 weeks post-PH (labeled X). To identify non-PH-related effects of the PH surgery, we performed parallel sham surgeries in which all procedures but the liver resection were included and collected samples at 1, 4, 10, 20 and 48 h post-sham surgery (labeled S).

We measured gene expression (1) at the transcript level by ultra-high-throughput RNA-sequence determination (RNA-Seq) of poly(A)-selected RNA from individual livers and (2) at the genomic level by measuring Pol II density using chromatin-immunoprecipitation on pooled sets of the three livers used for RNA-Seq analyses followed by ultra-high-throughput DNA-sequence determination (ChIP-Seq) as listed in Additional file 1: Figure S1b.

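RNA-Seq values were analysed here for 80 individual livers in 19 groups, out of 87 labelled samples. The resting livers collected at 0 h (C0, ZT2) numbered 9. After PH, 6 livers were analysed at 1 h (X1), 3 at 4 h (X4), 6 at 10 h (X10), 6 at 20 h (X20), 3 at 28 h (X28), 6 at 36 h (X36), 3 at 44 h (X44), 5 at 48 h (X48), 3 at 72 h (X72), 3 at 1 week (X1W) and 2 at 4 weeks (X4W). After sham surgery, 6 livers were analysed at 1 h (S1), 5 at 4 h (S4), 3 at 10 h (S10), 3 at 20 h (S20) and 3 at 48 h (S48). The mice that were not operated on gave 3 livers at the same ZT6 as X4 and S4 (C4) and 2 livers matched to the 4-week time point (C4W). The other 7 labelled samples, which are 3 of the 6 X4 livers, all 3 livers of the X60 group and 1 of the 3 X4W livers, were not analysed here. The C0 libraries are numbered 1 to 9 and were taken as triplicates 1 to 3, 4 to 6 and 7 to 9. The paper lists 3 C0 livers in each of its 3 experimental periods, and its text does not name the replicate numbers of each period for this or the other groups. The 0 h means in the paper's Tables S1 and S2 equal the mean of C0 replicates 1 to 6 for all 1778 and 1760 genes of the shortened copies held here. The full tables hold 6528 and 5497 genes by the paper's count.

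The authors selected poly(A)-containing RNA, made strand-specific libraries and sequenced each fragment from one end. They removed adapters with Cutadapt, discarded short and low-complexity reads with prinseq-lite, and mapped the rest with TopHat 2.0.13 and Bowtie2 to the mouse assembly mm9. With featureCounts they assigned reads on the transcribed strand to the genes of Ensembl 67, and a read that mapped to several positions was counted at each as 1 divided by the number of positions. Genes with near-identical copies, such as Saa1 and Saa2, Scd1 and Scd3, or Mup11 and Mup17, may therefore share reads, which would make their separate values uncertain. How many reads they share was not measured. The deposited values are log2 RPKM for 37991 genes. A gene without reads is listed at −14.29, and 52.9% of all values are at this level.

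The deposited values carry no read totals. Depth was estimated from the RPKM that a single read gives to a gene of known length, and it ranged from 12.2 to 48.8 M (mega) reads with a median of 26.7 M reads. In the groups without PH, the median depth was 29.7 M reads in C0 (range 21.4 to 34.4), 22.2 in C4 (20.1 to 23.4), 30.8 in C4W (29.2 to 32.4), 28.2 in S1 (12.2 to 46.0), 35.7 in S4 (27.2 to 48.8), 19.9 in S10 (17.1 to 32.6), 15.3 in S20 (14.6 to 20.7) and 24.1 in S48 (21.8 to 34.4). In the first day after PH it was 27.3 M reads in X1 (20.8 to 32.1), 30.1 in X4 (28.3 to 30.2), 28.8 in X10 (22.3 to 31.8) and 25.0 in X20 (20.9 to 30.2). Later it was 28.2 M reads in X28 (24.0 to 33.3), 26.7 in X36 (21.3 to 29.9), 25.9 in X44 (25.3 to 28.6), 22.0 in X48 (20.9 to 38.7), 25.5 in X72 (24.5 to 33.1), 25.5 in X1W (20.5 to 28.2) and 29.9 in X4W (27.3 to 32.5). Of the low values, a median of 83.3% per library came out as whole reads, 44.0% in X28 replicate 2 and at least 80.2% in each of the other libraries, so no test on counts was run.

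**Figure D1:**
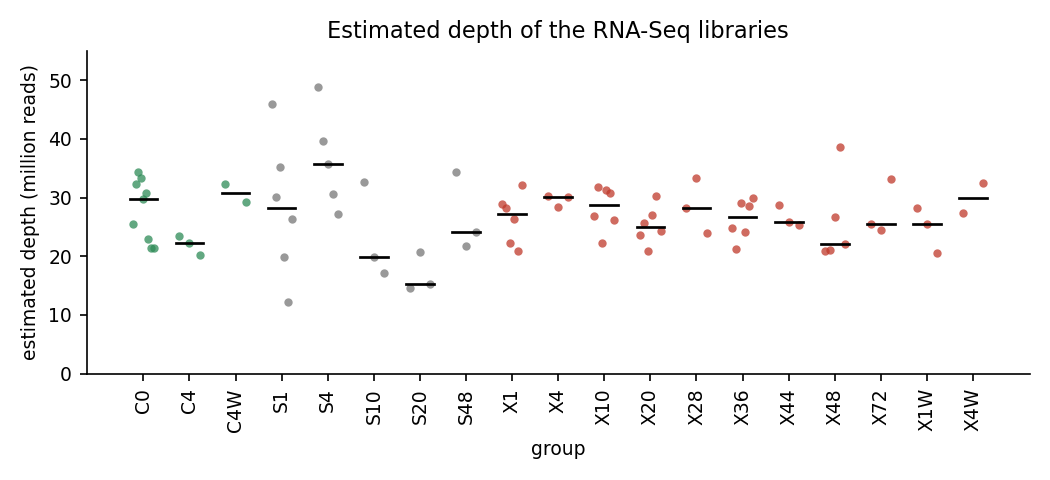
Estimated depth of each RNA-Seq library in M reads (vertical axis) by group (horizontal axis), with controls in green, sham livers in gray and post-PH livers in red. Each point is a liver and each bar is the group's median, and the medians lie between 15.3 in S20 and 35.7 in S4.

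A gene was taken as detected where its log2 RPKM was above −1.5, the paper's threshold, in at least 1 library, which held for 15396 genes. At the median depth this threshold equals 18.9 reads on a transcript of 2 kb. Transcript levels were compared between groups with limma, fitted to all 19 groups together on log2(RPKM + 0.25). A gene was called where its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was beyond 0.5 in either direction. Fold changes are given on the log2(RPKM + 0.25) scale, which understates the changes of weakly expressed genes.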

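The 80 libraries were clustered by Ward linkage on Euclidean distances between gene-wise z-scores of the log2 RPKM of the 15396 detected genes. For 71 of the 80 libraries, the nearest library in this distance was of the same condition. When the replicate numbers of each condition were taken in consecutive sets of 3, 18 of the 24 triplicates formed a branch of their own. The alternative that moved these counts most took z-scores within each library across genes, which gave 56 libraries and 12 triplicates.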

As illustrated in the hierarchical clustering dendrogram shown in Fig. 1a, the RNA-Seq analysis revealed that the triplicate livers had highly similar patterns of transcript abundance—in about three-quarters of cases the triplicates were immediate neighbors. 

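Over the detected genes, the Pearson correlation of log2 RPKM between C0 libraries lay between 0.886 and 0.918 for the 9 pairs within a triplicate and between 0.865 and 0.905 for the 27 pairs from different triplicates. Among C0 replicates 1 to 6 alone, it lay between 0.910 and 0.918 within triplicates and between 0.894 and 0.905 across them. These correlations are across genes, which are not independent replicates. They depended on the genes and the scale used. Over all 37991 genes, the lowest correlation was 0.945 within and 0.937 between triplicates, and with log2(RPKM + 0.25) over the detected genes it was 0.981 and 0.966. Between triplicates, limma called 695 genes for replicates 1 to 3 against 4 to 6, 2474 genes for 1 to 3 against 7 to 9, and 2520 genes for 4 to 6 against 7 to 9.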

Even the three separate sets of triplicate 0 h time points (C0), although clustering separately, displayed Pearson correlations of 0.94 or better (Additional file 1: Figure S1c). 

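When the tree was divided into its 3 main branches, the first branch held all libraries of C0, C4, C4W, S1, S20, S48, X1, X1W and X4W. The second branch held the 5 S4 and the 3 X4 libraries. The remaining post-PH libraries from X10 to X72 and the 3 S10 libraries formed the last branch. By these branches, 62 of the 80 libraries fell in the paper's groups, and 77 did with z-scores within each library. The paper describes z-scores per sample for its PCA and does not say which kind its clustering used.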

Globally, the clustering dendrogram revealed three groups of samples (labeled I, II, and III): Group I represents samples similar to the resting 0 h C0 time point, Group II includes 4, 10, 20, and 28 h post-PH samples along with 4- and 10-h sham samples, and Group III represents 36–72 h post-PH samples. Importantly, replicate samples never fell into different groups I–III, indicating that the PH protocol [10] was highly reproducible. Thus, in the ChIP-Seq analyses described below, where we pooled samples to have sufficient material for analysis, the signals were probably not significantly blurred.

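In this clustering, the libraries of 0 of the 19 conditions were spread over more than 1 main branch, and for 14 conditions they formed a branch that held no other library. The only alternative that divided a condition was the use of z-scores within each library, where 1 condition, X36, had 3 libraries in each of 2 branches. From the absence of replicates in different groups, the paper concludes that the PH protocol was highly reproducible.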

**Fig. 1:**
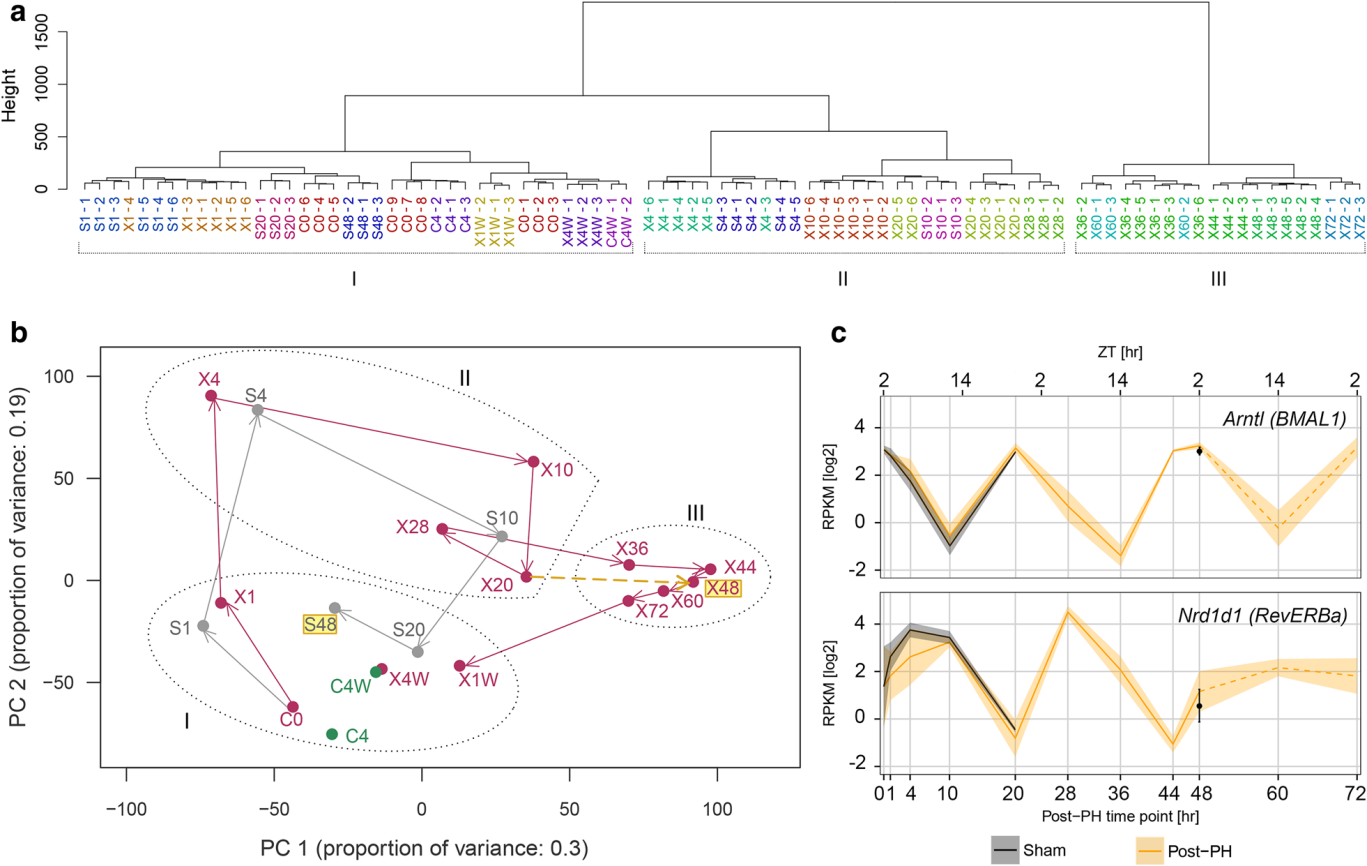
Gene-expression profiles after sham and PH surgery. **a** Dendogram of hierarchical clustering of gene-expression profiles for individual post-sham and post-PH samples. The 12,025 Set 1 and Set 2 genes listed in Additional files 3 and 4: Tables S1 and S2 were used in the analysis. Replicate samples are color-coded. Sample numbers represent hours post-treatment unless specified as weeks (W). C, control (no treatment); S, sham; X, PH. Branch lengths correspond to gene-expression differences among samples. The three principal branches are numbered I, II, and III, and set apart with brackets. **b** Two-dimensional PCA plot for components PC1 and PC2 of samples shown in part **a**. Samples labeled C, S, and X as in **a** are shown in green, gray, and red, respectively. The coordinates of replicate samples were averaged and are displayed as single dots; see Supplemental Figure S1D for standard deviations. Arrows indicate the paths followed by the post-sham (gray) and post-PH (red) samples. The S48 post-sham and X48 post-PH time points are highlighted in yellow and the X20 and X44 post-PH time points are connected by a dashed yellow arrow to emphasize the difference between the post-sham S20 to S48 and post-PH X20 to X48 trajectories in the PCA plot. Samples from branches I, II, and III from the hierarchical clustering dendogram (Fig. 1a) are each indicated with dotted circles. **c** Expression profiles of the mouse core circadian-cycle genes *Arntl* and *Nrd1d1*; the corresponding human gene names *BMAL1* and *RevERBa* are given in parentheses. Log2 of RPKM quantifications for averaged replicate post-sham (black) and post-PH (yellow) samples are shown over 72 h; the shaded areas represent standard deviations. The hours post-surgery are shown on the lower *x*-axis and ZT hours on the upper *x*-axis

### The post-PH gene expression profile reveals two periodic cycles: an early cycle shared with sham-surgery mice followed by a PH-specific cycle

To identify stage-specific changes in gene expression, we used principal component analysis (PCA) to maximally differentiate patterns of transcript abundance among samples. The PCA revealed first (PC1) and second (PC2) principal components with 0.30 and 0.19 proportions of variances, respectively, thus accounting for nearly 50% of the variation in the samples. 

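PCA of the gene-wise z-scores of the 15396 detected genes gave 24.6% of the variance to PC1 and 15.8% to PC2 over the 80 libraries. With each replicate number left out in turn, PC1 held between 24.4% and 25.0% and PC2 between 15.4% and 16.4%. Among the settings run, scaling mattered most. When the log2 RPKM values were centred but not scaled per gene, PC1 held 10.6% and PC2 held 6.95%, whereas z-scores of log2(RPKM + 0.25) gave 25.2% and 15.8%. The z-scores per sample that the paper describes for its PCA were not run. The variances, positions and tests given here thus rest on another scaling than the paper's plot.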

Figure 1b shows a PCA plot for the aggregated results of each time point and treatment (see Additional file 1: Figure S1d for standard deviations). 

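Along PC2, the C0 livers lay at −58.7 ± 14.8 (SD, n = 9). At 1 h, the X1 livers lay at 2.70 ± 11.4 (SD, n = 6) and the S1 livers at −8.78 ± 28.5 (SD, n = 6). At 4 h, the X4 livers lay at 109 ± 14.4 (SD, n = 3) and the S4 livers at 95.7 ± 18.5 (SD, n = 5). Along PC1, the means were −50.6 ± 23.6 in C0, −71.1 ± 8.64 in X1, −78.1 ± 27.9 in S1, −70.2 ± 9.81 in X4 and −47.0 ± 20.0 in S4. The PH and sham positions were not told apart by two-sided exact permutation tests. At 1 h they differed by 7.00 on PC1 (exact permutation p = 0.565) and by 11.5 on PC2 (exact permutation p = 0.390), where 6 livers against 6 allow a smallest p of 0.00216. At 4 h they differed by −23.2 on PC1 (exact permutation p = 0.125) and by 13.3 on PC2 (exact permutation p = 0.321), where 3 livers against 5 allow 0.0179. After Benjamini-Hochberg adjustment over the 24 such tests made on these components, these 4 values were 0.643, 0.519, 0.25 and 0.454. With the genes centred but not scaled, the livers of X4 and S4 were told apart on PC2 (21.9, exact permutation p = 0.0179, adjusted 0.0476). Within replicates 1 to 3, X1 and S1 differed by 24.7 on PC1 and −14.03 on PC2, and within replicates 4 to 6 by −10.7 on PC1 and 37.0 on PC2, where each X1 liver lay above each S1 liver (exact permutation p = 0.1, the smallest that 3 livers against 3 allow). The X4 livers were replicates 4 to 6 and lay at 106, 96.4 and 125 on PC2. Replicates 1 to 3 of S4 lay at 118, 110 and 95.5, and replicates 4 and 5 at 82.5 and 73.1, below each X4 liver. These comparisons by replicate number were made after the data were seen, and 3 livers against 2 allow no exact permutation p below 0.1.

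Gene by gene, limma called 1197 genes in S1 and 2078 in X1 against C0, and 5296 in S4 and 5874 in X4. All 963 genes called in both groups at 1 h had changed in the same direction, as had 4008 of the 4031 genes called in both at 4 h. The shared C0 libraries favour the same direction even without a shared response, and no value for unchanged groups was computed for these counts. At 48 h, 947 of the 971 genes called in both also had the same direction. Directly between PH and sham, 100 genes were called at 1 h, of which 96 were higher post-PH, and 1330 at 4 h, of which 486 were higher post-PH (36.5%, or 51.2% of those called once every library was scaled to the same median). The lowest 1 h count of all settings, 16 genes, came from a fit of the X1 and S1 libraries alone. With replicates 1 to 3 of both groups 435 genes were called, and with replicates 4 to 6 of both 147, in a comparison chosen after the data were seen. Across the 15396 genes, the changes from C0 in the PH and sham livers correlated with Pearson's r = 0.875 at 1 h and 0.867 at 4 h. Both changes share the C0 libraries, and 50 simulations of unchanged groups against those libraries gave a mean r of 0.399 and 0.300. The simulated noise was independent, without differences between triplicates or periods, so unchanged real groups could correlate more than this. With each change taken against a separate C0 triplicate, r lay between 0.320 and 0.542 at 1 h and between 0.651 and 0.802 at 4 h. Differences between the C0 triplicates can lower these values.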

The analysis reveals a robust initial response over 4 h that is shared by both the PH and sham samples (compare X1 to S1, and X4 to S4), whereby both the PH and sham samples transit from Group I to Group II of Fig. 1a. The PH versus sham similarity becomes progressively less pronounced at 10–20 h (X10 vs. S10, and X20 vs. S20), yet there is an evident shared clockwise trajectory—or “cycle”—for both the PH and sham samples. 

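At 10 h, the X10 livers lay at 45.7 ± 14.8 on PC1 and 61.3 ± 12.6 on PC2 (SD, n = 6) and the S10 livers at 30.2 ± 3.17 and 26.8 ± 7.72 (SD, n = 3). At 20 h, the X20 livers lay at 38.1 ± 25.2 and 1.58 ± 13.7 (SD, n = 6) and the S20 livers at −5.07 ± 15.7 and −30.6 ± 9.18 (SD, n = 3). On PC2, all 6 PH livers lay above the 3 sham livers at both times, with differences of 34.5 at 10 h and 32.2 at 20 h (two-sided exact permutation p = 0.0119 each, the smallest that these group sizes allow, and 0.0545 after adjustment over the 24 tests). On PC1, they differed by 15.6 at 10 h (exact permutation p = 0.155, adjusted 0.286) and by 43.1 at 20 h (exact permutation p = 0.0595, adjusted 0.143).

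The changes from C0 in PH and sham livers correlated across genes with r = 0.869 at 10 h and 0.742 at 20 h, against a mean of 0.318 and 0.316 for simulated unchanged groups that share the C0 libraries. Against separate C0 triplicates, r was 0.671 to 0.745 at 10 h and 0.430 to 0.502 at 20 h. The limits of both measures at 1 and 4 h hold here too. Of the 3537 genes called in both X10 and S10 against C0, 3529 had changed in the same direction. Of the 1345 called in both X20 and S20, 1341 had. The shared C0 libraries favour such agreement at these times too. Between PH and sham, limma called 1081 genes at 10 h (524 higher and 557 lower post-PH) and 1094 at 20 h (692 higher and 402 lower post-PH, or 63.3% higher). With every library scaled to the same median, 43.9% of the genes called at 20 h were higher. The X10 and X20 livers come from 2 experimental periods and the S10 and S20 livers from 1. In a comparison chosen after the data were seen, with X10 replicates 1 to 3 alone 1363 genes were called and with replicates 4 to 6 alone 812, and for X20 the counts were 1361 and 878.

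**Figure D2:**
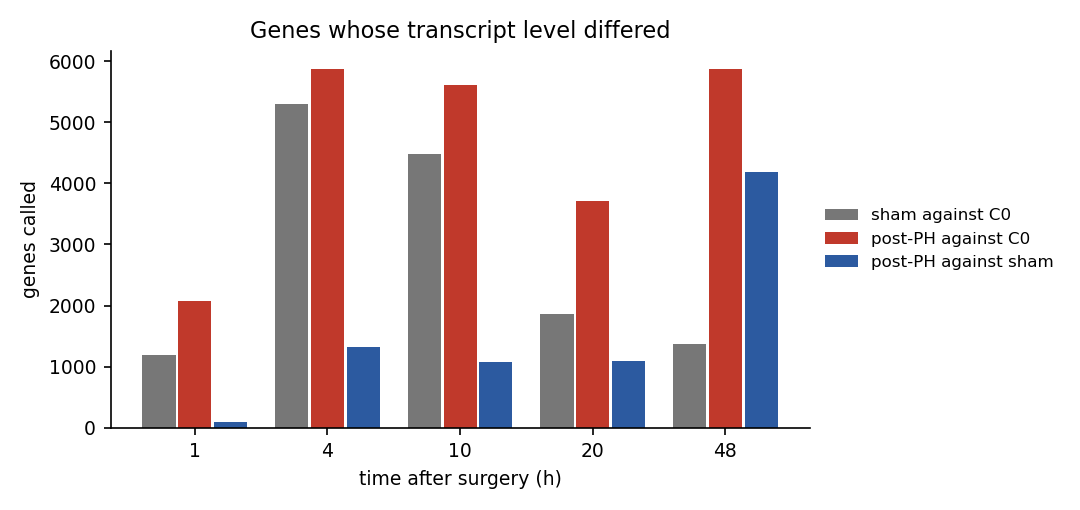
Number of genes called by limma (vertical axis) at 1, 4, 10, 20 and 48 h after surgery (horizontal axis). Gray bars compare sham livers with C0, red bars post-PH livers with C0, and blue bars post-PH with sham livers, where the count goes from 100 at 1 h to 4187 at 48 h.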

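S20 and S48 both fell in the branch that held the C0 libraries. In the PCA, the S48 livers lay at −30.7 ± 16.3 on PC1 and −7.88 ± 8.35 on PC2 (SD, n = 3). They differed from the C0 livers by 19.9 on PC1 (two-sided exact permutation p = 0.209, adjusted 0.314 over the 24 tests) and by 50.8 on PC2 (exact permutation p = 0.00455, adjusted 0.0545), and all 3 lay above all 9 C0 livers on PC2. The S20 livers differed from C0 by 45.5 on PC1 (exact permutation p = 0.00909) and by 28.0 on PC2 (exact permutation p = 0.0182), each 0.0545 after adjustment. Against C0, the number of genes called by limma fell from 4481 in S10 to 1869 in S20 (1208 higher and 661 lower) and 1367 in S48 (589 higher and 778 lower). With only C0 replicates 7 to 9 as the control, 4123 genes were called in S20 and 3732 in S48.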

The 20- and 48-h sham samples return to the resting state Group I (Fig. 1a). In contrast, the PH samples form a new PH-specific “cycle” progressing from Group II (X20 and X28) to Group III (X36, X44, X48, X60, and X72) before returning to Group I, where they remain at 1–4 weeks post-PH (X1W and X4W). 

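The X28 livers lay at 11.9 ± 23.6 on PC1 and 29.3 ± 3.49 on PC2 (SD, n = 3). On PC1, the X36 livers lay at 73.6 ± 22.9 (SD, n = 6), the X44 livers at 103 ± 21.7 (n = 3), the X48 livers at 96.0 ± 11.2 (n = 5) and the X72 livers at 73.2 ± 12.2 (n = 3). Their PC2 means lay between −20.1 ± 17.2 in X72 and 2.37 ± 21.6 in X36. X60 was not analysed here. At 1 week, the X1W livers lay at 10.2 ± 17.3 and −45.9 ± 10.1 (SD, n = 3), and at 4 weeks the X4W livers at −21.4 ± 7.27 and −39.9 ± 6.49 (SD, n = 2). X1W clustered with C0, but on PC1 all 3 of its livers lay above all 9 C0 livers, by 60.8 on average (two-sided exact permutation p = 0.00455, the smallest possible, adjusted 0.0545), and on PC2 they overlapped (12.8, exact permutation p = 0.182, adjusted 0.312). limma called 2604 genes in X1W against C0, of which 1914 (73.5%) were higher, and with every library scaled to the same median 51.5% of those called were higher.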

The difference in change of trajectory between the sham and PH samples is exemplified by the comparison of the S20-to-S48 vector (right to left) to the X20-to-X48 vector (left to right). Thus, the PCA of the post-PH gene-expression profiles reveals two apparent cycles: an initial approximately 10–20-h cycle shared with mice subjected to sham surgery followed by a longer PH-specific cycle.

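At 48 h, the X48 and S48 livers were 127 apart on PC1, with all 5 PH livers above all 3 sham livers (two-sided exact permutation p = 0.0179, the smallest possible, adjusted 0.0545), and differed by −4.93 on PC2 (exact permutation p = 0.571, adjusted 0.643). The changes from C0 in the PH and sham livers correlated across genes with r = 0.557, against 0.298 for simulated unchanged groups that share the C0 libraries. When each change was taken against a separate C0 triplicate, r lay between 0.288 and 0.438. Both measures have the limits given at 1 and 4 h. limma called 4187 genes between X48 and S48, 5868 between X48 and C0 and 1367 between S48 and C0. The median gene was 0.27 higher (log2) in X48 than in S48, so that 3773 of the 4187 genes (90.1%) were higher post-PH. When every library was scaled to the same median, 2689 genes were called, of which 1499 (55.7%) were higher. From the paths of the sham and PH samples in the PCA plot, the paper concludes that there are 2 apparent cycles, an early one shared with sham surgery and a longer one specific to PH.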

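The C4 livers lay at −39.6 ± 20.9 on PC1 and −80.3 ± 2.33 on PC2 (SD, n = 3). Against C0 they differed by 11.0 on PC1 (two-sided exact permutation p = 0.491, adjusted 0.62 over the 24 tests) and by −21.7 on PC2 (exact permutation p = 0.0545, adjusted 0.143). Against C4, the S4 livers differed by 176 on PC2 (exact permutation p = 0.0179, adjusted 0.0545) and the X4 livers by 189, where 3 livers against 3 allow a smallest p of 0.1 in an exact permutation test and gave that value. Even the lowest S4 and X4 livers were above every C4 and C0 liver on PC2. limma called 1215 genes between C4 and C0, against 5296 between S4 and C0. The paper lists the C4 livers in 1 experimental period and the C0 livers in 3, and the count depended on the C0 triplicate used, with 2571 genes against replicates 1 to 3, 2761 against 4 to 6 and 174 against 7 to 9.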

The similar 1–4 h sham and PH PCA responses were not a normal aspect of changing liver-gene expression owing, for example, to the circadian cycle, because the PCA position of samples from mice of the same ZT6 as the X4 and S4 mice but not manipulated (called C4) was very similar to the C0 sample (Fig. 1b). Thus, the sham and PH samples share an early gene-expression response that is dependent on the surgical manipulation but independent of the liver resection itself. This response might reflect the administered anesthesia and/or painkiller, skin wounding, or stress.

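The 2 X4W and the 2 C4W livers analysed here differed by 0.0784 on PC1 and by −0.242 on PC2, less than the SD of either group (7.27 and 6.49 in X4W, 1.78 and 1.62 in C4W). With the genes centred but not scaled, both X4W livers lay above both C4W livers on PC1, by 17.6 on average (SD 1.42 in X4W and 0.0883 in C4W), and the difference on PC2 was −1.35 (SD 0.231 and 1.64). An exact permutation test of 2 livers against 2 cannot give a p below 0.333. limma, which takes the spread of each gene from all 80 libraries, called 10 genes between X4W and C4W, 5 in each direction. In this fit 625 genes had an unadjusted p below 0.05, fewer than chance would give among the 15396 genes tested. The count of called genes was 0 when only these 4 libraries were fitted and 25 when undetected genes were not removed. In the fit of 4 libraries, more genes than these 625 had an unadjusted p below 0.05, so its 0 does not show an absence of differences. Of the 115 detected genes of the KEGG cell-cycle pathway, 0 were called.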

After 4 weeks, the post-PH (X4W) and untreated control (C4W) mice appear essentially identical in the PCA plot (Fig. 1b). Thus, there were no evident long-term effects of PH on liver-gene expression.

### Unperturbed expression of two circadian-cycle master regulators post-PH

Although, as indicated by the PCA in Fig. 1b and the analyses described below, the PH procedure induces two robust cycles of gene expression, we found that important elements of a separate underlying gene expression cycle—the circadian cycle—remained unperturbed. Thus, consistent with previous observations [9] and as shown in Fig. 1c, the different cyclic transcript-abundance profiles of the two circadian-cycle master regulators *Arntl* (*BMAL1* in human) and *Nrd1d1* (*RevERBα* in human) continued unabated after sham surgery or PH-induced liver regeneration. These PH results emphasize the robust nature of the circadian cycle of gene expression during liver regeneration.

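Arntl (ENSMUSG00000055116) is a protein-coding gene on the plus strand of chromosome 7 of mm9, from 120350979 to 120457636, and Nr1d1 (ENSMUSG00000020889) one on the minus strand of chromosome 11, from 98629246 to 98636647. Arntl averaged a log2 RPKM of 2.95 ± 0.24 (SD, n = 9) in C0 at ZT2. At ZT12 it stood at −0.98 ± 0.39 (n = 3) in S10 and −0.54 ± 0.49 (n = 6) in X10, and at ZT22 at 2.99 ± 0.05 (n = 3) in S20 and 3.15 ± 0.20 (n = 6) in X20. In the next day post-PH it was again low in X36 at ZT14 (−1.39 ± 0.44, n = 6) and high in X44 at ZT22 (3.03 ± 0.05, n = 3). Nr1d1 averaged 3.43 ± 0.27 in S10 and 3.24 ± 0.22 in X10, then −0.46 ± 0.10 in S20 and −0.81 ± 0.78 in X20, and in the next day 2.07 ± 0.57 in X36 and −1.06 ± 0.34 in X44. Its level in C0 varied widely, at 2.05 ± 1.79 (SD, n = 9).

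Between PH and sham at 1, 10, 20 and 48 h, limma called neither gene. The log2 fold changes of Arntl were 0.03, 0.31, 0.16 and 0.22, with Benjamini-Hochberg adjusted p between 0.35 and 1. Those of Nr1d1 were −0.75, −0.19, −0.22 and 0.53, with adjusted p between 0.484 and 0.902. At 4 h, both were called, with Arntl higher in X4 than in S4 by 0.58 (SE 0.21, limma adjusted p = 0.048) and Nr1d1 changed by −1.75 (SE 0.57, limma adjusted p = 0.0261). Arntl lost its call with replicate 1, 4 or 5 left out and with a pseudocount of 1 (0.49) or of 0.05. Nr1d1 lost its call with replicate 1, 2, 3 or 4 left out. At ZT6, the resting C4 livers had Arntl at 0.78 ± 0.74 (SD, n = 3), S4 at 1.74 ± 0.41 (n = 5), X4 at 2.36 ± 0.35 (n = 3) and X28 at 0.69 ± 0.64 (n = 3). Nr1d1 stood at 5.27 ± 0.41 in C4, 3.75 ± 0.31 in S4, 1.91 ± 1.39 in X4 and 4.50 ± 0.25 in X28. The paper lists C4 in another experimental period than X28. Of a list of 17 clock genes, limma called 2 between X44 and X20, both at ZT22. Between PH and sham it called 2, 8, 4, 2 and 3 at 1, 4, 10, 20 and 48 h, and 4, 8, 5, 2 and 2 when adjusted over the list alone. From the profiles of Arntl and Nr1d1, the paper concludes that elements of the circadian cycle remained unperturbed.

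**Figure D3:**
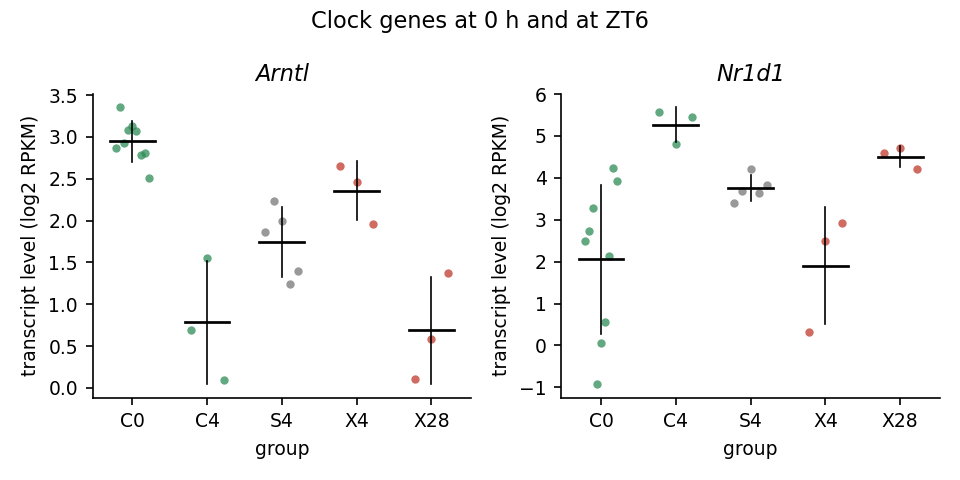
Transcript level in log2 RPKM (vertical axis) of Arntl (left) and Nr1d1 (right) in individual livers of C0 at ZT2 and of C4, S4, X4 and X28 at ZT6 (horizontal axis). Points are livers, horizontal bars group means and vertical lines ± SD. For Arntl the C4 mean is 0.78 and the X4 mean 2.36, and for Nr1d1 they are 5.27 and 1.91.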

### The post-PH-specific gene expression pattern displays a robust de novo cell-proliferation component

To examine the Post-PH gene expression changes in more detail, we divided the transcript levels corresponding to the 37,991 individual Ensembl 67/NCBI37 protein-encoding and non-coding genes into three sets representing (1) transcripts that were not detected in any sample (Set 1); (2) transcripts that did not vary significantly during the course of PH recovery (Set 2); and transcripts that clearly varied (Set 3) as indicated in Table 1. 

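Of the 37991 genes, 22595 (59.5%) did not exceed the detection threshold in any of the 80 libraries, and 15396 did. Requiring a group mean above the threshold would have kept 13614 genes. Each post-PH group from X1 to X4W was compared with C0 by limma, and a gene was placed in the changing set where its adjusted p was below 1e-07 and its log2 fold change beyond 0.5 in at least 1 of these groups. This gave 6494 changing genes and left 8902 detected genes that were not called changing. The number of genes passing these limits was 333 in X1, 1893 in X4, 3093 in X10, 1373 in X20, 757 in X28, 3021 in X36, 2370 in X44, 3107 in X48, 1397 in X72, 118 in X1W and 0 in X4W. Against C0 replicates 1 to 6 alone, a choice made after seeing the data, these counts were 175, 1714, 2463, 809, 605, 2387, 1943, 2375, 1058, 49 and 0. Groups of 6 livers can pass so strict a limit with smaller changes than groups of 2 or 3 can. The limit moved the size of the changing set most, since an adjusted p below 0.05 gave 11606 genes.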

The undetected Set 1 transcripts were either owing (1) to their absence in the liver and/or (2) to the experimental selection for poly(A) transcripts (e.g., the non-polyadenylated replication-dependent histone-encoding transcripts went undetected). 

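The file lists 71 genes whose symbols begin with Hist1h to Hist4h, the clusters that hold the replication-dependent histone genes. Of these, 50 exceeded the detection threshold in at least 1 library, and 28 exceeded it in no fewer libraries than they missed it. In 24 of them, the mean log2 RPKM was above 0 in at least 1 group. Many of these genes are near-identical in sequence, so reads shared between copies may contribute to their values. Of the 71 genes, 6 were in the changing set.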

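By the gene types of the Ensembl annotation, 44.1% of the 22595 undetected genes were protein coding and 55.9% were not. Of the 8902 detected genes not called changing, 25.3% were non-coding, and of the 6494 changing genes 6.08%. With a group mean above the threshold required for detection, 43.8% of the undetected genes were protein coding.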

Consistent with a loss of non-poly(A) transcripts, 32% of Set 1 transcripts were non-protein encoding as opposed to less than 10% of Sets 2 and 3 transcripts.

**Table 1:** Transcript detection and characterization

Set	No. genes	% of genes in set protein coding (%)	% of KEGG 124 cell-cycle genes (%)
1. Gene transcripts not detected	25,966	68	9
2. Gene transcripts detected and stable	6528	93	32
3. Gene transcripts detected and changing	5497	95	59

As Set 3 transcript levels vary, we could identify subsets of co-varying gene-transcript profiles using the partitioning around medoids (PAM) clustering algorithm. The algorithm chooses one representative gene, called “medoid,” for each of any defined number of groups, and iteratively adds genes to each group minimizing the dissimilarities among genes within each group. To minimize differences within groups, as the iterative process proceeds, medoids can be replaced by more representative genes if the exchange decreases the overall dissimilarity among genes within a group or cluster. Here, we used the algorithm to probe transcript-abundance-profile similarity.

Overall, gene-transcript levels were seen to either decrease or increase during the course of PH recovery before returning to the starting levels. 

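PAM clustering of the 6494 changing genes into 7 subsets used 1 minus the Pearson correlation of z-scores of the C0 and post-PH group means. The subsets are numbered here in the order of the clustering and do not follow the paper's numbering. They held 1377, 564, 1188, 731, 1331, 879 and 424 genes. Their medoids were Smc2, Hgfac, Ftsj3, Kptn, 2700078E11Rik, Zer1 and Tmem87b. The number of subsets moved their sizes most, since subset 1 held 2224 genes when 6 subsets were asked for, of which 1300 were shared with the 1377.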

After an initial PAM analysis defining from 2 to 30 subsets (see Additional file 5: Figure S2a for the 2–13 subset analyses), we selected for further analysis a seven-subset grouping (called Set 3.1 to Set 3.7) where the size varied from 444 (Set 3.3) to 1060 (Set 3.5) genes (Fig. 2a). 

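Subsets 2 and 4 had their highest mean level in C0 and their lowest in X10, with a mean z-score of 1.28 and 1.07 in C0 against −0.35 and −0.25 on average over the groups from X1 to X72. In X1W and X4W, subset 2 stood at 0.78 and 1.07 and subset 4 at 0.62 and 0.53. Subsets 3, 5 and 7 were lowest in C0, with mean z-scores of −1.46, −1.33 and −1.10, and highest in X10, X44 and X4 in turn. Subset 1 stood at −0.62 in C0 and reached its highest level in X44 and its lowest in X4. Subset 6 was also lowest in X4, and it was highest in X1W.

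**Figure D4:**
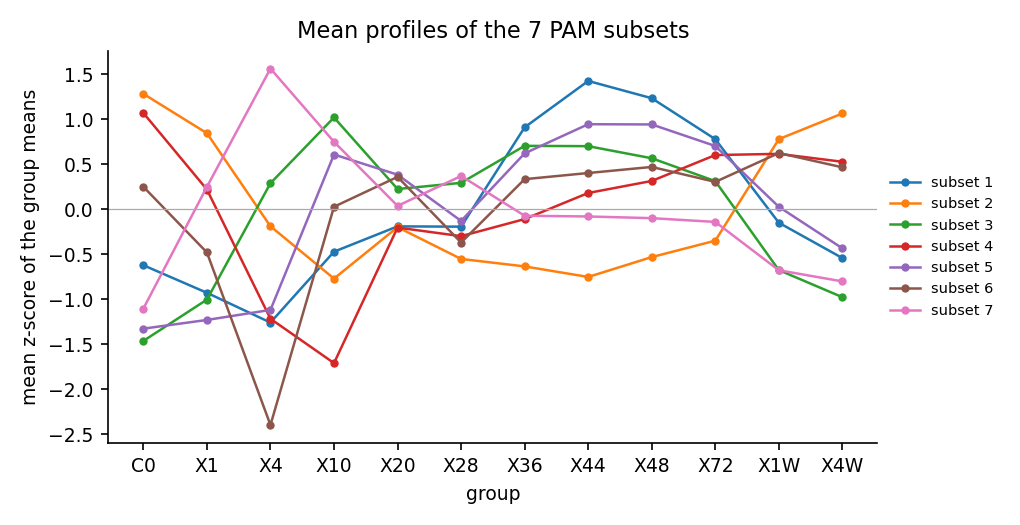
Mean z-score of the group means of log2 RPKM (vertical axis) for the genes of each of the 7 PAM subsets in C0 and the post-PH groups (horizontal axis, equally spaced). Each line is a subset, and subset 1 goes from −1.26 in X4 to 1.43 in X44.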

In subsets Set 3.1 to Set 3.3 gene-transcript levels decreased overall (bracket I) and for Set 3.4 to Set 3.7 transcript levels increased overall (bracket II) following PH.

**Fig. 2:**
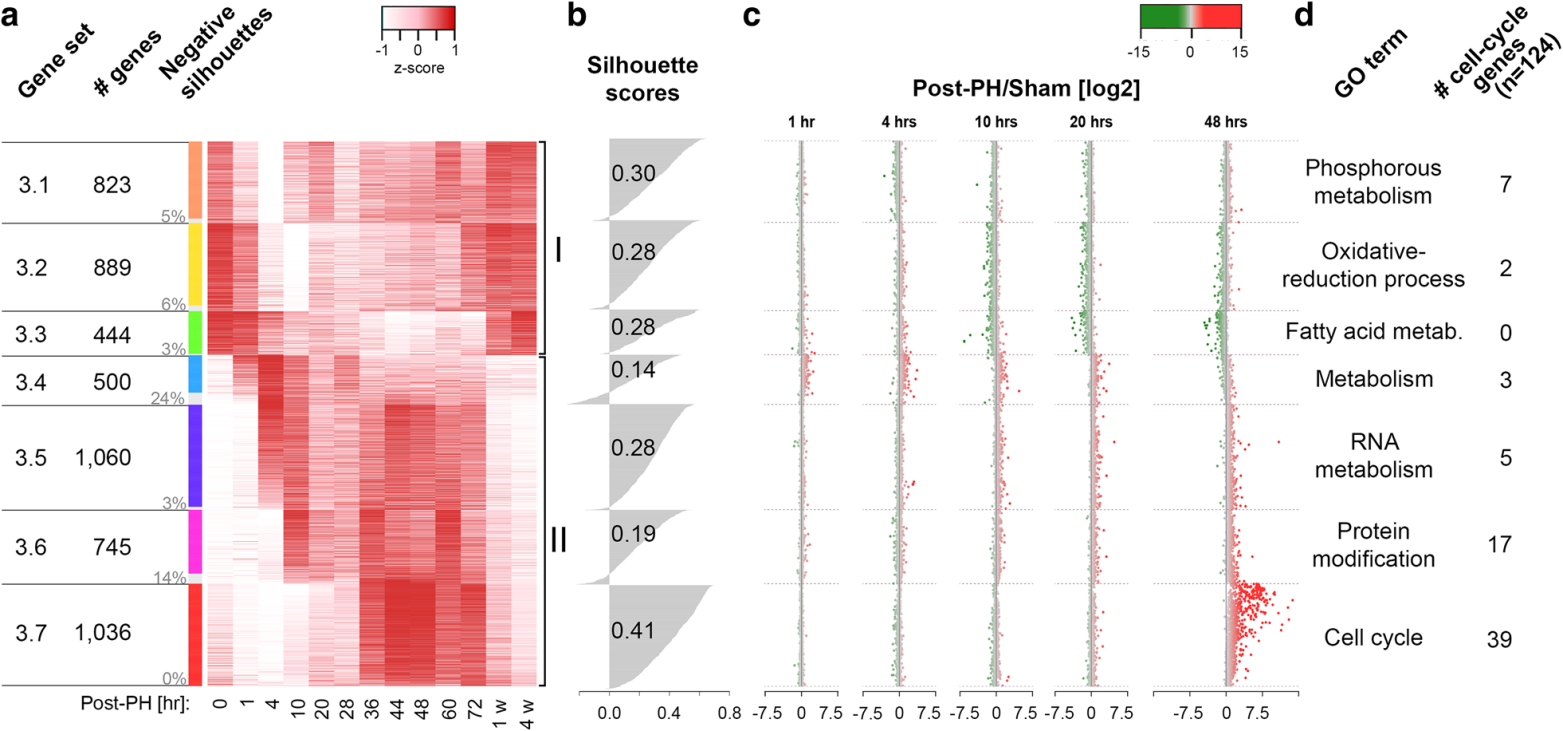
Changing Post-PH gene-expression patterns and comparison with sham-surgery samples. **a** Heat-map display of seven-set PAM-clustering results for transcripts that varied Post-PH gene-expression patterns (i.e., Set 3). The individually normalized relative post-PH transcript abundance (red, high; white, low) for each gene is shown. The seven PAM-clustering sets (Set 3.1 to Set 3.7 indicated by the color coding column to the left) are each grouped together with the comparative medoid at the top of each set and decreasing gene-expression similarity shown from top to bottom. Set 3 PAM-clustering subset name (column 1), number of genes per subset (column 2), and percentage genes per subset with a negative silhouette clustering score (column 3) are given. PAM-clustering sets with genes down-regulated (Set 3.1 to Set 3.3) and up-regulated (Set 3.4 to Set 3.7) post-PH are indicated by the brackets labeled I and II, respectively. **b** Silhouette-score distributions and averages for each PAM-clustering subset. **c** Transcript-abundance comparison between post-PH and post-sham samples at 1, 4, 10, 20 and 48 h. Genes are indicated as dots in the same order as in **a**. The post-PH/sham ratio is given in log2 scale (*x* axes). Positive (higher post-PH expression in red) and negative (higher post-sham expression in green) log2 scores are indicated as color gradients. Gene transcripts with post-PH and post-sham log2 RPKM quantifications less than 0 are not shown. **d** Predominant specific function of genes for each Set 3 PAM-clustering subset and number of genes per cluster included in the 124-gene *Mus musculus* KEGG cell-cycle pathway. Only the most representative GO term that is specific for an individual subset is listed. The full list of enriched GO terms is given in Additional file 6: Table S3

Figure 2a shows a heat map of the Set 3.1 to Set 3.7 subsets. The gene-transcript levels measured as reads per kb of transcript per million mapped reads (RPKM) were individually normalized to their maximal (red) and minimal (white) levels. For each subset, the individual and average gene-transcript “silhouette scores” (i.e., the degree of similarity to the subset-specific medoid vs. dissimilarity to the six other subset-specific medoids) are given in Fig. 2b. Subsets can have gene transcripts with negative silhouette scores. Thus, Set 3.4 (24%) and Set 3.6 (14%) subsets display prominent negative silhouette score groups, whereas Set 3.7 has only one negative silhouette transcript out of 1036 gene transcripts. Indeed, Set 3.7 is special in that it has a significantly higher average silhouette score (0.41) than the other Set 3 subsets, and a major Set 3.7-like subset was evident across the 2–13 group PAM selection (Additional file 5: Figure S2a). It was also most active at 36–72 h post-PH and is enriched in cell-proliferation genes (see below).

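Subset 1, which held the most cell-cycle genes, had 4 of its 1377 genes at a negative silhouette score (0.290%). In the other subsets the share was 9.22% in subset 2, 13.6% in subset 3, 6.57% in subset 4, 13.4% in subset 5, 10.8% in subset 6 and 16.7% in subset 7. PAM on log2(RPKM + 0.25) left 2 genes of the corresponding subset at a negative score.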

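The average silhouette score was 0.350 in subset 1, and 0.304, 0.211, 0.263, 0.180, 0.301 and 0.195 in subsets 2 to 7. For the subset with the most cell-cycle genes it was 0.419 on log2(RPKM + 0.25), 0.381 with 6 subsets, 0.284 with individual libraries and 0.272 with 8 subsets, where another subset reached 0.312. Subset 1 kept 1145 of its genes when PAM was run on individual libraries in place of group means (1333 genes in all) and 1242 when it was run on log2(RPKM + 0.25) (1321 genes in all). With 8 subsets, the subset with the most cell-cycle genes held 1235 genes, of which 628 were in subset 1.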

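Post-PH and sham group means were compared for genes with a log2 RPKM above 0 in at least 1 of the 2 groups, and a difference beyond 0.5 (log2) was counted as higher or lower. In subset 1, 0.991% of the genes were higher post-PH at 1 h, 1.74% at 4 h, 3.77% at 10 h, 10.3% at 20 h and 83.3% at 48 h. The share lower post-PH was 0.124%, 16.3%, 4.77%, 1.21% and 0.163% at the same times. Per liver, the mean z-score of subset 1 was 1.50 ± 0.194 in X48 (SD, n = 5) and −0.289 ± 0.173 in S48 (SD, n = 3). The difference was 1.79, with every PH liver above every sham liver (two-sided exact permutation p = 0.0179, the smallest possible). Subset 1 was chosen by its levels in C0 and the post-PH groups, X48 included, so this test is not independent of that choice. With log2(RPKM + 0.25), the only alternative computed for these shares, they came to 0.993% higher at 4 h, 2.44% at 10 h and 8.03% at 20 h.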

Set 3.7 is also special in that it is PH specific, as shown by the sham and post-PH sample comparison in Fig. 2c. Here, with the same Fig. 2a gene order, post-PH-to-sham transcript level ratios at 1, 4, 10, 20 and 48 h are shown. 

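Over all changing genes compared, 3.58% were higher and 1.11% lower by more than 0.5 (log2) in X1 than in S1, and 7.87% were higher and 12.1% lower in X4 than in S4. At 48 h, 45.6% were higher and 5.59% lower in X48 than in S48. Subset 7 stood apart early, with 30.5% of its genes higher post-PH at 1 h and 43.5% at 4 h.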

Consistent with the early, shared PCA-plot PH/sham cycle (Fig. 1a), the 1- and 4-h time points display little PH-to-sham difference. But by 10–20 h, particularly in the Set 3.3 subset, there is an evident over representation of some gene transcripts in the sham samples (shown in green); this Set 3.3 effect becomes even more prominent at 48 h. 

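In subset 2, the one highest in C0, 4.57% of the genes were lower post-PH than sham by more than 0.5 (log2) at 1 h, 5.92% at 4 h, 29.8% at 10 h, 36.1% at 20 h and 49.5% at 48 h. This share was the largest of the 7 subsets at 1, 10, 20 and 48 h. At 4 h, it was 34.1% in subset 6, 16.3% in subset 1 and 14.1% in subset 5. In subset 4 it was 25.9% at 10 h. Of all 1081 genes called between X10 and S10, 746 had a log2 RPKM above 0 in 1 of the groups and no overlap between the livers of the 2 groups. Among these, the largest falls were those of Hsd3b5 (log2 fold change −4.64, SE 0.77, limma adjusted p = 1.7e-05), Cyp7a1 (−3.62, SE 0.60, limma adjusted p = 1.66e-05) and Derl3 (−2.86, SE 0.78, limma adjusted p = 0.00877). Derl3 lost its call with replicate 3 left out (−1.96, limma adjusted p = 0.246). At 20 h, 704 of the 1094 called genes met the same conditions, and Car3 (−3.52, SE 0.55, limma adjusted p = 9.12e-06), Gm4956 (−3.27, SE 0.31, limma adjusted p = 2.03e-11) and Inmt (−3.13, SE 0.53, limma adjusted p = 4.66e-05) fell most. At 48 h, 3326 of 4187 did, and Scd1 (−4.48, SE 0.52, limma adjusted p = 7.12e-11), Scd3 (−3.99, SE 0.55, limma adjusted p = 1.64e-08) and Hsd3b5 (−3.44, SE 0.79, limma adjusted p = 0.00029) fell most. With replicate 1 left out, the change of Hsd3b5 at 48 h was −2.25 (limma adjusted p = 0.0428). Scd1 and Scd3 may share reads. Hsd3b5, Car3, Gm4956, Inmt, Scd1 and Scd3 were in subset 2, Cyp7a1 was in subset 6 and Derl3 was not in the changing set.

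**Figure D5:**
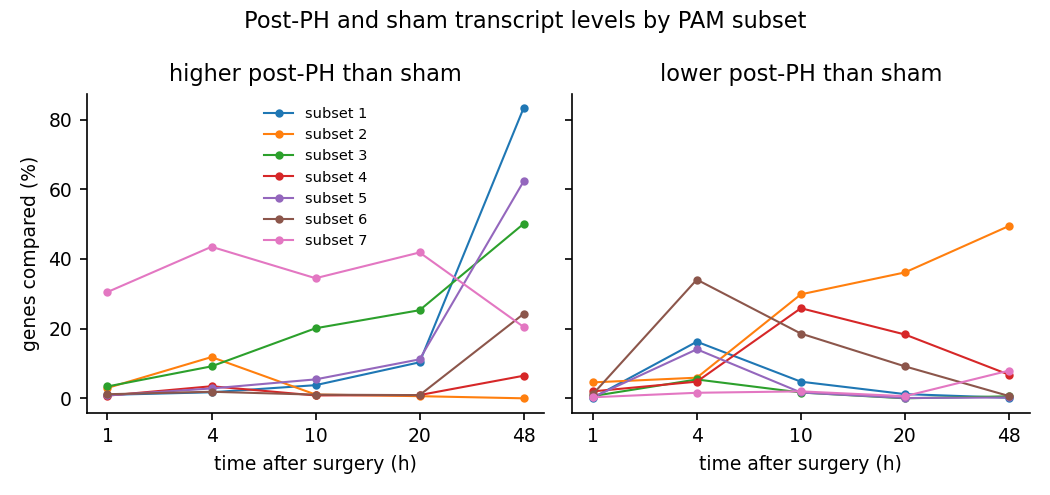
Share of compared genes in percent (vertical axes) that were higher (left) or lower (right) post-PH than sham by more than 0.5 on the log2 scale, at 1, 4, 10, 20 and 48 h (horizontal axes, equally spaced), for each PAM subset. Subset 1 reaches 83.3% higher and subset 2 reaches 49.5% lower at 48 h.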

By 20 h, the sham sample has returned to the group I baseline (see Fig. 1b), ending the shared PH/sham PCA cycle. These transcripts may represent genes involved in liver functions that remain overall lower in the regenerating liver as some cells become dedicated to cell proliferation. In contrast, the genes in the Set 3.4 to Set 3.7 subsets have generally higher corresponding transcript levels in the PH than sham samples (shown in red). This PH-specific enhancement is particularly prominent with Set 3.7, consistent with its high activity at 36–72 h post-PH (Fig. 2a).

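At 48 h, the share of genes higher post-PH than sham was 50.1% in subset 3, 62.3% in subset 5, 24.2% in subset 6 and 20.5% in subset 7. In subset 7 it had been 34.5% at 10 h and 41.9% at 20 h. Subset 6 had 34.1% of its genes lower post-PH at 4 h. In subset 4, 6.48% were higher and 6.79% lower at 48 h. Because the median gene was also higher in X48 than in S48, these shares at 48 h include that general shift.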

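Among the genes called between X48 and S48 whose livers did not overlap, the largest rises were in subset 1. They were those of D17H6S56E-5 (ENSMUSG00000091747, chromosome 17, 35133681 to 35138609), with a log2 fold change of 7.31 (SE 0.38, limma adjusted p = 5.61e-26), of Cdc20 and of Ube2c (ENSMUSG00000001403, chromosome 2, 164595398 to 164604322), at 6.32 (SE 0.32, limma adjusted p = 3.51e-27). Mki67 (ENSMUSG00000031004, chromosome 7, 142881471 to 142908062), whose protein marks proliferating cells, stood at a log2 RPKM of −3.11 ± 1.17 (SD, n = 9) in C0 and −2.33 ± 0.53 (SD, n = 3) in S48. It reached 4.56 ± 0.54 (n = 3) in X44, 4.09 ± 0.24 (n = 5) in X48 and 3.46 ± 0.27 (n = 3) in X72. Its log2 fold change in X48 was 5.25 against S48 (SE 0.29, limma adjusted p = 3.98e-25) and 5.47 against C0 (SE 0.22, limma adjusted p = 9.85e-33).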

### The PH-specific Set 3.7 is rich in cell-cycle-related genes

To probe the overall biological-function enrichments in the different gene sets, we probed the Gene Ontology database (GO; [11]). We thus statistically annotated the Set 1, Set 2, and Set 3 gene sets, as well as Set 3.1 to Set 3.7 subsets (GO classifications, or terms, with an adjusted *p* value (*p*) of less than *p* = 0.05 as listed in Additional file 3: Table S1). Additional file 5: Figure S2b shows REVIGO [12] graphic representations of Set 1 through Set 3, in which the semantic relationship of GO terms with *p* < 10^−10^ are displayed with a *p* value color scale. Thus, each cluster of terms (i.e., cluster of dots) is generally functionally related. To illustrate the functional enrichments, representatives with low *p* values from different semantic clusters are annotated, with their *p* values given. As expected, the non-expressed Set 1 gene set is devoid of terms specifically involved in liver function. In contrast, both Set 2 and Set 3 are enriched in terms involved in liver-specific functions as well as general cellular and metabolic functions, with Set 3 also possessing many terms associated with cell proliferation (e.g., cell cycle *p* = 3.9 × 10^−77^; cell division *p* = 3.8 × 10^−40^).

To probe Set 3 further, we performed an individual gene enrichment analysis for each of its Set 3.1–3.7 “subsets.” For Set 3.1 to Set 3.6, the most statistically significant terms were generally related to cell metabolism, growth, and regulation as indicated in Fig. 2d; Set 3.7 stood out by its large number of highly significant cell-cycle-related terms as shown in Table 2. For three of the 13 terms listed, the term was not found to be more significant than *p* = 0.01 in any other Set 3 subset; for ten of the 13 terms shown, the term scored second best in Set 3.6 with the *p* values listed in Table 2. The cell-cycle relationship of Set 3.7 is strong and is consistent with its peak expression between 36 and 72 h, when mouse hepatocytes are rapidly proliferating [9].

**Table 2:** Predominant Set 3.7 GO terms with their associated *p* values compared to the best associated *p* value for the same specified GO term in Set 1–Set 3.6

GO term	Associated *p* value in Set 3.7	Other subset with best associated *p* value	Associated *p* value of other subset
Cell-cycle process	3.7 × 10^−95^	3.6	2.7 × 10^−5^
M phase	3.5 × 10^−89^	3.6	3.4 × 10^−2^
Organelle fission	2.2 × 10^−74^	3.6	1.2 × 10^−2^
DNA metabolism	8.0 × 10^−62^	3.6	2.9 × 10^−6^
Organelle organization	7.3 × 10^−56^	3.6	1.4 × 10^−12^
Chromosome segregation	9.4 × 10^−43^	None	–
Response to DNA damage stimulus	9.4 × 10^−43^	3.6	1.0 × 10^−4^
DNA repair	1.4 × 10^−42^	3.6	8.0 × 10^−4^
Microtubule-based process	2.7 × 10^−38^	None	–
DNA replication	1.5 × 10^−37^	3.6	1.0 × 10^−4^
Spindle organization	7.0 × 10^−27^	None	–
Regulation of cell-cycle process	1.4 × 10^−25^	3.6	9.9 × 10^−3^
DNA recombination	9.1 × 10^−21^	3.6	4.1 × 10^−2^

### Similarity and divergence in cell-division-cycle gene response to sham and PH surgeries

To probe the cell-division-cycle relationship of different gene sets further, we studied the expression patterns of the 124 genes listed in the KEGG cell-division-cycle pathway. We first mapped them to the different sets: 11 (9%) mapped to Set 1, 40 (32%) mapped to Set 2, and 73 (59%) mapped to Set 3 (Table 1). 

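The 123 symbols of the KEGG cell-cycle pathway matched 124 genes of the file. Of these, 9 were not detected, 26 were detected and not called changing, and 89 were in the changing set.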

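The 89 changing KEGG genes were spread over the 7 subsets as 57 in subset 1, 15 in subset 5, 6 in subset 6, 5 in subset 3, 3 in subset 4, 3 in subset 7 and 0 in subset 2. With all 6494 changing genes as the background, subset 1 was enriched for them with an odds ratio of 6.86 (one-sided Fisher's exact test p = 1.82e-18, 1.28e-17 after Benjamini-Hochberg adjustment over the 7 subsets). When 8 subsets were asked for, 35 of them were in a subset of 1235 genes (odds ratio 2.81). Another 31 were in a subset of 938 genes (odds ratio 3.24).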

Of the 73 Set 3 cell-division-cycle genes, 39 (over 30% of all KEGG cell-cycle pathway genes) mapped to Set 3.7 and 17 to Set 3.6, with single digit numbers in the five other Set 3 subsets (Fig. 2d). Thus, Set 3.7 followed by Set 3.6 are the most highly cell-division-cycle-related co-varying gene-expression sets.

We then examined directly the activities of the KEGG cell-cycle pathway genes in the sham and PH samples. Figure 3 shows a heat map of absolute RNA levels over the post-sham and post-PH time courses in which the genes are ordered according to their RNA levels at time 0 h. 

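Skp1a (ENSMUSG00000036309, chromosome 11, 52045497 to 52060360) averaged a log2 RPKM of 6.02 ± 0.18 (SD, n = 9) in C0, 5.92 ± 0.15 (n = 3) in S48 and 6.11 ± 0.12 (n = 5) in X48, and its change in X48 was 0.19 against S48 (SE 0.09, limma adjusted p = 0.0778). Rb1 (ENSMUSG00000022105, chromosome 14, 73583480 to 73725629) averaged 0.19 ± 0.16 in C0, −0.06 ± 0.21 in S48 and 0.25 ± 0.27 in X48, a change of 0.25 against S48 (SE 0.14, limma adjusted p = 0.126). With every library scaled to the same median, the changes of Skp1a and Rb1 against S48 were −0.10 and −0.03. E2f5 (ENSMUSG00000027552, chromosome 3, 14578671 to 14606308) went from 1.32 ± 0.15 in C0 and 1.54 ± 0.16 in S48 to 2.29 ± 0.19 in X48. Its change was 0.70 against S48 (SE 0.13, limma adjusted p = 1.69e-05) and 0.90 against C0 (SE 0.10, limma adjusted p = 8.59e-12), and it was in the changing set. After scaling to the same median, the change of E2f5 against S48 was 0.41, below the limit of 0.5.

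Ccna2, Ccnb2, Ccne2, Cdc20, Plk1, Bub1 and Cdc25c were all in the changing set and in subset 1. In X48 against S48, their log2 fold changes lay between 1.39 for Ccne2 (SE 0.23, limma adjusted p = 1.36e-06) and 7.04 for Cdc20 (SE 0.38, limma adjusted p = 1.55e-25). Ccna2 (ENSMUSG00000027715, chromosome 3, 36463788 to 36471072) averaged −2.64 ± 1.03 (SD, n = 3) in S48, 4.51 ± 0.33 (n = 3) in X44, 4.44 ± 0.39 (n = 5) in X48 and 3.56 ± 0.43 (n = 3) in X72. Ccne2 (ENSMUSG00000028212, chromosome 4, 11118498 to 11131926) stood at 2.10 ± 0.57 (n = 6) in X36 and at 0.09 ± 0.34 (n = 5) in X48. Over the 115 detected KEGG genes, limma called 73 in X36, 86 in X44, 80 in X48 and 69 in X72 against C0.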

Whereas some specific RNAs display constant levels over the course of PH-induced liver regeneration (e.g., *Skp1a*, *Rb1*, *E2f5*), the majority varied, and usually over the course of 36–72 h (e.g., *Ccna2*, *Ccnb2*, *Ccne2* cyclin genes, *Cdc20*, *Plk1, Bub1, Cdc25c* M-phase genes). Of note, RNAs corresponding to the *Ccnd1* gene (see arrow), encoding the G1-phase regulator Cyclin D1, peak at three separate time points, 10, 36, and 60 h. 

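Ccnd1 (ENSMUSG00000070348) lies on the minus strand of chromosome 7 of mm9, from 152115836 to 152125774, and was in subset 5. Its log2 RPKM averaged 1.70 ± 0.74 (SD, n = 9) in C0, 1.53 ± 0.45 (n = 6) in X1, 3.11 ± 0.44 (n = 3) in X4, 4.57 ± 0.36 (n = 6) in X10 and 3.53 ± 0.74 (n = 6) in X20. It then rose to 5.48 ± 0.67 (n = 3) in X28 and 6.32 ± 0.42 (n = 6) in X36, and stood at 4.82 ± 0.22 (n = 3) in X44, 4.66 ± 0.57 (n = 5) in X48 and 4.76 ± 0.66 (n = 3) in X72. X10 was above X4 by 1.43 (SE 0.37, limma adjusted p = 0.000856) and above X20 by 1.02 (SE 0.30, limma adjusted p = 0.00625). By replicate number, seen after the test, X10 and X20 overlapped in replicates 1 to 3 (4.86, 4.48 and 4.33 against 4.63, 3.95 and 3.80). In replicates 4 to 6 they did not (4.01, 4.76 and 4.97 against 3.05, 2.57 and 3.17). X36 was above X44 by 1.50 (SE 0.37, limma adjusted p = 0.00212), and its difference of 0.83 from X28 was not past the threshold (SE 0.37, limma adjusted p = 0.0794). Leaving out replicate 5 took the X10 difference from X20 below the threshold (values of 0.80 to 1.18 over the 6 fits). Leaving out replicate 4 took the X36 difference from X28 past the threshold (0.42 to 0.97). A fit with the replicate number as a block did so too. The 60 h time point was not analysed here.

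**Figure D6:**
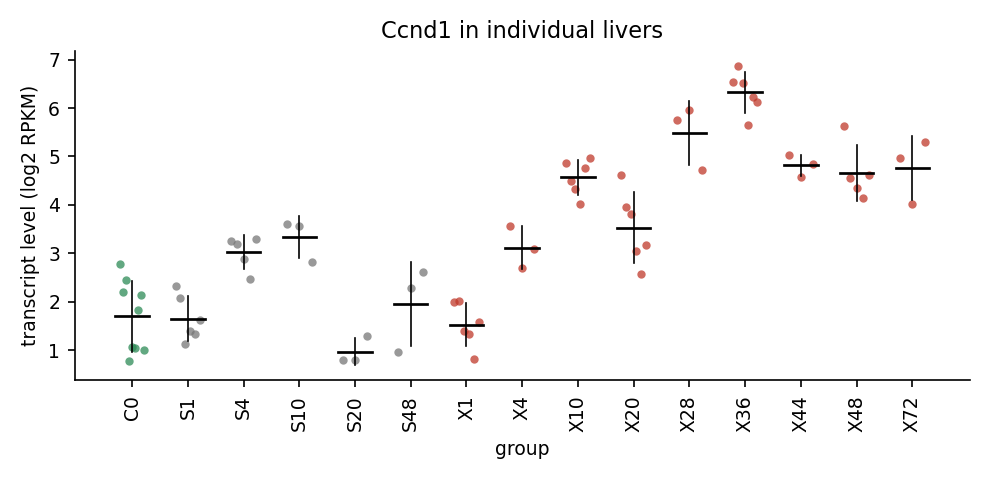
Transcript level of Ccnd1 in log2 RPKM (vertical axis) in individual livers by group (horizontal axis, in order of time), with C0 in green, sham livers in gray and post-PH livers in red. Points are livers, horizontal bars group means and vertical lines ± SD. The X36 mean of 6.32 is the highest of the groups plotted.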

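Over the 124 KEGG genes, the Spearman correlation between the sham and post-PH group means of log2 RPKM was 0.997 at 1 h, 0.985 at 4 h, 0.978 at 10 h, 0.967 at 20 h and 0.649 at 48 h. These are correlations across genes, and the genes differ widely in level. For comparison, the sham means correlated with the C0 means at 0.982, 0.962, 0.961, 0.983 and 0.987 at these times, and the post-PH means with C0 at 0.976, 0.954, 0.962, 0.968 and 0.624. Between single PH and sham livers, the correlation varied with an SD of 0.00469 at 1 h and 0.0368 at 48 h. The alternative that moved the values most took the changes from C0 in place of the levels, each against a separate C0 triplicate, and gave a median of 0.481, 0.715, 0.695, 0.331 and 0.325. Of the 115 detected KEGG genes, limma called 0 between PH and sham at 1 h (5 had an unadjusted p below 0.05), 7 at 4 h, 7 at 10 h, 16 at 20 h and 77 at 48 h. With every library scaled to the same median, a setting chosen for these genes after seeing the data, 0 (8 at an unadjusted p below 0.05), 6, 7, 14 and 54 were called. When adjusted over the list alone, the counts were 0, 6, 7, 18 and 78. In sham livers against C0, 11, 35, 25, 6 and 5 of them were called at the same times. Of these, 4, 12, 18, 6 and 4 were higher than in C0. In post-PH livers against C0 it was 13, 36, 41, 34 and 80, where X10 and X20 hold 6 livers and S10 and S20 hold 3. Of these, 4, 10, 29, 30 and 80 were higher. Most of the calls at 1 and 4 h were thus falls. After scaling to the same median, 18 were higher and 16 lower in S4, and 16 higher and 18 lower in X4.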

Strikingly, even for cell-division-cycle genes, the pattern of RNA-level variation in the sham samples—where few cells proliferated [10]—parallels that of the post-PH samples up to 20 h, with Spearman correlations between 0.99 and 0.96; at 48 h, however, the high similarity is lost (0.64 Spearman correlation). Thus, for example, *Ccnd1* mRNA shows a peak at 10 h for both the sham and PH samples; this parallel sham and PH *Ccnd1* expression at 10 h is also reflected in elevated CycD1 protein levels at this time point [10].

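In the sham livers, Ccnd1 averaged a log2 RPKM of 3.02 ± 0.35 (SD, n = 5) in S4, 3.33 ± 0.44 (n = 3) in S10, 0.97 ± 0.28 (n = 3) in S20 and 1.95 ± 0.87 (n = 3) in S48. S10 was above S20 by 2.22 (SE 0.42, limma adjusted p = 0.0001), and its difference of 0.30 from S4 was within the error (SE 0.38, limma adjusted p = 0.578). At 10 h, Ccnd1 was higher post-PH than sham by 1.22 (SE 0.37, limma adjusted p = 0.0193), a call that was lost with replicate 2 or 3 left out (1.02 to 1.35 over the 6 fits). The paper states that the sham pattern parallels the post-PH pattern up to 20 h although few cells proliferated in the sham livers, and it gives Ccnd1 at 10 h as an example.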

**Fig. 3:**
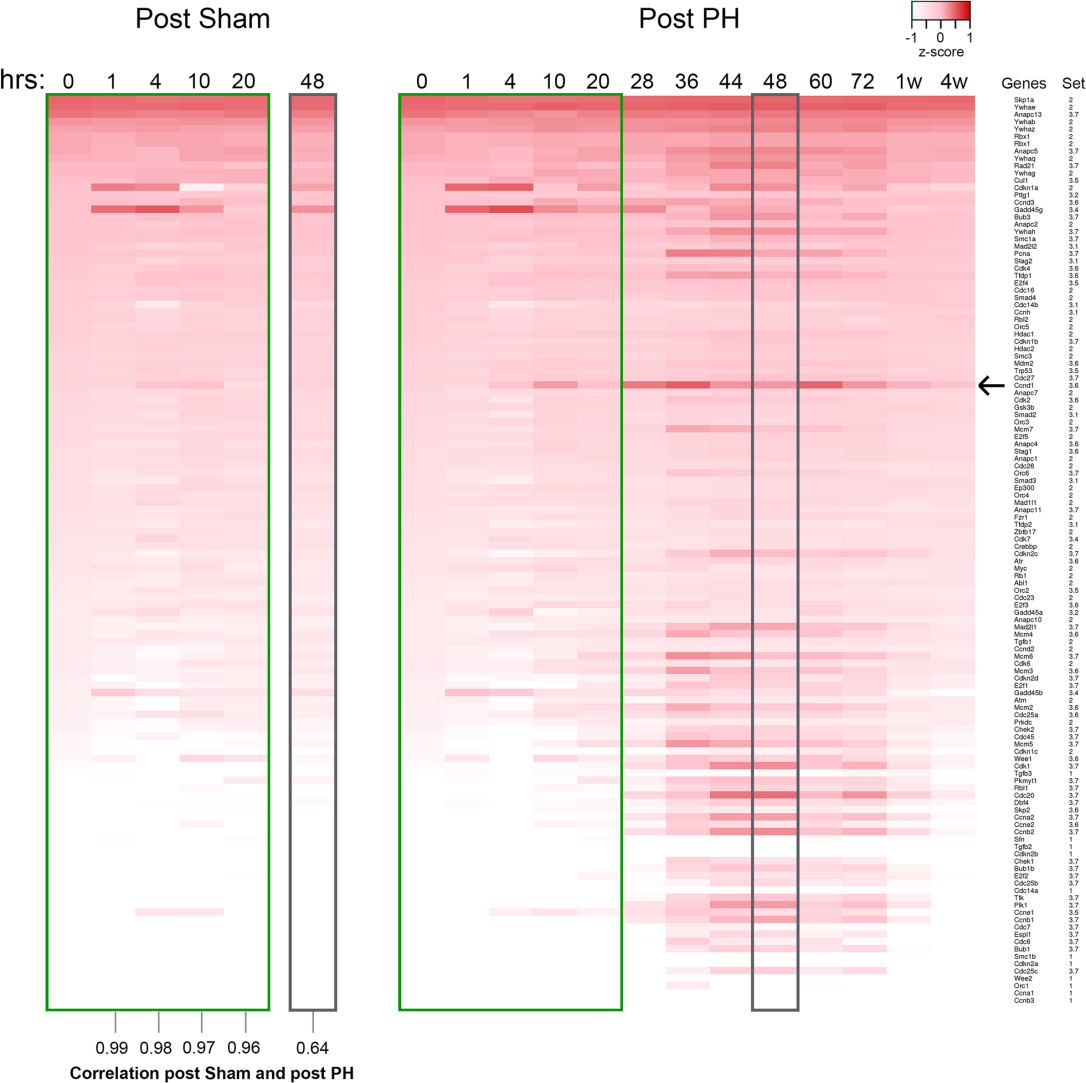
Transcript-abundance changes of the 124 *Mus musculus* KEGG cell-cycle genes post-sham and post-PH. The 124 *Mus musculus* KEGG cell-cycle genes are organized in a heat map according to their 0 h log2 RPKM transcript level (high to low, top to bottom). The 0-h log2 RPKM transcript-abundance level is compared separately to the post-sham (left) and post-PH (right), using gene-specific z-scores. Gene names and associated Set 3 PAM-clustering subset are listed to the right. Shared post-sham and PH 0–20-h and 48-h samples are outlined in green and gray, respectively. Arrow, *Ccnd1* gene

In Additional file 5: Figure S2c and more dramatically in Additional file 8: Movie S1, we have superimposed the RNA levels over time of the KEGG cell-cycle pathway genes on the KEGG cell-cycle pathway rendered by Pathview [13]. Where the KEGG cell-cycle Pathway view lists more than one gene per node (with the six-membered ORC and MCM complexes shown in a separate box), one representative gene (see Additional file 5: Figure S2d) was selected for display in Additional file 5: Figure S2c and the movie. The displays shown in Additional file 5: Figure S2c and Additional file 8: Movie S1 illustrate the coordinated pattern of cell-division-cycle gene expression during liver regeneration.

### Genomic responses to PH

Having documented gene expression during liver regeneration post-PH by RNA-Seq of poly(A)-containing RNAs, we turned to the genomic response to PH by ChIP-Seq analysis. We noted early on that the levels of mRNA and Pol II occupancy on the corresponding genes did not correlate, probably owing to many effects, including timing, given the detailed time course, and posttranscriptional regulation. Thus, to examine genomic responses to PH, we restricted our analysis to gene activities as reflected in the ChIP-Seq results. We paid particular attention to the transcriptional reactivation of cell-proliferation genes that have been largely quiescent in the resting adult liver prior to PH. As in the RNA-Seq analyses, the ChIP-Seq results of the sham samples paralleled those of PH and thus are not specifically described below.

We studied the relationships of Pol II occupancy at the promoter (defined as 250 bp upstream and downstream of the annotated transcriptional start site, TSS) and in the “body” of the gene transcription unit (defined as 500 bp downstream of the TSS to 2 kb downstream of the poly(A)-addition signal) with H3K4me3 at the promoter (500 bp upstream and downstream of the TSS) and H3K36me3 analyzed as for Pol II in the gene body. Figure 4 shows such a comparison with two genes: the *Cxxc1* and *Ska1* genes over a 40-kb region. These genes were selected for display because (1) they are divergently transcribed but clearly non-overlapping and (2) one, *Cxxc1*, encodes a CpG-binding subunit of the Set1 H3K4 methyltransferase whose corresponding mRNA is found in the non-varying RNA-Seq Set 2 and the other, *Ska1*, encodes a subunit of a microtubule-binding sub-complex of the outer kinetochore involved in chromosome segregation during mitosis and whose corresponding mRNA is found in the RNA-Seq Set 3.7.

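On chromosome 18 of mm9, Ska1 (ENSMUSG00000036223) lies on the minus strand from 74354953 to 74367472 and Cxxc1 (ENSMUSG00000024560) on the plus strand from 74375785 to 74381145. Ska1 was in subset 1. It was listed at 0 in 3 of the 9 C0 livers, and its log2 RPKM averaged 1.31 ± 0.44 (SD, n = 3) in X44 and 1.02 ± 0.37 (SD, n = 5) in X48. Its log2 fold change in X48 was 3.07 against C0 (SE 0.12, limma adjusted p = 5.48e-33) and 3.12 against S48 (SE 0.16, limma adjusted p = 1.28e-26). Cxxc1 averaged 2.84 ± 0.39 (SD, n = 9) in C0, 3.19 ± 0.15 (n = 3) in S48 and 3.58 ± 0.06 (n = 5) in X48. Its change in X48 was 0.72 against C0 (SE 0.11, limma adjusted p = 2.38e-08) and 0.38 against S48 (SE 0.14, limma adjusted p = 0.02), the latter below the fold-change limit. By the limits used for the changing set Cxxc1 was in it, in subset 3. After scaling every library to the same median, its change against C0 was 0.46.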

**Fig. 4:**
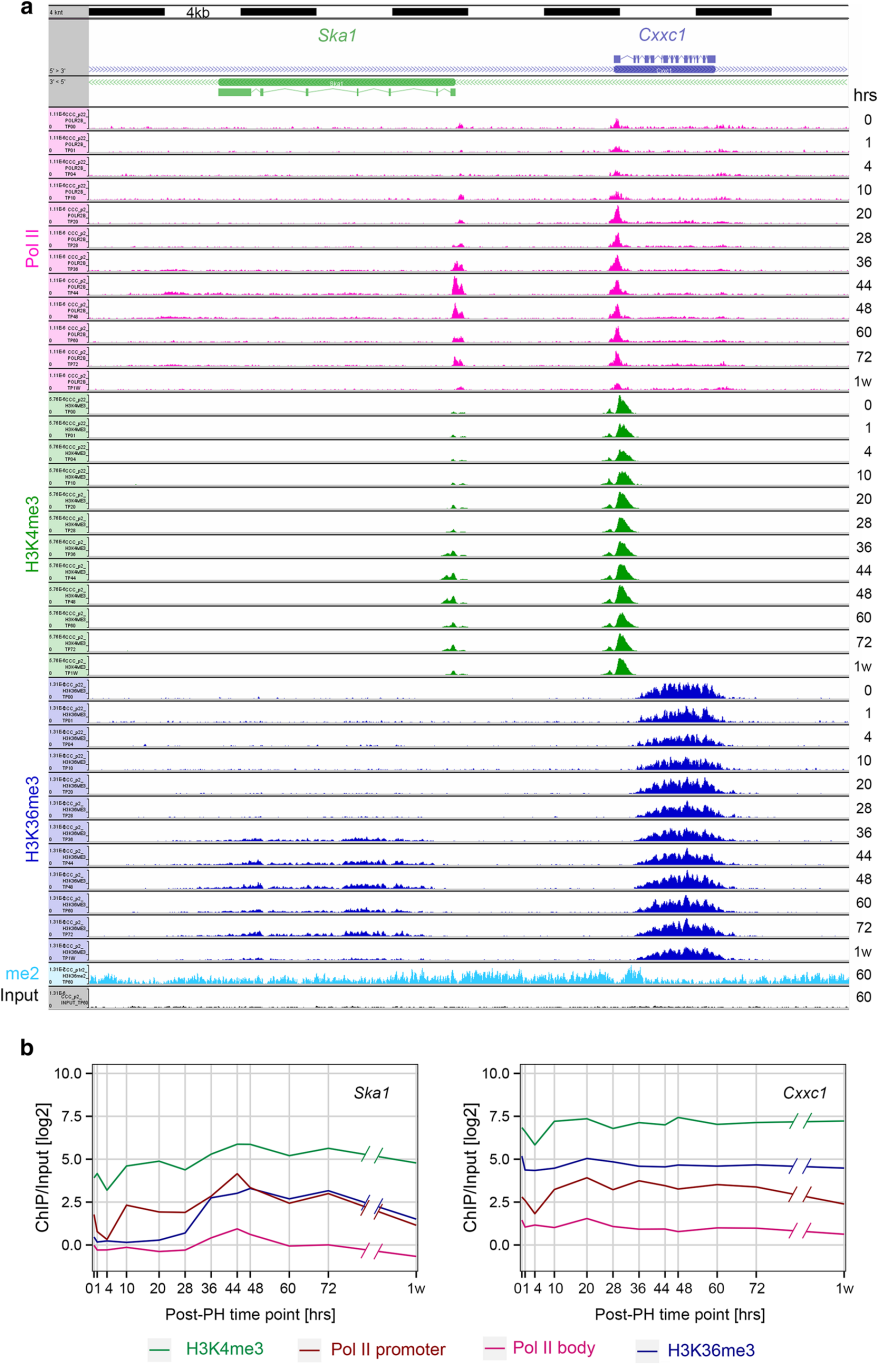
Post-PH genomic responses for the divergently transcribed PH-induced *Ska1* and non-PH-induced *Cxxc1* genes. **a** Genomic view of the *Ska1* (left) and *Cxxc1* (right) genes. Densities of the central 50 bp of paired-end reads for Pol II (pink), H3K4me3 (green) and H3K36me3 (blue) ChIP fragments are shown for 0 h to 1 week post-PH. Similarly, densities for H3K36me2 and input fragments at 60 h post-PH are shown. **b** H3K4me3 (green), Pol II promoter (burgundy) and body (pink), and H3K36me3 (blue) log2 ChIP/input fragment-density comparison for the *Ska1* (left) and *Cxxc1* (right) genes post-PH. The central 50 bp of the paired-end reads were used for quantification. The regions used for each quantitation are given in the text

Consistent with the RNA-Seq results, the levels of Pol II in the transcription unit body were relatively stable for the *Cxxc1* gene but increased during 36–48 h for the *Ska1* gene (Fig. 4b). Although there is some decrease in all four signals at 4 h in the *Cxxc1* gene, particularly for promoter Pol II, H3K4me3 and H3K36me3, the levels are relatively stable from 10 h on. In contrast, for the *Ska1* gene the four signals vary significantly during the course of the post-PH process, where H3K4me3 and Pol II at the promoter and in the gene body exhibit a wave of presence at 36–48 h, with its maximum at 44 and 48 h. H3K36me3 initially follows this pattern but stays high longer, until 72 h. Additional file 9: Figure S3a–d shows other gene-pair examples representing Set 2 and Set 3 mRNA transcript profiles; Additional file 9: Figure S3e shows the cell-proliferation gene *Mki67*. They reveal patterns similar to those in Fig. 4.

To study more generally the patterns of Pol II occupancy and histone methylation on genes whose expression is activated de novo post-PH (referred to as “Post-PH” genes), we used the robust RNA-Seq datasets to identify genes with low corresponding transcript levels in the ZT2 resting liver (i.e., 0 h) but with elevated levels at some point post-PH. 

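A gene was counted as activated post-PH where its mean log2 RPKM in C0 was at or below −1.5 and it rose, within the changing set, to a post-PH group mean above −1.5. This held for 649 genes. Of them, 329 were in subset 1, which is 23.9% of its 1377 genes, and 23 of these are KEGG cell-cycle genes. The other subsets held 7, 116, 7, 94, 24 and 72, in the order of their numbers from 2 to 7. Raising both limits to 0 gave 1033 genes, of which 442 were in subset 1 (32.1%). With C0 replicates 1 to 6 alone, 328 genes of subset 1 qualified.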

Because the transcript-level patterns and GO enrichment profiles for Set 3.4–3.7 vary, we analyzed the Post-PH genes of each set separately as shown in Fig. 5, and focus our description on those in Set 3.7 where Post-PH genes represent 30% (307 out of 1036) of all the genes in this cell-cycle-enriched gene set.

**Fig. 5:**
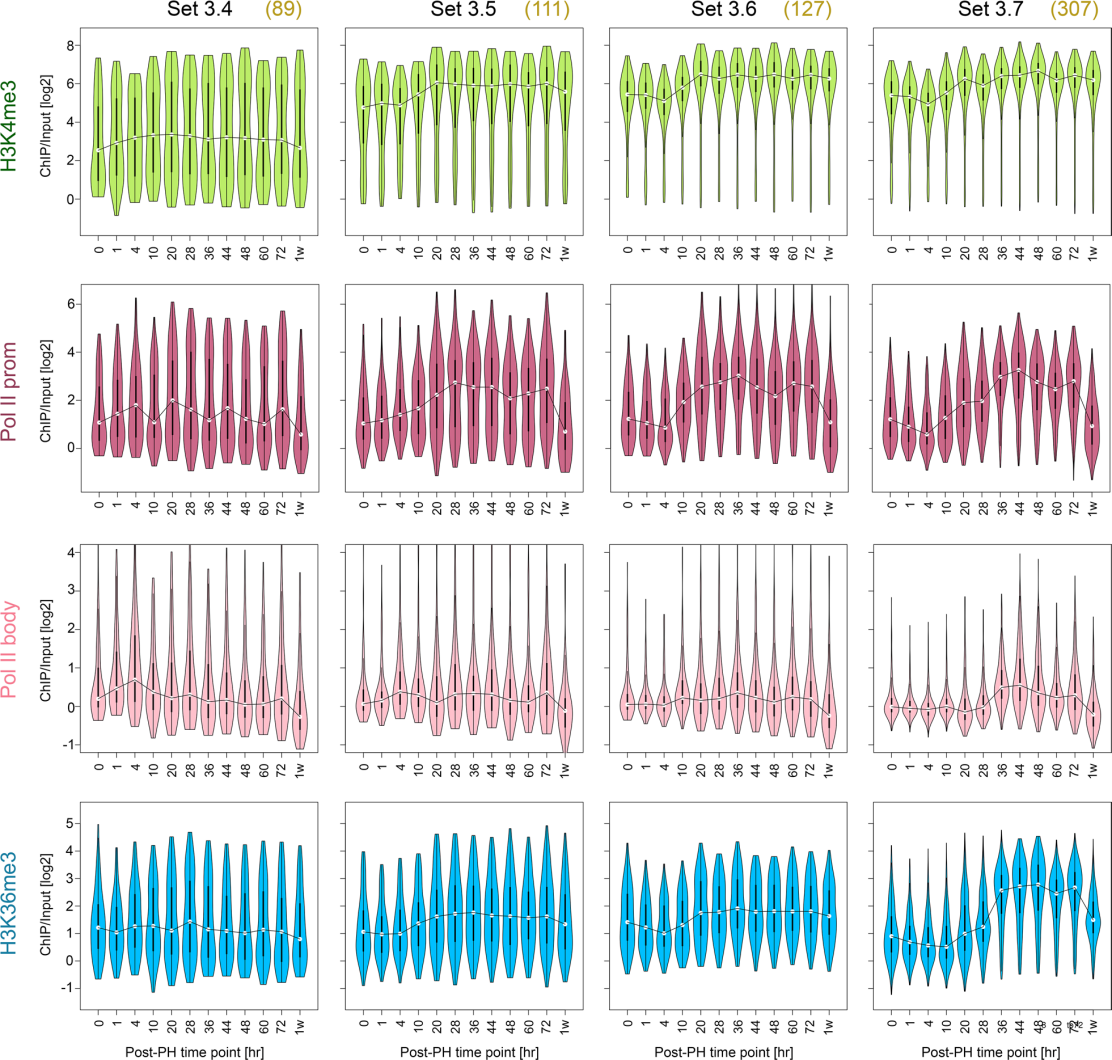
Post-PH genomic responses of genes activated by PH (Post-PH genes). H3K4me3 (green), Pol II promoter (burgundy) and body (pink), and H3K36me3 (blue) log2 ChIP/input fragment-density ratios were determined as described in Fig. 4 legend and text. The numbers in parentheses represent the number of Post-PH genes in each of Sets 3.4–3.7 and thus those used in the analysis. In each “violin” plot the width (*x*-axis) of the display represents fragment density at each respective ChIP/input density (*y*-axis). For each display, the line links the median for each distribution

Figure 5 shows the distributions of Post-PH genes for the four marks measured in Fig. 4 in the form of “violin” plots. We used the medians (linked in the figure) to make the following conclusions. The strongest signal was H3K4me3 followed by Pol II within the promoter and then H3K36me3 and Pol II within the gene body. Furthermore, for Set 3.6 and particularly Set 3.7, the Pol II-promoter signal displays an initial dip at 4 h, followed by a two-step augmentation centered on 4–20 h followed by 28–44 h. Although less pronounced, a similar early increase in signal can also be discerned in the H3K4me3 signal. In contrast, in Set 3.7, both the Pol II-body and H3K36me3 signals display a predominant one-step augmentation at 28–44 h. Lastly, the two Pol II signals and, to a somewhat lesser extent, the H3K36me3 signal return to the starting level at 1 week. In contrast, the H3K4me3 signal remains high. These conglomerated patterns are all reflected in the *Ska1* Set 3.7 gene shown in Fig. 4.

Of separate note, the unusual bimodal pattern seen for each H3K4me3 time point in Set 3.4 is largely owing to many genes in this set being expressed at low levels. Indeed, some of these transcripts may represent RNAs from minor populations of non-hepatocytes in the regenerating liver. Consistent with this suggestion, Set 3.4 is the most enriched for the GO term “inflammatory response” (Additional file 6: Table S3).

In summary, Set 3.7 genes activated during PH-induced liver regeneration display the most coherent pattern for the four marks studied here, perhaps owing, at least in part, to their highly coherent gene-expression profile (e.g., 0.41 silhouette score in Fig. 2b). This coherence, with the time points that we have analyzed, has allowed us to discern that for Set 3.7 Post-PH genes (1) Pol II within the promoter and to a lesser extent H3K4me3 display an overall coordinate bimodal 4–20 and 28–44 h activation pattern and (2) Pol II within the gene body and H3K36me3 display a unimodal activation pattern coincident with the second of the Pol II promoter/H3K4me3 increases.

### Variable H3K36me2 to H3K36me3 transitions at the first-internal exon of transcribed genes

Across the transcription unit, the H3K36me3 mark accumulates preferentially toward the 3′ end. Although H3K36me3 accumulation occurs on intronless genes [14] as shown for the *Cebpa* gene in Additional file 7: Figure S4, H3K36me3 deposition is influenced by pre-mRNA splicing of intron-containing genes [14, 15]. Indeed, H3K36me3 deposition first appears around the first internal exon [14, 16]. We also observed such first-internal-exon H3K36me3 deposition patterns in our datasets. For example, Fig. 6a shows a set of three neighboring illustrative genes: *Txndc9*, *Eif5b*, and *Rev1* at 60-h post-PH, with double-headed arrows indicating the position of the first internal exon for each gene.

**Fig. 6:**
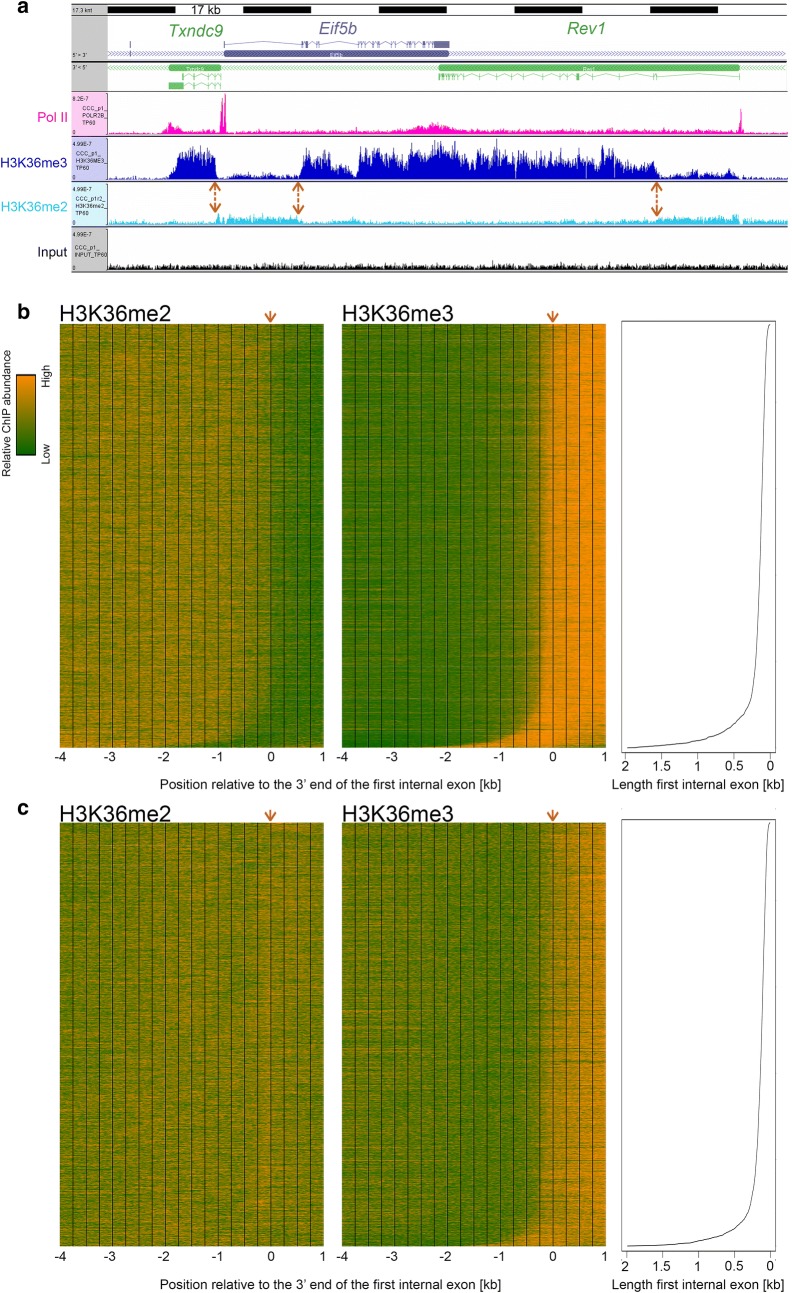
Relative accumulation of H3K36me2 and H3K36me3 marks in genes. **a** 170 kb genome view of the *Txndc9* (antisense), *Eif5b* (sense) and *Rev1* (antisense) genes. Densities of Pol II (pink), H3K36me3 (dark blue), H3K36me2 (light blue) and input (black) fragments are shown for samples at 60 h post-PH as described in Fig. 4 legend. Double-headed orange arrows indicate the position of the 5′ end of the first internal intron of each gene. **b**, **c** Base-pair-resolution density of the central 50 bp of H3K36me2 (left) and H3K36me3 (right) ChIP fragments from 4 kb upstream to 1 kb downstream of the 3′ end of the first internal exon at 60 h post-PH. Transcription units with a minimum of three exons (9801 total) were selected for analysis: the 4900 transcription units with higher first-internal-exon H3K36me3 density at 60 h (see text) are shown in **b** and the remaining 4901 transcription units in **c**. The orange arrows indicate the position of the 3′ end of the first internal exon used for alignment. The transcription units are sorted from top to bottom according to increasing first-internal-exon length, as indicated in the right-hand panels. Color scale: orange, high H3K36me2 or H3K36me3 density; green, low H3K36me2 or H3K36me3 density

To determine whether this first-internal-exon-related H3K36me3 deposition was a general property of transcribed genes in the liver during regeneration, we prepared H3K36me3-density heat maps using the 60-h time point as shown in Fig. 6b, c. For this analysis, the H3K36me3 signal was measured over a 2-kb region extending downstream of the 5′ end of the first internal exon for each of the 9801 Set 2 and Set 3 genes (i.e., transcribed) with an internal exon (i.e., three or more exons); 8 genes with first internal exons greater than 2 kb in length were removed from the analysis. The genes were separated into two groups, above (Fig. 6b) and below (Fig. 6c) the median, according to the level of H3K36me3 signal thus determined. In each case, the genes were aligned according to the position of the 3′ end of the first internal exon (position 0) and ordered from top to bottom according to the increasing length of the first internal exon. This organization had the effect of visually moving the 5′ end of the first internal exon to the left from top to bottom as indicated in the adjoining line diagram.

The H3K36me3 heat maps make two clear points. First, the pattern of H3K36me3 signal (shown in orange) is similar for both the upper and lower quartile sets, although the signal is naturally more robust for the set above the median, and, second, the transition to H3K36me3 signal aligns with the shifting position of the 5′ end of the first internal exon. These results are consistent with a significant global signal for H3K36me3 deposition at the first internal exon of transcribed genes [14, 16].

H3K36me3 deposition requires H3K36me2 modified histones. In metazoans, H3K36me2 modification is associated with actively transcribed genes and is performed by multiple enzymes, whereas only one methyltransferase, SetD2, is responsible for H3K36 di-to-trimethylation (reviewed in [17]). To determine the cross-talk between these two closely related H3K36 modifications, we probed the spatial relationship between genomic H3K36me2 and H3K36me3 modifications. Profiles for this ChIP-Seq are shown in Figs. 4a, 6a, and 7a, and Additional file 9: Figure S3. We observed robust H3K36me2 signals at transcribed genes. Figure 6b, c (left) shows heat maps for the H3K36me2 signal as done for H3K36Me3. Surprisingly, the H3K36me2 signal pattern differed for the two sets above (Fig. 6b) and below (Fig. 6c) the median. For the upper half, there was a very evident decrease in H3K36me2 signal at the point at which the H3K36me3 signal appears at the first internal exon. In contrast, for the lower half, the levels of H3K36me2 signal remain essentially constant as the H3K36me3 signal appears at the first internal exon. As the lower and upper H3K36me3 densities were defined over the first internal exon region, the difference in H3K36me2 pattern may reflect a more pronounced, perhaps even complete, trimethylation of H3K36 in the upper gene set. In any case, H3K36me2 appears to establish a platform at transcribed genes for H3K36me3 methylation starting at the first intron-first internal exon junction and extending toward the end of the gene.

**Fig. 7:**
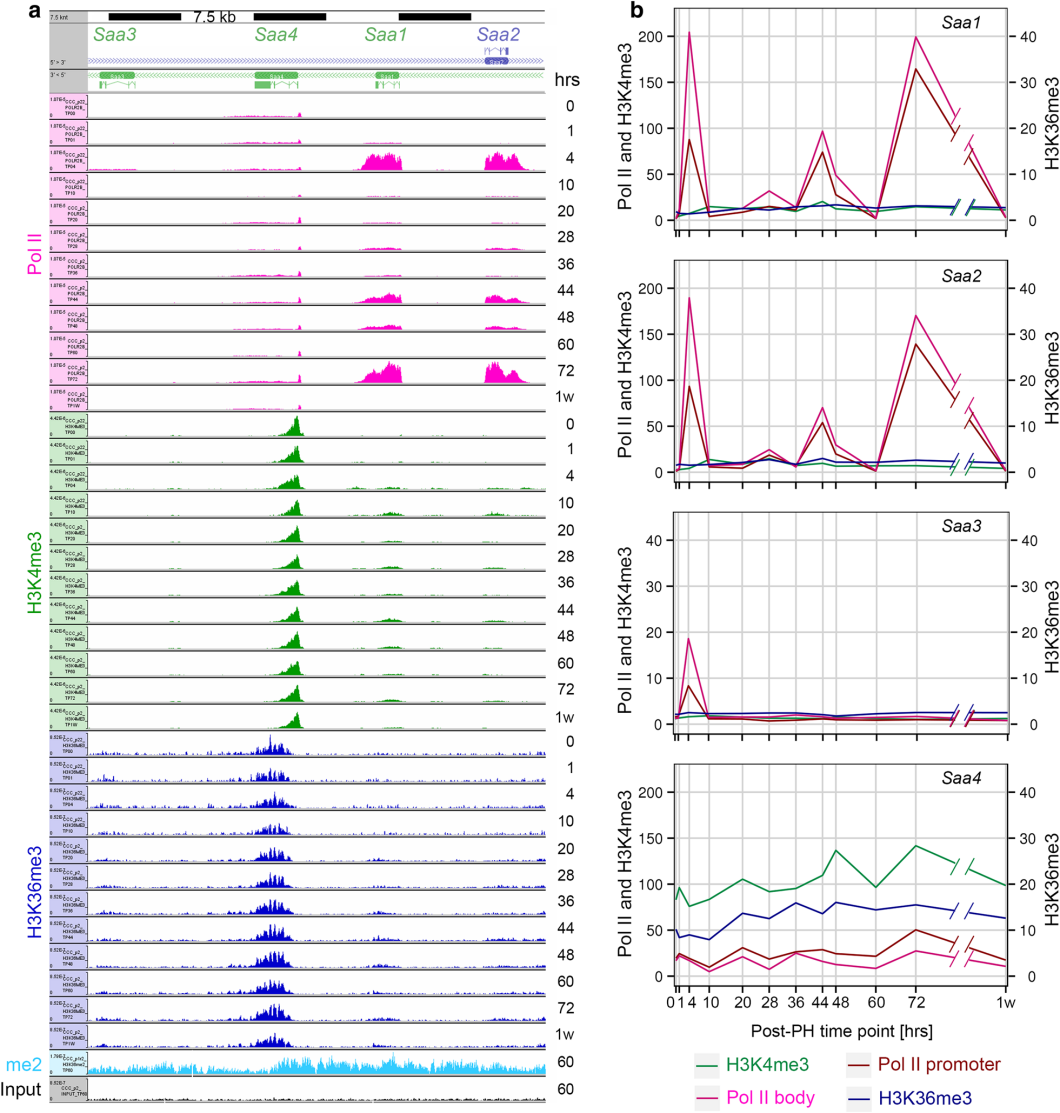
Genomic responses of the acute-response *Saa* genes post-PH. **a** 45 kb genome view of the *Saa1* to *Saa4* genes. Visualization of Pol II (pink), H3K4me3 (green), H3K36me3 (dark blue), H3K36me2 (light blue) and input (black) fragment densities is as described in Fig. 4 legend. **b** H3K4me3 (green), Pol II promoter (burgundy) and body (pink), and H3K36me3 (blue) log2 ChIP/input fragment-density comparison for the *Saa1*, *Saa2*, *Saa3*, and *Saa4* genes (top-to-bottom) post-PH. The genomic regions and ChIP-fragment sequences (central 50 bp) used for each quantitation are as in Fig. 4. The *y*-axis scales for levels of Pol II and H3K4me3 (left), and H3K36me3 (right) differ

### Genes can display high levels of transcriptional activation with little evidence for H3K4me3 and H3K36me3 modification

As illustrated above, it has been commonly observed that the H3K4me3 modification at promoters and the H3K36me3 modification within transcription units reflect a past or present transcriptional activity of the corresponding genes. To probe whether this correlation is universal, we queried our datasets for genes that were transcriptionally active but displayed little H3K4me3 and H3K36me3 modification. We thus identified an unusual cluster of genes—the serum amyloid A (SAA) genes *Saa1*, *Saa2*, and *Saa3*—with such properties.

SAA proteins are apolipoproteins associated with high-density lipoprotein (HDL) in blood plasma. In mice, there are four principal liver-synthesized SAA proteins: SAA1, SAA2, SAA3, and SAA4, of which three, SAA1–SAA3, are synthesized during the acute phase of inflammation. In contrast, SAA4 is constitutively synthesized in the liver. The genes encoding these proteins are between 2.5 and 4.5 kb long, and each has four exons.

The genomic response of these genes is shown in Fig. 7. 

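The mRNA levels of the Saa genes, which lie together on chromosome 7 of mm9, were read from the RNA-Seq libraries. Saa1 (53995871 to 53998350) averaged a log2 RPKM of 6.16 ± 1.38 (SD, n = 9) in C0, 6.18 ± 0.47 (n = 6) in X1, 12.70 ± 0.13 (n = 3) in X4, 13.64 ± 0.36 (n = 6) in X10, 13.88 ± 0.47 (n = 6) in X20, 12.93 ± 0.30 (n = 3) in X44 and 11.83 ± 1.65 (n = 3) in X72. Its change from C0 was 0.01 in X1 (limma adjusted p = 1), 6.53 in X4 (SE 0.60, limma adjusted p = 1.37e-14) and 7.04 in S4 (SE 0.50, limma adjusted p = 3.62e-19). Saa2 (54007203 to 54009684) rose by 8.02 in X4 (SE 0.64, limma adjusted p = 6.65e-17) and by 8.61 in S4 (SE 0.54, limma adjusted p = 1.31e-21). X4 and S4 did not differ in either gene (limma adjusted p = 0.714 for Saa1 and 0.678 for Saa2). Both genes were also called in X10, X20, X44 and X72, with changes from C0 of 7.71 and 9.35 in X20 and of 5.66 and 6.86 in X72. Because the 2 genes are near-identical, reads may be shared between them. Saa3 (53967368 to 53971046) rose by 5.57 in X4 (SE 0.80, limma adjusted p = 2e-08) and 6.66 in S4, and its change was 6.97 in X20, 3.43 in X44 and 2.40 in X72. The X72 call of Saa3 was lost with replicate 1 left out (1.59 to 2.98 over the 6 fits). Saa4 (53983387 to 53987913) started from 6.71 ± 0.35 in C0 and changed less, by 1.46 in X4 (SE 0.28, limma adjusted p = 7.37e-06), 1.99 in S4, −0.22 in X10 (limma adjusted p = 0.398) and 1.00 in X20.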

Figure 7a shows profiles of Pol II and histone H3 modification as in Fig. 4 with quantitations shown in Fig. 7b; increases in Pol II occupancy were reflected in increased mRNA levels consistent with productive transcription (Additional file 10: Figure S5). Consistent with their known expression patterns, the acute inflammatory *Saa1* and *Saa2* genes exhibit a large increase in Pol II occupancy within 4 h of PH, an increase that was also observed in the sham samples. The Pol II density then decreases by the next time point at 10 h, to return in waves at 44 and 72 h. The *Saa3* gene also displays a burst of activity at 4 h, albeit much less robust than that of the *Saa1* and *Saa2* genes, and does not display the later waves of Pol II occupancy (Fig. 7b). In contrast, the constitutive *Saa4* gene displays a relatively constant density of Pol II.

As expected, the constitutive *Saa4* gene displays a clear presence of H3K4me3- and H3K36me3-modified histones. In contrast, the *Saa1* and *Saa2* genes display very little H3K4me3 and H3K36me3 modification at any of the three times that they are heavily occupied by Pol II. This deficiency is unlikely to be owing to the very high levels of Pol II occupancy, because very highly transcribed genes (e.g., the albumin encoding *Alb* gene shown in Additional file 11: Figure S6) can be extensively H3K4me3- and H3K36me3-modified. The deficiency also does not require high levels of transcription, because the *Saa3* gene has a much lower level of Pol II occupancy—even lower than that of the *Saa4* gene—and does not display H3K4me3 and H3K36me3 modification. Interestingly, the *Saa1*, *Saa2* and *Saa3* genes all display evident H3K36me2 modification at 60 h, indicating that (1) H3K36 modification per se is not likely to be impeded and (2) H3K36me3 methylation is not compromised by a lack of H3K36me2 modification. These observations indicate that related genes—the *Saa* genes—can display high levels of Pol II activity without association with two of the principal Pol II-associated histone modifications: H3K4me3 and H3K36me3.

We noted that this group of genes—activated and highly expressed with little H3K4me3 and H3K36me3 modifications—was unusual and only a few other genes (e.g., the highly expressed *Mup11* and *Mup17* genes) also displayed little H3K4me3 or H3K36me3 modifications.

## Discussion

We have used mouse liver regeneration following 70% PH to study genome-wide cycles of gene expression, with particular attention to the reentry of quiescent differentiated cells—hepatocytes—into the cell-division cycle. We examined gene expression by RNA-Seq of poly(A)-containing RNA, to probe a “phenotypic” outcome of active transcription, and by ChIP-Seq of Pol II, and H3K4me3 and H3K36me3 to probe states of genome response. The interpretation of the RNA-Seq analyses was more robust than that of the ChIP-Seq analyses probably owing to (1) a lower sequence complexity in the starting material (i.e., transcriptome vs. whole genome sequence), (2) a greater amplitude in signal response (i.e., each gene is only present once per genome), and (3) the need for epitope purification in the ChIP-Seq analyses. Furthermore, as less tissue was required for RNA-Seq, we could perform separate analyses of each of the three livers pooled for the ChIP-Seq analyses, making for more robust statistical analyses.

### Multiple cycles of gene expression following PH

Figure 8 shows a summary of the PCA gene-expression “cycles” that we observed following sham and PH surgery. There were two discrete post-PH responses: (1) an early dynamic state from 1 to 20 h largely shared with the sham samples and (2) a second dynamic state from 28 to 72 h specific to the PH samples and which returned to the resting state by 1 week. Although we have studied the regenerating liver as a whole and have thus not distinguished among (1) different cell types (e.g., hepatocyte and non-hepatocyte), nor (2) cells in different states (e.g., proliferative vs. non-proliferative), the results probably largely reflect proliferating hepatocytes, as hepatocytes make up the large majority of liver cells and as proliferation is the major de novo activity in the regenerating liver.

**Fig. 8:**
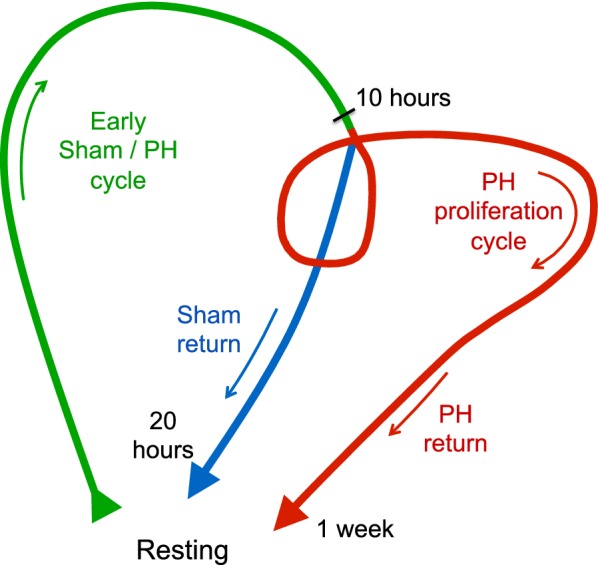
Graphic summary of cyclic gene-expression responses to sham and PH surgeries. Green, shared sham and PH surgery response; blue, sham-surgery-specific response; red, PH-surgery-specific response. See text for details

The early, shared sham and PH cycle was surprisingly long before the sham program returned to a near resting state around 20 h and the PH program entered the PH-specific dynamic state. This second state probably reflects hepatocyte proliferation and as such multiple rounds of cell division. For example, examination of the RNA levels for the cell-cycle-rich Set 3.7 (Fig. 2) or for the cell-division-cycle genes themselves (Fig. 3) reveals separate peaks of expression at 44–48 h and 72 h, most likely corresponding to the first and second rounds (or waves) of hepatocyte division.

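The mean z-score of the 1377 genes of subset 1 per liver was −0.366 ± 0.168 (SD, n = 9) in C0 and 1.16 ± 0.202 (n = 6) in X36. It was 1.70 ± 0.25 (n = 3) in X44, 1.50 ± 0.194 (n = 5) in X48 and 1.03 ± 0.109 (n = 3) in X72, and 0.0941 ± 0.175 (n = 3) in X1W. The X72 livers lay apart from the X44 and X48 livers by −0.547, with no overlap (two-sided exact permutation p = 0.00606, the smallest possible). Without replicate 2 this difference was −0.516 (exact permutation p = 0.0714) and no longer passed. The X60 livers, which lie between the 2 peaks, were not analysed here, so the level between them was not measured. X1W was still above C0, by 0.461 (exact permutation p = 0.00455, the smallest possible). Subset 1 was chosen by its levels in C0 and these post-PH groups, so neither test is independent of that choice.

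**Figure D7:**
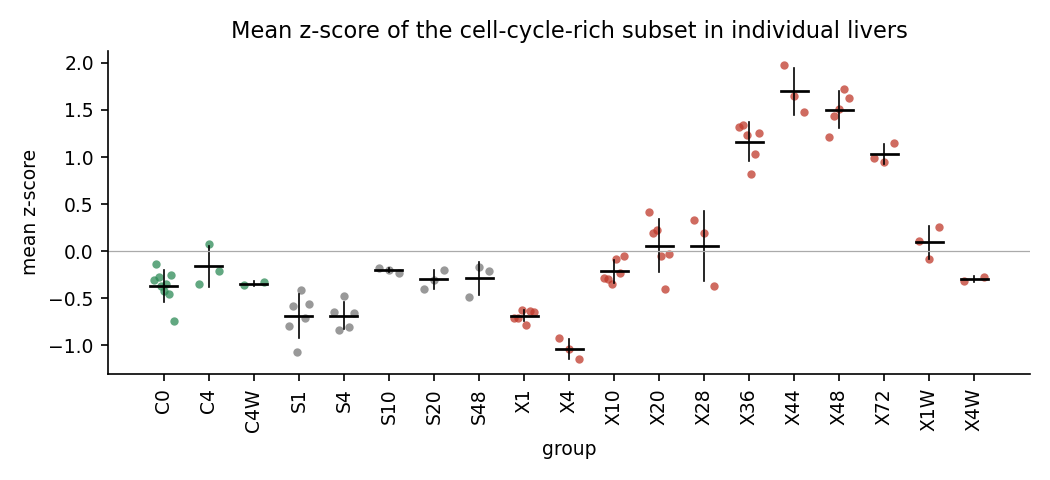
Mean z-score of the genes of subset 1 (vertical axis) in individual livers by group (horizontal axis), with controls in green, sham livers in gray and post-PH livers in red. Points are livers, horizontal bars group means and vertical lines ± SD. The X44 mean of 1.70 is the highest and the X4 mean of −1.04 the lowest.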

We hypothesize that the gene-expression program in the sham samples is owing to a robust response to anesthesia, painkiller, skin wounding, and/or stress as a result of the surgical insult. A prominent feature of this sham gene-expression pattern is the degree to which cell-division-cycle genes are involved even though ultimate cell proliferation is absent (see Fig. 3). This ultimately non-productive cell-proliferation response may be related to the selective advantage that liver regeneration has had during evolution. Indeed, liver regeneration probably evolved to allow organisms to survive the otherwise lethal effects of, for example, ingested toxins that can overwhelm and kill hepatocytes during the process of detoxification (see [6]). The full extent of eventual hepatocyte death is likely not evident upon intoxication. We hypothesize that given the ambiguity of the ultimate outcome, the liver evolved to prepare for the worst by immediately initiating an early program of cell-division-cycle gene expression, with a decision taken later on as to whether to progress through the cell-division restriction point [18] and onto S phase. It is also possible, however, and not mutually exclusive that G1-phase cell-division-cycle genes play specific roles beyond ones dedicated to cell proliferation. For example, Cyclin D1 is implicated in repression of hepatic gluconeogenesis [19], which may play a role in a damage response.

### What are the PH responses?

Among the 12,025 different transcripts we detected, one half—Set 2—exhibited little change in abundance after PH. We suggest that the Set 2 transcripts largely represent RNAs that continue to be synthesized in both proliferating and non-proliferating cells. Consistent with this suggestion, Set 2 is enriched in transcripts encoded by genes involved in ubiquitous cellular processes such as macromolecular metabolism (e.g., RNA synthesis, regulation of gene expression; Additional file 5: Figure S2b). Among the transcripts that change in abundance during liver regeneration (i.e., Set 3), those that decrease generally represent genes involved in normal liver functions and may decrease because only the subset of non-proliferating hepatocytes maintain their expression. In contrast, those transcripts that increase in abundance, being largely involved in cell growth and proliferation, probably represent de novo functions that take place in only the subset of proliferating cells.

### Genomic responses to PH

To analyze genomic responses to transcriptional activation, we focused on Pol II occupancy and H3K4me3 and H3K36me3 modification at de novo activated genes following PH (so-called Post-PH genes); many Post-PH genes were cell-cycle genes. This analysis complements the study of [20], which examined the relationship of specific transcription-factor promoter (i.e., Cebpa and Cebpb) and Pol II gene occupancies during liver regeneration. In our study, for Post-PH genes, the presence of Pol II, and H3K4me3 and H3K36me3 modifications, appeared in related waves. Importantly, Pol II was absent at 0 h and de novo recruited to promoters at 10–20 h well before gene-body transcription was fully active at 36–44 h. This pattern contrasts with Pol II occupancy in cells proliferating in culture, in which Pol II often occupies promoters constantly and an apparent key regulatory step is its release from the promoter region as an elongating Pol II [21–23]. In the instance of hepatocytes reentering the cell-division cycle, however, de novo recruitment of Pol II to promoters is clearly temporally separate from Pol II-promoter release. These results further emphasize the importance of paused-Pol II-promoter release—and all its associated activities (e.g., Pol II phosphorylation)—as a regulatory step.

The two histone modifications analyzed here displayed very different patterns. As previously described (reviewed by [5]), the H3K36me3 modification was associated with active transcription. In contrast, H3K4me3 was evident at the TSS of Post-PH genes in the resting liver and increased only to a limited extent post-PH as transcription was activated. These results contrast with those of [24], who specifically detected, at 3 days of liver regeneration, newly acquired H3K4me3 modifications at over 4000 sites of which only a minority were associated with increased gene transcripts; this difference may reflect the induction of liver regeneration by a non-PH protocol involving portal vein branch ligation. The role of the H3K4me3 mark in transcriptional regulation is not known [25]. The patterns of H3K4me3 modification observed at promoters of cell-proliferation genes in quiescent hepatocytes are consistent with the idea that H3K4me3 modification provides a memory of prior activity—that is from when the hepatocytes were proliferating during development to form the liver. Consistent with this hypothesis, we see a general absence of H3K4me3 at TSS of genes not related to liver function or development (e.g., neuronal genes like myelin, etc.)—genes that were likely never active in these cells or their progenitors.

### Comparison of genomic responses to two different gene-expression cycles: circadian and cell division

We have studied gene-expression changes in response to the circadian [1] and cell-division (this study) cycles. These two cycles differ profoundly in their context. Whereas adult mouse hepatocytes undergo an essentially uninterrupted lifelong series of circadian cycles, these cells rarely enter the cell-division cycle. Thus, for genes regulated by the circadian cycle there is at most a 24-h break between times of activation, whereas for the cell-division cycle described here—for a highly differentiated tissue—many genes devoted to cell proliferation have been silent for weeks before activation by PH.

As previously noted [9] and illustrated here, while post-PH liver regeneration induces a dramatic shock to the hepatocyte gene-expression program, the circadian cycle continues unperturbed. The circadian cycle probably continues in all hepatocytes, whether proliferating or not, because the overall cycling levels of mRNAs encoding the master circadian regulators *Arntl* and *Nrd1d1* do not change during regeneration. Thus, here, the circadian cycle is resistant to major changes in cell gene-expression status.

To identify differences in genomic responses in the circadian and de novo cell-division cycles, we compared circadian and PH-specific post-PH changes ([1]; this study). There were differences in the appearance of Pol II at promoters and gene bodies as well as H3K4me3- and H3K36me3-containing nucleosomes. For genes that are circadian-cycle-regulated, Pol II levels at the promoter and gene body cycled in parallel, indicating that release of a “paused” Pol II is not a regulatory step [1]. In contrast, the Post-PH genes in liver regeneration displayed promoter-bound Pol II significantly before Pol II could be detected in gene bodies. Perhaps, owing to the rhythmic and frequent activation and repression of gene transcription during the circadian cycle, there is a rapid transition from promoter-bound to elongating Pol II.

Modulation of H3K4me3 and H3K36me3 levels also differed between the circadian and cell-division cycles, for there was less variation, particularly for the H3K36me3 mark, during the circadian cycle than during the cell-division cycle. Such less variation could be owing to longer than 24-h periods being required for the disappearance of these methylation marks. Thus, it is the genes that have not been transcribed for a very long time span that display the most conspicuous differences, in particular for the H3K36me3 mark.

### The H3K36me3 mark

In liver regeneration, the H3K36me3 mark displays a very different pattern from H3K4me3. H3K36me3 is absent from Post-PH genes until there is Pol II occupancy within the gene body at 36–72 h post-PH; a pattern consistent with the association of the sole H3K36me3 methyltransferase SetD2 with the traveling Pol II [26–31]. As aforementioned, H3K36me3 appears at the first internal exon. Clearly, H3K36me3 deposition requires H3K36me2, which is associated with active transcription units [17]. We noted that past the first internal exon genes with strong H3K36me3 signals possessed relatively little H3K36me2 modification, whereas at genes with less H3K36me3 signal the two modifications generally co-existed (Fig. 6). We imagine two explanations for how the H3K36me2 and H3K36me3 modifications might coexist in the regenerating liver: The first explanation is that there is a mix of cells (e.g., different cell types or cells such as hepatocytes in different proliferative states) possessing genes with different H3K36me2 and H3K36me3 modification states. The second explanation is that individual genes have a mix of H3K36me2 and H3K36me3 modified nucleosomes and that the level of H3K36me3 may be proportional to the amount of productive transcription of a given gene. Conceivably, for genes with mixed H3K36me3 signals, SetD2 has not yet saturated the H3K36me2 modification, perhaps owing to insufficient transcriptional activity.

### Unusual histone modification profiles

While examining our datasets for the general correlation between H3K4me3 or H3K36me3 methylation and transcription, we uncovered exceptions where transcribed genes had little of these two histone modifications. They were not many, and they were often but not necessarily highly transcribed genes. The clearest example was the collection of related *Saa* genes shown in Fig. 7. Here, we found the highly transcribed *Saa1* and *Saa2* genes as well as the less highly transcribed *Saa3* gene to display little H3K4me3 or H3K36me3 modifications even though the H3K36me2 modification at 60 h was readily evident. These observations emphasize that the H3K4me3 and H3K36me3 histone modification marks are not ubiquitous in the transcription of all genes. That related genes—*Saa1, Saa2, and Saa3*—but not a third—*Saa4*—should display the same lack of histone modification is curious and suggests an evolutionarily conserved gene-expression response.

## Conclusions

This study reveals a surprising early parallel response of the mouse liver to either PH or simple sham operatory procedures, indicating that anesthesia, painkiller, skin wounding, or stress are the first major effector of a liver-gene-expression response to PH. Surprisingly, this early non-PH-specific response includes many cell-division-cycle genes even though there is no significant cell proliferation when no PH is performed. Thus, PH has an apparent delayed effect that results in full cell-division-cycle entry. In contrast to cell culture, where cell division is persistent, PH results in the proliferation of cells—adult hepatocytes—that have long been non-proliferative. Under such conditions of cell-division-cycle reentry, transcriptionally activated genes are generally already modestly marked at the TSS by H3K4me3. This mark increases alongside Pol II TSS recruitment as the PH response proceeds, followed by Pol II transcription elongation and H3K36me3 appearance on a foundation of H3K36me2 modification after the first internal gene exon when transcriptionally fully active. Furthermore, we identified unusual histone mark patterns, whereby highly transcribed genes were devoid of H3K4me3 or H3K36me3 marks.

## Methods

Extended experimental methods are described in Additional file 2.

### PH and sham surgical procedures

Mouse entrainment and surgical procedures were as described [10]. Briefly, 12–14-week-old C57/BL6 male mice were used for PH or sham surgery after 4 weeks entrainment: 2 weeks with a ZT0–ZT12 light and ZT12–ZT24 dark circadian cycle followed by 2 weeks of ZT0–ZT12 light with fasting and ZT12–ZT24 dark with feeding. Three mice at a time were subjected to 2/3 PH at ZT2 as described [32] and killed together at either 1, 4, 10, 20, 28, 36, 44, 48, 60, or 72 h or 1 or 4 weeks post-surgery. Sham-operated controls—three at a time—were subjected to laparotomy and sacrificed at 1, 4, 10, 20 or 48 h post-surgery.

### RNA-Seq library preparation and sequencing

Selected poly(A)-containing mRNA from individual livers was used to prepare strand-specific libraries for 100 nucleotide single-end sequencing with an Illumina HiSeq 2100 machine.

### ChIP, ChIP-Seq library preparation, and ultra-high-throughput sequencing

The three livers per time point were pooled for analysis. The ChIP protocol was adapted from [1] (see Additional file 2). For each ChIP, 19 μg sonicated mouse liver DNA was mixed with 1 μg sonicated human HeLa cell DNA for “spiking” [33]. 10 ng ChIP DNA was used for 100 nucleotide Illumina HiSeq 2100 paired-end sequencing after library preparation with 14 cycles of PCR amplification and no electrophoretic size selection.

### RNA-Seq and ChIP-Seq data preparation and quantification

RNA-Seq and ChIP-Seq results were analyzed as described in the Supplemental Methods (Additional file 2). For paired-end ChIP-Seq, the terminal 50-bp sequences were mapped onto the mouse (mm9) and human (hg19) genomes with Elandv2e and the Ensembl 67/NCBI 37 transcription-unit annotation was used. Among the multiple transcription units associated with a given gene, only the one containing the maximum promoter-associated Pol II occupancy was used for the analysis of Pol II-body, H3K4me3 and H3K36me3 signals.

### Transcriptome analyses

Transcripts with significant accumulation (12,025) were classified into stable and changing expression. Only transcripts with associated corrected *p* values lower than 1 × 10^−7^ and log2 fold-changes higher than 0.5 or lower than − 0.5 were retained. Dendogram, PCA, and Set 3 PAM-clustering analyses, gene-expression profiles, post-PH- and sham-sample comparisons, functional enrichment and pathway annotation are described in the Supplemental Methods (Additional file 2).

### H3K36me2 and H3K36me3 density profiles at a one-nucleotide resolution

Nucleotide positions 4 kb upstream and 1 kb downstream of the 3′ end of the first internal exon were analyzed. Single nucleotide densities using the central 50 bp of sequenced fragments were quantified. A matrix of quantifications per Transcription Unit (TU) was built and analyzed on the R statistical software [34]. Z-scores were calculated from the quantifications and displayed with the heatmap.2 function included on the “ggplots 2.14.1” [35].

## Additional files

**Additional file 1: Fig. S1.** (**A**) Description of the mouse liver regeneration stages, collection time points of liver samples and the food and light conditions of the mice. Adapted from [10]. X = eXcised liver hepatectomy; C = controls; S = sham surgeries; W = week. (**B**) Number of replicates per experimental condition and the associated RNA-Seq and ChIP-Seq experiments performed. In a preliminary PH analysis (Series 1), we performed ChIP-Seq on pools of three livers at the post-PH time points indicated and no sham surgeries. Subsequently, we performed Series 2 with the full set of time points and selected sham surgeries, with RNA-Seq analyses of generally three individual livers and, where indicated, ChIP-Seq on pools of three livers. Note that Series 2 was performed in three separate time periods (Series 2.1, 2.2, 2.3); for two samples, X20 and X36, duplicate samples were prepared in Series 2.1 and 2.2. The samples from Series 2.1 were used in the data shown and discussed in the text. The Series 1 60-h sample was used for the K36me2 versus H3K36me3 study in Fig. 6. (**C**) Correlation of three triplicates from each of Series 2.1, 2.2, and 2.3 (nine samples total) at time C0. The replicates are indicated on the diagonal. Above the diagonal, pairwise scatterplots display the similarity between replicates, and below the diagonal, each pairwise Pearson coefficient is indicated. Correlations within experimental series (Pearson correlation coefficients of at least 0.98) show slightly better correlation coefficients than among series (Pearson correlation coefficient of at least 0.94). (**D**) Two-dimensional plot displaying the coordinates of the collected samples in the PC1 and PC2 of the PCA using the set of 12,025 expressed genes as shown in Fig. 1b, but with the standard deviations in PC1 and PC2 of the replicates for each condition displayed as ovals.

**Additional file 2.** Supplemental Methods and References.

**Additional file 3: Table S1.** List of genes in Set 2.

**Additional file 4: Table S2.** List of genes in Set 3 with their associated classification in Sets 3.1 to 3.7 plus the averaged RPKMs per time point in log2 scale.

**Additional file 5: Figure S2.** (**A**) Distribution of silhouette scores as a result of the PAM clustering of the varying gene expression Set 3 into 2–13 groups (k). The clustering into 7 groups was retained for our analyses in the main text (Fig. 2). In this Set 3.1 to 3.7 clustering, set 3.7 contained a large proportion of cell-cycle genes. The set in the k = 2–6 and 8–12 PAM clusterings most like Set 3.7 is labeled “3.7-like” in each case. For each clustering, the number of genes (n_j_) per group (j) is indicated to the right together with the average silhouette score (ave_iϵCj_ S_i_). To the left of each clustering, the number of Set 3.7 genes from k = 7 in each group is indicated. Across clusterings, the highest average silhouette score is found for the most 3.7-like sets of genes. (**B**) Summary of the results of the functional enrichment analysis on the RNA-seq Set 1, Set 2 and Set 3 results. The GO terms displaying an enrichment *p* value lower than 10E − 10 were kept for analysis with the REVIGO tool. REVIGO aggregates synonymous GO terms and displays the aggregated terms as circles where the distance among circles indicates their similarity within the GO structure and their color indicates the associated *p* value, with blue signifying the lowest *p* values. Selected GO terms with highest *p* values are shown with the circle aggregates. Below, the highlighted GO terms have been listed with their associated *p* values with a log10 scale. (**C**) Gene-expression patterns post-PH in the KEGG cell-cycle pathway. The gene nodes in the KEGG cell-cycle pathway were colored using the “pathview” R package. Set 1 genes are colored gray, Set 2 genes are colored yellow, and Set 3 genes are displayed as a heat map that shows the relative transcript abundance between 0 h and 4 weeks post-PH from Fig. 2a. For the twenty-seven KEGG cell-cycle pathway nodes shared by multiple genes only the pattern for a representative gene (identified in Additional file 2: Figure S2d). (**D**) Selection of the representative gene within shared KEGG cell-cycle nodes. The names of the shared KEGG cell-cycle nodes are indicated with the node-associated genes indicated with their respective RNA-Seq set. Within nodes, genes with differential expression post-PH were favored. Otherwise genes with the highest gene expression within a node were selected. The final selections are highlighted in green.

**Additional file 6: Table S3.** Complete list of GO terms associated with genes in Sets 1–3.7 with the associated corrected *p* value.

**Additional file 7: Figure S4.** Pol II, H3K36me2 and H3K36me3 densities at 60 h post-PH for the *Cebpa* gene. (**A**) Genomic view of the *Cebpa* gene. Densities of the central 50 bp of paired-end reads for Pol II (pink), H3K36me3 (dark blue) and H3K36me2 (light blue) ChIP fragments are shown for 60 h post-PH. Similarly, input fragments at 60 h post-PH are shown.

**Additional file 8: Movie S1.** Temporal changes in gene expression post-PH in the KEGG cell-cycle pathway. Animated expression changes post-PH in the KEGG cell-cycle pathway. At each time point between 0 h and 4 weeks, the gene nodes in the KEGG cell-cycle pathway were colored using the “pathview” R package [13]. Genes are colored as in Additional file 2: Figure S2d.

**Additional file 9: Figures S3.** (**A–E**) Additional examples of transcriptional gene activity post-PH. Displays of the ChIP-Seq results of five different gene sets—(A) *Bcl2l1* and *Tpx2*; (B) *Cdca2* and *Kctd9*; (C) *mKi67*; (D) *Ppp1r12b* and *Ube2t*; and (E) *Rad51ap1* and *D6Wsu163e*—are shown as described in Fig. 3.

**Additional file 10: Figure S5.** RNA abundance of the acute-response Saa genes post-PH. RNA-seq RPKM values for the (**A**) Saa1, (**B**) Saa2, (**C**) Saa3, and (**D**) Saa4 genes (top-to-bottom) post-PH.

**Additional file 11: Figure S6.** Pol II, H3K36me2 and H3K36me3 densities at 60 h post-PH for the *Alb* gene. (**A**) Genomic view of the *Alb* gene. Densities of the central 50 bp of paired-end reads for Pol II (pink), H3K4me3 (green) and H3K36me3 (blue) ChIP fragments are shown for 0 h to 1 week post-PH. Similarly, densities for H3K36me2 and input fragments at 60 h post-PH are shown. (**B**) H3K4me3 (green), Pol II promoter (burgundy) and body (pink), and H3K36me3 (blue) log2 ChIP/input fragment-density comparison for the *Alb* gene post-PH. The central 50 bp of the paired-end reads were used for quantification. The regions used for each quantitation are given in the text.

## Abbreviations

C: control sample
ChIP-Seq: chromatin immunoprecipitation followed by ultra-high-throughput DNA-sequence determination
GO: Gene Ontology database
H3: histone 3
H3K4me3: trimethylated histone H3 lysine 4
H3K36me3: trimethylated histone H3 lysine 36
H3K36me2: dimethylated histone H3 lysine 36
HDL: high-density lipoprotein
mRNA: messenger RNA
PAM: partitioning around medoids clustering
PC: principal component
PCA: principal component analysis
PH: partial hepatectomy
Pol II: RNA polymerase II
RNA-Seq: ultra-high-throughput RNA-sequencing
RPKM: reads per kb of transcript per million mapped reads
S: sham surgeries
Saa: serum amyloid A
TSS: transcriptional start site
TU: transcription unit
X: excised liver hepatectomy
ZT: Zeitgeber time

# Supplementary material for: Cycles of gene expression and genome response during mammalian tissue regeneration
**Source:** Epigenetics Chromatin. 2018 Sep 12;11:52. doi: 10.1186/s13072-018-0222-0
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. (A) Description of the mouse liver regeneration stages, collection time points of liver samples and the food and light conditions of the mice. Adapted from [10]. X = eXcised liver hepatectomy; C = controls; S = sham surgeries; W = week. (B) Number of replicates per experimental condition and the associated RNA-Seq and ChIP-Seq experiments performed. In a preliminary PH analysis (Series 1), we performed ChIP-Seq on pools of three livers at the post-PH time points indicated and no sham surgeries. Subsequently, we performed Series 2 with the full set of time points and selected sham surgeries, with RNA-Seq analyses of generally three individual livers and, where indicated, ChIP-Seq on pools of three livers. Note that Series 2 was performed in three separate time periods (Series 2.1, 2.2, 2.3); for two samples, X20 and X36, duplicate samples were prepared in Series 2.1 and 2.2. The samples from Series 2.1 were used in the data shown and discussed in the text. The Series 1 60-h sample was used for the K36me2 versus H3K36me3 study in Fig. 6. (C) Correlation of three triplicates from each of Series 2.1, 2.2, and 2.3 (nine samples total) at time C0. The replicates are indicated on the diagonal. Above the diagonal, pairwise scatterplots display the similarity between replicates, and below the diagonal, each pairwise Pearson coefficient is indicated. Correlations within experimental series (Pearson correlation coefficients of at least 0.98) show slightly better correlation coefficients than among series (Pearson correlation coefficient of at least 0.94). (D) Two-dimensional plot displaying the coordinates of the collected samples in the PC1 and PC2 of the PCA using the set of 12,025 expressed genes as shown in Fig. 1b, but with the standard deviations in PC1 and PC2 of the replicates for each condition displayed as ovals.

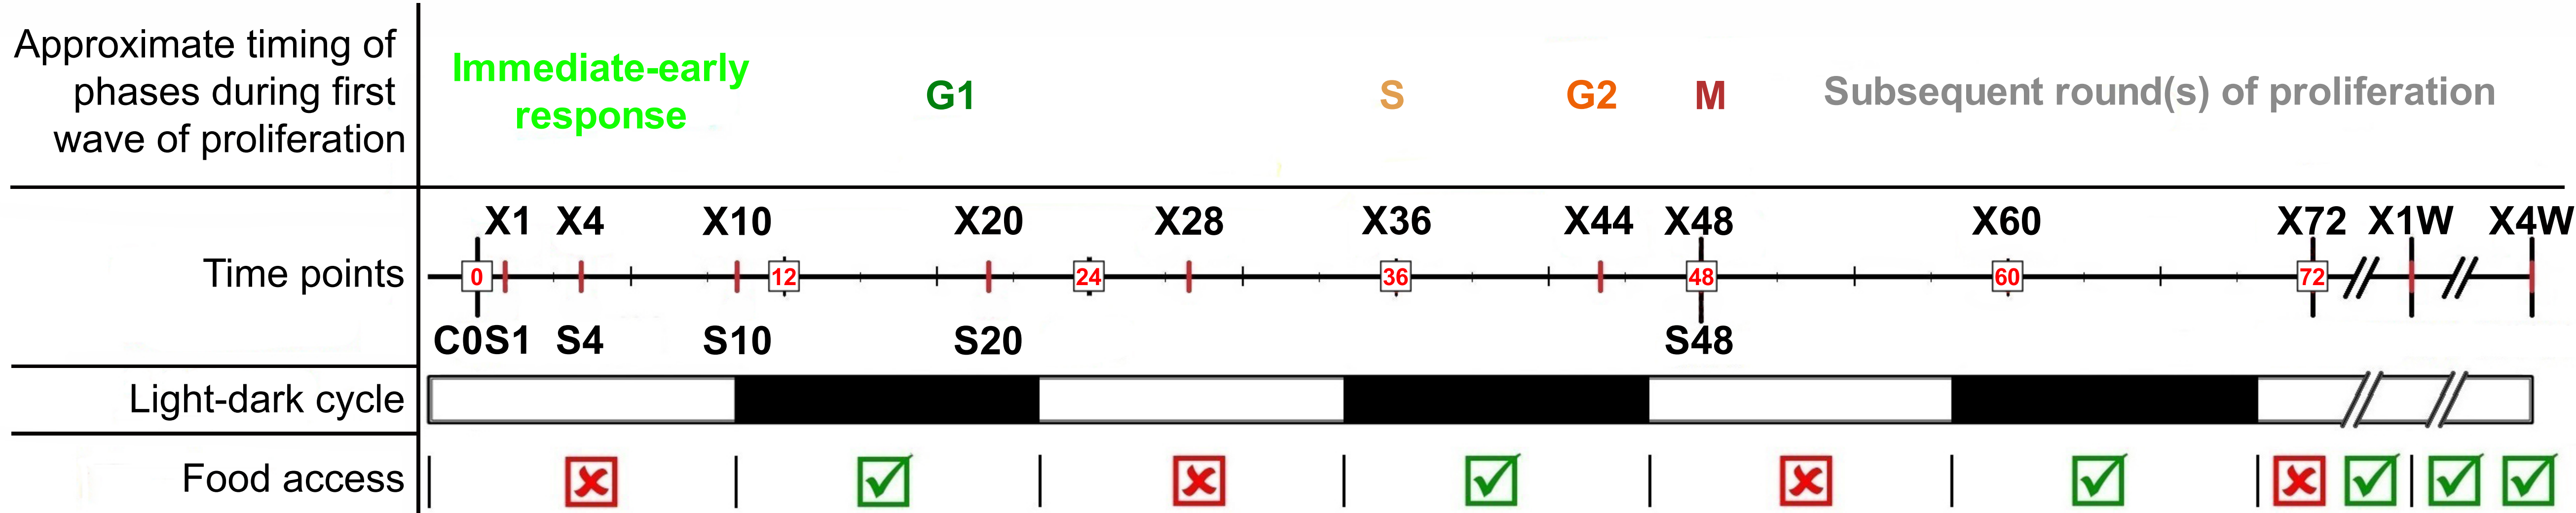

Sup. Fig 1A

| Sample     | Series 1 |         | Series 2.1 |         | Series 2.2 |         | Series 2.3 |         |
|------------|----------|---------|------------|---------|------------|---------|------------|---------|
|            | ChIP-seq | RNA-seq | ChIP-seq   | RNA-seq | ChIP-seq   | RNA-seq | ChIP-seq   | RNA-seq |
| <b>C0</b>  | 1        |         |            | 3       | 1          | 3       |            | 3       |
| <b>C4</b>  |          |         |            |         |            |         |            | 3       |
| <b>C4W</b> |          |         |            |         |            | 2       |            |         |
| <b>S1</b>  |          |         |            | 3       | 1          | 3       |            |         |
| <b>S4</b>  |          |         |            | 3       | 1          | 2       |            |         |
| <b>S10</b> |          |         |            |         | 1          | 3       |            |         |
| <b>S20</b> |          |         |            |         | 1          | 3       |            |         |
| <b>S48</b> |          |         |            | 3       | 1          |         |            |         |
| <b>X1</b>  | 1        |         |            | 3       | 1          | 3       |            |         |
| <b>X4</b>  |          |         |            | 3       | 1          | 3       |            |         |
| <b>X10</b> | 1        |         |            | 3       | 1          | 3       |            |         |
| <b>X20</b> | 1        |         | 1          | 3       | 1          | 3       |            |         |
| <b>X28</b> | 1        |         | 1          | 3       |            |         |            |         |
| <b>X36</b> | 1        |         | 1          | 3       | 1          | 3       |            |         |
| <b>X44</b> | 1        |         | 1          | 3       |            |         |            |         |
| <b>X48</b> | 1        |         | 1          | 5       |            |         |            |         |
| <b>X60</b> | 1        |         | 1          | 3       |            |         |            |         |
| <b>X72</b> |          |         | 1          | 3       |            |         |            |         |
| <b>X1W</b> |          |         | 1          | 3       |            |         |            |         |
| <b>X4W</b> |          |         |            |         |            | 3       |            |         |

Sup. Fig 1B

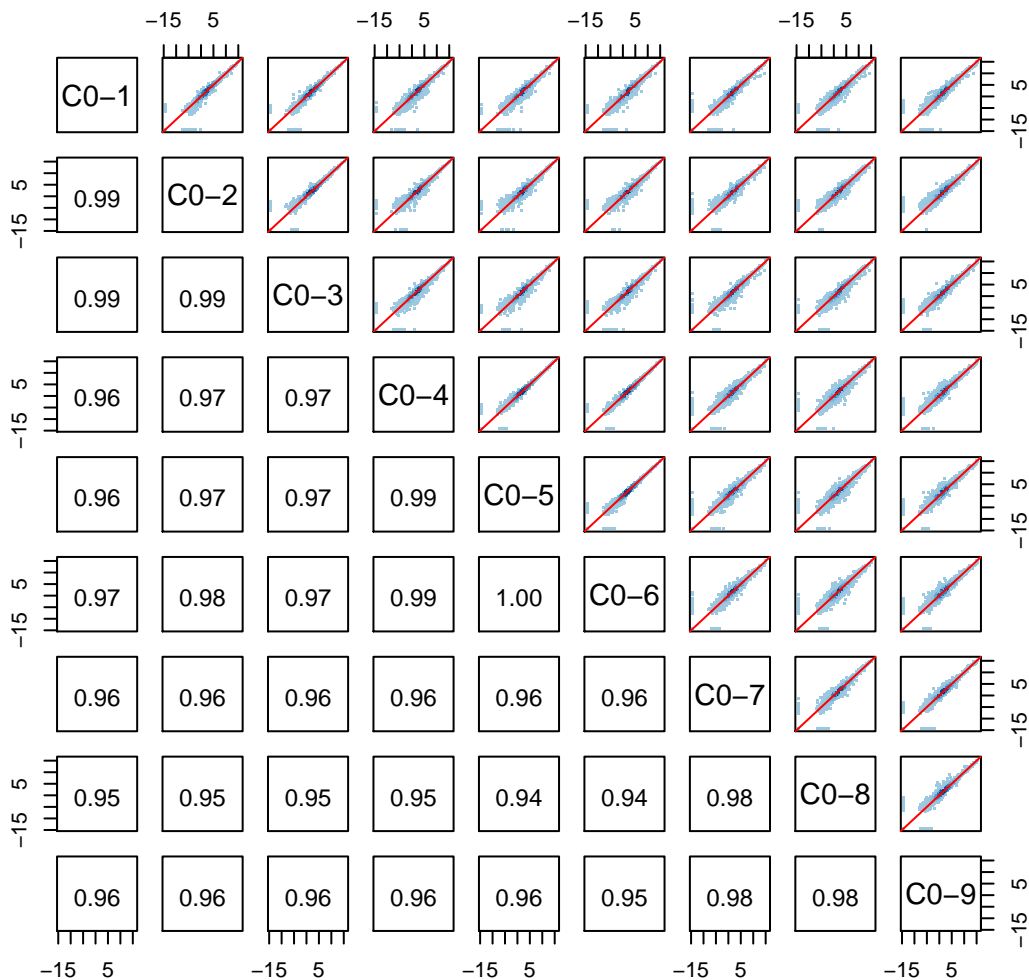

Sup. Fig. 1C

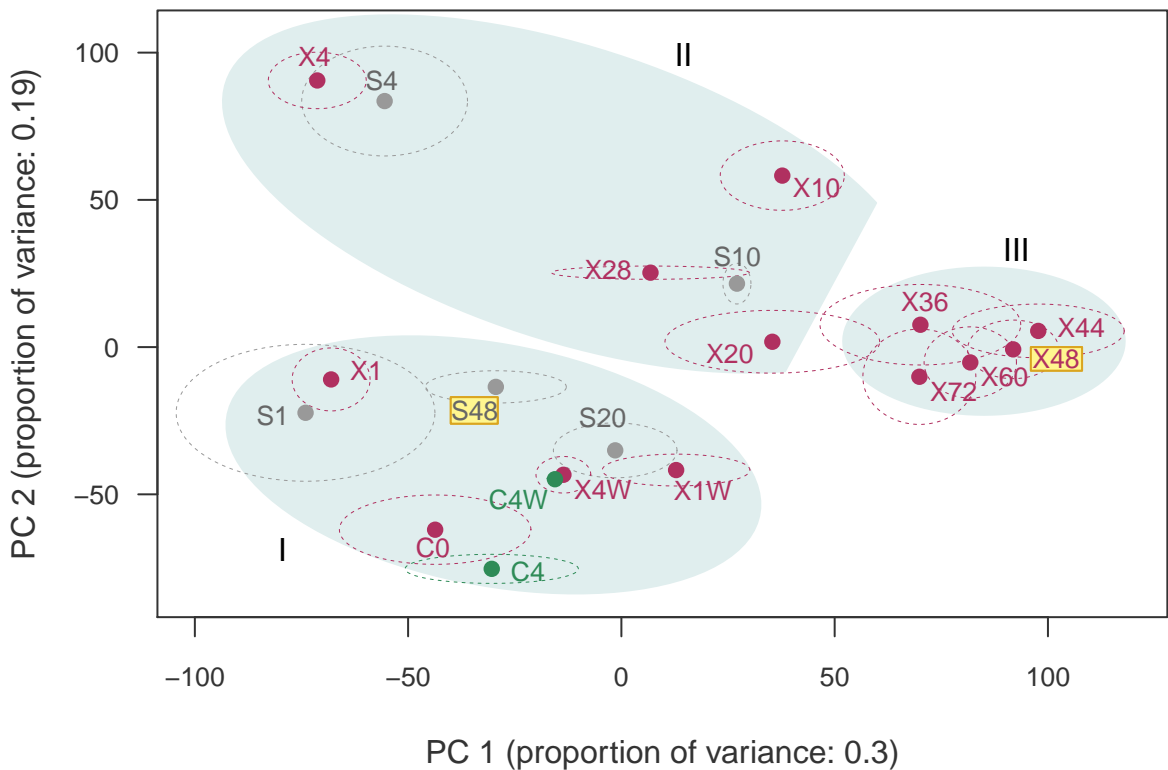

Sup. Fig. 1D

# Supplementary material for: Cycles of gene expression and genome response during mammalian tissue regeneration
**Source:** Epigenetics Chromatin. 2018 Sep 12;11:52. doi: 10.1186/s13072-018-0222-0
**Supplement:** Supplementary file 2 — Additional file 2. Supplemental Methods and References.

## **Supplemental Methods**

### **Animals and partial hepatectomy (PH) and sham operations**

Male C57/BL6 mice were 12–14 weeks old at the time of PH or sham surgery. They had been entrained for two weeks with a ZT0–ZT12 light and ZT12–ZT24 dark circadian cycle followed by two further weeks on cycles of ZT0–ZT12 light with fasting and ZT12–ZT24 dark with feeding. Groups of three mice were subjected to 2/3 PH as described [1] under isoflurane anesthesia at ZT2, and sacrificed together by cervical dislocation at 1, 4, 10, 20, 28, 36, 44, 48, 60, 72 h and one and four weeks post-surgery. Sham-operated controls were subjected to laparotomy under the same conditions and livers were collected at 1, 4, 10, 20 and 48 h after the operation.

### **RNA-Seq library preparation and sequencing**

Poly(A)-containing RNA from individual livers was selected using the miRNeasy Mini Kit (Qiagen 217004 (50)) and used for RNA-seq without spike in. Strand-specific libraries were prepared with the TruSeq Stranded mRNA Library Prep kit from Illumina. The fragment ends (100 nucleotides) were sequenced with single-end sequencing technology from HiSeq 2100 (Illumina).

### **Chromatin immunoprecipitation (ChIP)**

The ChIP protocol was adapted from [2]. Three livers per time point were collected, immediately individually homogenized in 4 ml 1 x PBS with 1% formaldehyde, and incubated for 10 min at room temperature for cross linking. Cross-linking reactions were stopped by the addition of 25 ml of ice-cold 2.2 M sucrose buffer (150 mM glycine, 10 mM HEPES pH 7.6, 15 mM KCl, 2 mM EDTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT and 0.5 mM PMSF). The resulting homogenate was layered onto a 10 ml cushion of ice-cold 2.05 M sucrose buffer as

above but including 10% glycerol and 125 mM glycine and centrifuged for 1 h at 24,000 rpm (100,000g) at 4 °C in a Beckmann SW28 rotor. The nuclear pellet was re-suspended sequentially twice in 0.7 ml of ice-cold Buffer A (20 mM Tris, pH 7.5, 150 mM NaCl, 2 mM EDTA), transferred to a 1.5-ml microcentrifuge tube and pelleted at 2000 rpm in a microcentrifuge for 30 sec. The pellet was re-suspended in 0.5 ml (20% glycerol, 20 mM HEPES pH 7.6, 0.2 mM EDTA, 2 mM DTT, 100 mM KCl), snap frozen and stored overnight at -70°C.

After thawing, the nuclei were re-pelleted as above and, for each time point collection, the pellets from each of triplicate livers were re-suspended, pooled with a total of 0.7 ml ice-cold Buffer A and re-pelleted in a microfuge for 1 min at 2000 rpm as above. The nuclei were subsequently re-suspended in 1.2 ml of Nuclear Lysis Buffer (NLB; 50 mM Tris, pH 8.1, 10 mM EDTA, 1% SDS, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT and 0.5 mM PMSF) and left on ice for 10 min. After transfer to a 5 ml snap cap tube and addition of 0.7 ml Immunoprecipitation Dilution Buffer (IPDB; 20mM Tris-HCl pH 8.1, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.01% SDS, 50 µg/ml PMSF, 1 µg/ml leupeptin, 0.15 mM, spermine, 0.5 mM spermidine), the samples were sonicated with a Bioruptor-Pico (Diagenode) to a size range of 300–1000 bp. Sheared chromatin was transferred to a 2 ml microfuge tube, centrifuged at maximum velocity for 5 min at 4°C, and transferred to 4.1 ml IPDB (6 ml total 1:4 NLB:IPDB solution). Prior to immunoprecipitation, the chromatin was pre-cleared with 100 µl of naive serum for 1 h at 4°C on a rotating wheel, followed by addition of 200 µl of a 50% protein A-agarose PBS slurry (Roche). After incubation for 3 h at 4°C on a rotating wheel, the samples were centrifuged in a microfuge for 2 min at 3000 rpm. The supernatant was collected and DNA content quantified.

For each immunoprecipitation, 19 µg sonicated mouse liver DNA was mixed with 1 µg sonicated human HeLa cell DNA. (Note that although not used in the final computational analysis, the samples were spiked with 5% of human HeLa-cell chromatin as an internal control for ChIP quantitation [3]). For immunoprecipitation, chromatin was diluted to 1.2 ml IP buffer

(26mM Tris-HCl pH 8.1, 120 mM NaCl, 2.6 mM EDTA, 0,8% Triton X-100, 0.206% SDS, 50 µg/ml PMSF, 1 µg/ml leupeptin, 0.15 mM, spermine, 0.5 mM spermidine) and incubated overnight at 4°C on a rotating wheel with the following antibodies: anti-RPB2 (Santa Cruz Biotechnology, sc-673-18), anti-H3K4me3 (Abcam, ab8580), anti-H3K36me3 (Abcam, ab9050) and anti-H3K36me2 (Upstate 07-274), 40 µl of 50% protein-A bead slurry was added to the antibody/chromatin mix and incubated for a further 3 h at 4°C on a rotating wheel. The beads were then washed twice with 1 ml of Immunoprecipitation Wash Buffer 1 (IPWB1; 20 mM Tris-HCl pH 8.1, 50 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS) and centrifuged for 2 min at 3000 rpm at 4°C. The bead pellet was subsequently washed with 1 ml of IPWB2 (10 mM Tris-HCL pH 8.1, 250 mM LiCl, 1 mM EDTA, 1% NP-40, 1% sodium deoxycholate) and centrifuged for 2 min at 3000 rpm at 4°C. The beads were similarly further washed twice with 1 ml of 1x TE pH 8.0 and centrifuged for 2 min at 3000 rpm at 4°C. Protein–DNA complexes were eluted from the beads and the purified DNA along with corresponding input (Input) cross-linked samples were de-cross-linked, and treated with RNase A followed by proteinase K, as described [4]. The DNA concentration was determined by fluorometry with the Qubit system (Invitrogen). A total of 10 ng DNA was used for the ultra-high-throughput DNA sequencing library preparation.

### **ChIP-Seq library preparation and ultra-high-throughput sequencing**

Paired-end sequencing libraries were prepared with the ‘MicroPlex Library Preparation’ kit, following the instructions of the manufacturer (Diagenode, catalog no C05010011). No electrophoretic size selection was performed and the chromatin was amplified with 14 cycles of polymerase chain reaction (PCR). 100 nucleotides at both fragment ends were sequenced with the paired-end sequencing technology from HiSeq 2100 (Illumina).

### **RNA-Seq data preparation and quantification**

Sequenced reads of low quality were discarded (i.e., quality of the first 25 bp lower than Q20, as specified by Illumina). Adapters were removed with the Cutadapt tool [5]. Sequences shorter than 40 bp and sequences with low complexity were discarded with the tool ‘prinseq- lite’ [6]. For the removal of low complexity sequences the method ‘dust’ was used. The selected reads were mapped with Tophat 2.0.13 [7] in combination with Bowtie2 [8] Reads were first mapped onto coding sequences annotated in the mm9 mouse annotation and unmapped reads were aligned onto the genome. The resulting mapped reads were sorted with samtools 0.1.19 [9] and were assigned to genes by using the ‘featureCounts’ function from the ‘Rsubread’ R package [10]. Reads corresponding to the synthesized RNA strand and mapping within genes were assigned to the corresponding gene. Reads mapping uniquely were given a value of 1 read, whereas reads mapping to multiple genomic positions were assigned a score of 1 read divided by the number of different mapped positions. Finally, Reads Per Kilobase of transcript per Million mapped reads (RPKM) were calculated and used for computational analyses. All the handling of the data was done with the UNIX shell, Perl and the R software [11].

### **ChIP-Seq data preparation and quantification**

The terminal 50 bp of the two sequenced paired-ends were mapped onto the mouse (mm9) and human (hg19) genomes with Elandv2e. Only fragments with good sequencing quality (i.e., quality of the first 25 bp higher than Q20, as specified by Illumina) for both ends and mapping on unique genomic locations were retained. From the genomic location of the ends of paired sequences, we could deduce the fragment size. For further analysis, fragment sizes between 50 and 500 bp were taken and only one copy of fragments with identical ends was kept. The density of retrieved fragments was displayed by showing the central deduced 50 bp of the sequenced fragments.

Using the Ensembl 67/NCBI 37 transcription-unit annotation, Pol II density at promoter regions was defined using the central 50 bp of Pol II ChIP fragments from 50– 500bp long

within +/- 250 bp of annotated TSS. Quantitation of H3K4me3 densities was +/- 500 bp around the same TSS selected for Pol II measurement. Pol II and H3K36me3 quantitation in the body of annotated transcription units was done from 500 bp 3' of the TSS to 2 kb 3' of the poly(A) signal in the sense of the synthesized RNA. The same series of quantitation was done on the Input samples. All quantifications were scaled to the number of fragments analyzed per library. 500 pseudo-counts were added prior to all density calculations to stabilize the variance of low scores. Log2 ratios between ChIP and Input quantifications were calculated. To correct for the difference of signal between genic and intergenic regions, the log2 ratios between ChIP and Input quantifications in genic regions were normalized to the mean log2 ratio obtained from intergenic regions positioned 2 kb or more away from any annotated transcription unit.

Among the multiple transcription units associated with a given gene, only the one containing the maximum promoter-associated Pol II occupancy was used for the analysis of Pol II body, H3K4me3 and H3K36me3. All the handling of the data was done with the UNIX shell, Perl and the R software [11].

### **Identification of genes expressed and differentially expressed post PH**

The identification of significant gene expression was done on each library by implementing the method proposed by [12]. The maximum threshold obtained across libraries was taken as final threshold ( $\log_2(\text{RPKM}) = -1.5$ ). The final number of genes expressed in at least one library was 12,025. The expressed genes were further classified into stable and changing expression compared to the resting liver using the edgeR library implemented on R [13]. Tag-wise dispersion was estimated and gene-wise exact tests were computed to identify differences in means of the replicates between time points, defined as negative binomial random variables. P-values were corrected as described [14]. Only corrected p-values lower than  $1 \times 10^{-7}$  were used and log2 fold-changes higher than 0.5 or lower than -0.5 retained.

## **Transcriptome clustering, PCA and differential gene expression clustering**

Genes (12,025) expressed in at least one sample between 0 and 60 h were grouped based on their dynamics post PH between 0 to 4 weeks. For this analysis, the  $\log_2(\text{RPKM})$  quantifications per replicate samples were averaged. The grouping of genes was done with a hierarchical clustering strategy implemented in R [11]. Hierarchical clustering was performed on the z-scores by using the Ward's minimized variance criterion in order to minimize the total variance within clusters [15]. The Ward's minimized variance criterion was used on Euclidean distances between pairs of samples. And the R library 'dendextend 0.17.1' was used to handle the resulting dendrogram [16].

To summarize the variation in gene expression across samples, a PCA was performed. First, for each sample, z-scores were calculated from the the  $\log_2$  RPKMs quantified on genes. A standard PCA was performed on the scaled quantifications.

For differential gene expression clustering, we used the PAM algorithm from the R 'cluster 1.14.4' library [17] on the changing Set 3 genes using 1 minus the Pearson correlation coefficient as the dissimilarity measure. The  $\log_2(\text{RPKM})$  quantifications were centered and scaled to obtain z-scores. The clustering results were displayed using the 'ggplot 2.14.1' R library heatmap.2 function [18]. For the final display, clusters were sorted based on whether expression decreased (Bracket I in Figure 2A) or increased (Bracket II) post PH and then sequentially from top to bottom by the time when the preponderance of genes contained in the cluster began to exhibit an altered expression post PH.

## **Display of gene-expression profiles**

Line plots were created with the profiles of RNA and Pol II  $\log_2$  quantifications. For the Pol II quantifications both the proximal promoter and body of gene profiles are shown. Shaded lines or error bars are displayed through-out to describe the standard deviation across samples. All the plots were created using the 'ggplot2' library [19] used in the R statistical software [11].

### **Comparison of differentially expressed genes between post-PH and sham samples**

The log<sub>2</sub>(RPKM) quantifications across replicate samples were averaged for each gene classified as differentially expressed post PH. A comparison was done at each time point where both sham and post-PH samples of RNA were collected. For the comparison, log<sub>2</sub> ratios were calculated between the post-PH and sham averaged quantifications. Fold changes on genes with log<sub>2</sub>(RPKM)'s lower than 0 at both conditions were not included. Plots were created with the R statistical software [11].

### **Functional enrichment of gene lists and pathway annotation**

The Webgestalt tool was used [20] to perform functional enrichment analyses and pathway annotation of gene lists. For these analyses, the GeneOntology database was consulted [21]. The p-values associated to GO Terms were corrected by the Benjamini method and only those terms with corrected p-value lower than 0.05 were kept. To reduce the redundancy of terms intrinsic to the GO database [22], the retrieved lists were summarized by using the REVIGO tool [23]. The list of GO terms with corrected p-value lower than 10<sup>-10</sup> were used. The REVIGO algorithm was executed using SimRel as a measure of semantic similarity among GO terms and allowing a "Medium" similarity level to aggregate similar terms.

The annotation of cell-cycle genes was obtained from the KEGG database (entry mmu04110) [24]. Entrez gene identifiers associated to the KEGG cell cycle pathway annotation were converted to Ensembl identifiers by using the biomaRt tool in R [25, 26] that in turn accessed the org.Mm.eg.db 2.10.1 database [27]. To assign desired colors to the nodes in the cell cycle KEGG pathway an adaptation of the 'pathview' R package was used [28].

### **Density profiles of H3K36me<sub>2</sub> and H3K36me<sub>3</sub> accumulation on multiple genes at a one-nucleotide resolution**

Nucleotide positions around the 3' end of the first internal exon of selected transcripts were

taken. The analyzed regions of Series 1 time point 60 h started at 4 kb upstream of the 3' end of the first internal exon and ended at 1 kb downstream. All the genomic regions were aligned from 5' to 3'. All the handling of genomic regions was done on the UNIX shell.

On the nucleotide positions, densities of the central 50 bp of sequenced fragments were quantified at the previously defined nucleotide positions. A matrix of quantifications per Transcription Unit (TU) was built and analyzed on the R statistical software [11]. Z-scores were calculated from the quantifications and displayed with the `heatmap.2` function included on the 'ggplots 2.14.1' [18].

## Supplemental References

1. Mitchell C, Willenbring H. A reproducible and well-tolerated method for 2/3 partial hepatectomy in mice. *Nat Protoc.* 2008;3:1167–70.
2. Le Martelot G, Canella D, Symul L, Migliavacca E, Gilardi F, Liechti R, et al. Genome-Wide RNA Polymerase II Profiles and RNA Accumulation Reveal Kinetics of Transcription and Associated Epigenetic Changes During Diurnal Cycles. *PLoS Biol.* 2012;10.
3. Bonhoure N, Bounova G, Bernasconi D, Praz V, Lammers F, Canella D, et al. Quantifying ChIP-seq data: A spiking method providing an internal reference for sample-to-sample normalization. *Genome Res.* 2014;24:1157–68.
4. O’Geen H, Nicolet CM, Blahnik K, Green R, Farnham PJ. Comparison of sample preparation methods for ChIP-chip assays. *Biotechniques.* 2006;41:577–80.
5. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal.* 2011;17:10
6. Schmieder R, Edwards R. Quality control and preprocessing of metagenomic datasets. *Bioinformatics.* 2011;27:863–4.
7. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: Accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 2013;14.
8. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods.* 2012;9:357–9.
9. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics.* 2009;25:2078–9.
10. Liao Y, Smyth GK, Shi W. The Subread aligner: Fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res.* 2013;41.
11. Team R. R Development Core Team. *R A Lang Environ Stat Comput.* 2013;55:275–86.
12. Hart T, Komori HK, LaMere S, Podshivalova K, Salomon DR. Finding the active genes in deep RNA-seq gene expression studies. *BMC Genomics.* 2013;14.
13. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics.* 2010;26:139–40.
14. Benjamini Y, Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing [Internet]. *J. R. Stat. Soc. B.* 1995. p. 289–300. Available from: [http://www.stat.purdue.edu/~doerge/BIOINFORM.D/FALL06/Benjamini and Y FDR.pdf](http://www.stat.purdue.edu/~doerge/BIOINFORM.D/FALL06/Benjamini%20and%20Hochberg.pdf) [http://engr.case.edu/ray\\_soumya/mlrg/controlling\\_fdr\\_benjamini95.pdf](http://engr.case.edu/ray_soumya/mlrg/controlling_fdr_benjamini95.pdf)
15. Ward JH. Hierarchical Grouping to Optimize an Objective Function. *J Am Stat Assoc.* 1963;58:236–44.
16. Galili T. dendextend: An R package for visualizing, adjusting and comparing trees of hierarchical clustering. *Bioinformatics.* 2015;31:3718–20.
17. Maechler M, Rousseeuw P, Struyf A, Hubert M, Hornik K. *Cluster Analysis Basics and Extensions.* R package version 1.14.4. CRAN. 2013.
18. Warnes GR, Bolker B, Bonebakker L, Gentleman R, Huber W, Liaw A, Lumley T, Maechler M, Magnusson A, Moeller S, et al. *gplots: Various R Programming Tools for Plotting Data.* R Packag. version 2.13.0. 2014. p. 2015.

19. Wickham H. *Elegant Graphics for Data Analysis*. Media. 2009;35:211.
20. Wang J, Duncan D, Shi Z, Zhang B. WEB-based GENE SeT AnaLysis Toolkit (WebGestalt): update 2013. *Nucleic Acids Res*. 2013;41.
21. Gene Ontology Consortium. Gene Ontology Consortium: going forward. *Nucleic Acids Res*. 2015;43:D1049–56.
22. Gaudet P, Škunca N, Hu JC, Dessimoz C. Primer on the gene ontology. *Methods Mol Biol*. 2017. p. 25–37.
23. Supek F, Bošnjak M, Škunca N, Šmuc T. Revigo summarizes and visualizes long lists of gene ontology terms. *PLoS One*. 2011;6.
24. Kanehisa M, Goto S. Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res* [Internet]. 2000;28:27–30. Available from: <http://www.genome.jp/kegg/>
25. Durinck S, Moreau Y, Kasprzyk A, Davis S, De Moor B, Brazma A, et al. BioMart and Bioconductor: A powerful link between biological databases and microarray data analysis. *Bioinformatics*. 2005;21:3439–40.
26. Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/ Bioconductor package biomaRt. *Nat Protoc*. 2009;4:1184–91.
27. Carlson M, Falcon S, Pages H, Li N. 2012. org. Mm. eg. db: Genome wide annotation for Mouse. *org Mm eg db Genome wide Annot Mouse*.
28. Luo W, Brouwer C. Pathview: An R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics*. 2013;29:1830–1.

# Supplementary material for: Cycles of gene expression and genome response during mammalian tissue regeneration
**Source:** Epigenetics Chromatin. 2018 Sep 12;11:52. doi: 10.1186/s13072-018-0222-0
**Supplement:** Supplementary file 5 — Additional file 5: Figure S2. (A) Distribution of silhouette scores as a result of the PAM clustering of the varying gene expression Set 3 into 2–13 groups (k). The clustering into 7 groups was retained for our analyses in the main text (Fig. 2). In this Set 3.1 to 3.7 clustering, set 3.7 contained a large proportion of cell-cycle genes. The set in the k = 2–6 and 8–12 PAM clusterings most like Set 3.7 is labeled “3.7-like” in each case. For each clustering, the number of genes (nj) per group (j) is indicated to the right together with the average silhouette score (aveiϵCj Si). To the left of each clustering, the number of Set 3.7 genes from k = 7 in each group is indicated. Across clusterings, the highest average silhouette score is found for the most 3.7-like sets of genes. (B) Summary of the results of the functional enrichment analysis on the RNA-seq Set 1, Set 2 and Set 3 results. The GO terms displaying an enrichment p value lower than 10E − 10 were kept for analysis with the REVIGO tool. REVIGO aggregates synonymous GO terms and displays the aggregated terms as circles where the distance among circles indicates their similarity within the GO structure and their color indicates the associated p value, with blue signifying the lowest p values. Selected GO terms with highest p values are shown with the circle aggregates. Below, the highlighted GO terms have been listed with their associated p values with a log10 scale. (C) Gene-expression patterns post-PH in the KEGG cell-cycle pathway. The gene nodes in the KEGG cell-cycle pathway were colored using the “pathview” R package. Set 1 genes are colored gray, Set 2 genes are colored yellow, and Set 3 genes are displayed as a heat map that shows the relative transcript abundance between 0 h and 4 weeks post-PH from Fig. 2a. For the twenty-seven KEGG cell-cycle pathway nodes shared by multiple genes only the pattern for a representative gene (identified in Additional file 2: Figure S2d). (D) Selection of the represent

# Set 1

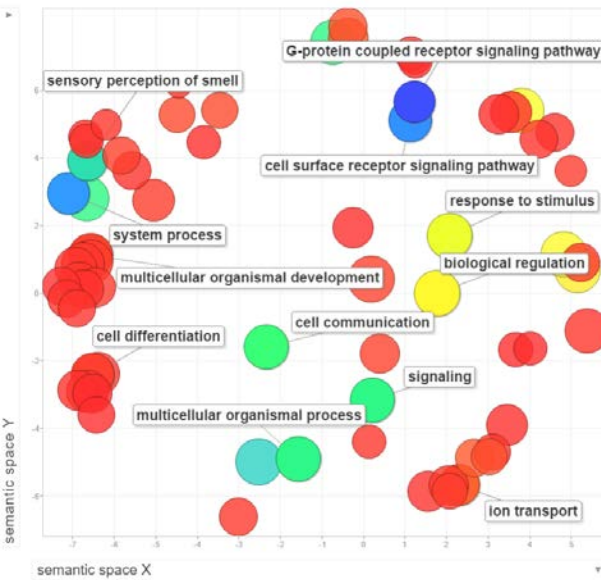

| Set 1 GO terms                               | p-values [log10] |
|----------------------------------------------|------------------|
| G-protein coupled receptor signaling pathway | -300             |
| Cell surface receptor signaling pathway      | -266             |
| System process                               | -261             |
| Sensory perception of smell                  | -222             |
| Multicellular organismal process             | -208             |
| Signaling                                    | -207             |
| Single-multicellular organism process        | -206             |
| Cell communication                           | -200             |
| Response to stimulus                         | -119             |
| Biological regulation                        | -105             |
| Ion transport                                | -41              |
| Multicellular organismal development         | -22              |
| Cell differentiation                         | -21              |

## p-value color-scale [log10]

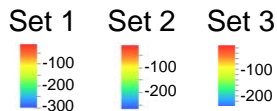

# Set 2

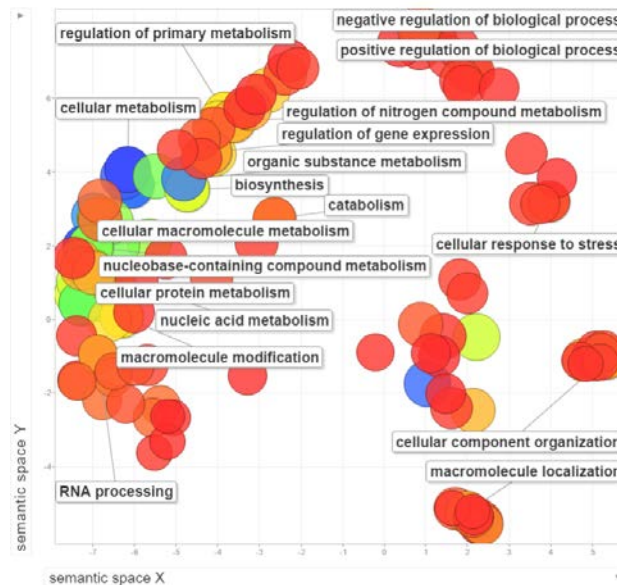

| Set 2 GO terms                             | p-values [log10] |
|--------------------------------------------|------------------|
| Cellular metabolism                        | -268             |
| Cellular macromolecule metabolism          | -260             |
| Organic substance metabolism               | -249             |
| Cellular protein metabolism                | -163             |
| Nucleobase-containing compound metabolism  | -158             |
| Nucleic acid metabolism                    | -139             |
| Biosynthesis                               | -115             |
| Macromolecule modification                 | -90              |
| Regulation of primary metabolism           | -89              |
| Regulation of nitrogen compound metabolism | -71              |
| Regulation of gene expression              | -67              |
| Macromolecule localization                 | -63              |
| Cellular component organization            | -62              |
| RNA processing                             | -61              |
| Catabolism                                 | -46              |
| Positive regulation of biological process  | -30              |
| Cellular response to stress                | -28              |
| Negative regulation of biological process  | -27              |

# Set 3

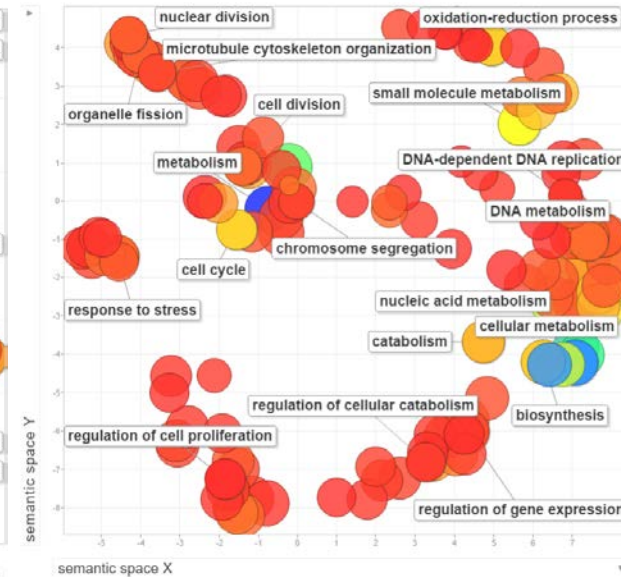

| Set 3 GO terms                            | p-values [log10] |
|-------------------------------------------|------------------|
| Cellular metabolism                       | -219             |
| Organic substance metabolism              | -184             |
| Small molecule metabolism                 | -90              |
| Nucleobase-containing compound metabolism | -82              |
| Cell cycle                                | -76              |
| Oxidation-Reduction process               | -75              |
| Biosynthesis                              | -74              |
| Catabolism                                | -68              |
| Nucleic acid metabolism                   | -60              |
| Cellular component organization           | -57              |
| Regulation of primary metabolism          | -48              |
| Negative regulation of biological process | -42              |
| Positive regulation of biological process | -41              |
| DNA metabolism                            | -40              |
| Response to stress                        | -40              |
| Cell division                             | -39              |
| Cellular response to stress               | -39              |
| Organelle fission                         | -34              |
| Nuclear division                          | -33              |
| Reg. gene expression                      | -25              |
| Microtubule cytoskeleton organization     | -24              |
| Chromosome segregation                    | -21              |
| Regulation cellular catabolism            | -17              |
| DNA-dependent DNA replication             | -16              |
| Regulation of cell proliferation          | -12              |

| Node      | Gene 1        | Gene 2        | Gene 3        | Gene 4     | Gene 5     | Gene 6       | Gene 7        | Gene 8    | Gene 9      | Gene 10       | Gene 11   | Gene 12    |
|-----------|---------------|---------------|---------------|------------|------------|--------------|---------------|-----------|-------------|---------------|-----------|------------|
| DP1,2     | Tfdp1 (3.6)   | Tfdp2 (3.1)   |               |            |            |              |               |           |             |               |           |            |
| E2F4,5    | E2f4 (3.5)    | E2f5 (2)      |               |            |            |              |               |           |             |               |           |            |
| Kip1,2    | Cdkn1b (3.7)  | Cdkn1c (2)    |               |            |            |              |               |           |             |               |           |            |
| Chk1,2    | Chek1 (3.7)   | Chek2 (3.7)   |               |            |            |              |               |           |             |               |           |            |
| Stag1,2   | Stag1 (3.6)   | Stag2 (3.1)   |               |            |            |              |               |           |             |               |           |            |
| TGFB      | Tgfb1 (2)     | Tgfb2 (1)     | Tgfb3 (1)     |            |            |              |               |           |             |               |           |            |
| SCF       | Gm9840 (1)    | Skp1a (2)     | Cul1 (3.5)    | Rbx1 (2)   |            |              |               |           |             |               |           |            |
| p300      | Ep300 (2)     | Crebbp (2)    |               |            |            |              |               |           |             |               |           |            |
| ATM-ATR   | Atm (2)       | Atr (3.6)     |               |            |            |              |               |           |             |               |           |            |
| GADD45    | Gadd45a (3.2) | Gadd45b (3.4) | Gadd45g (3.4) |            |            |              |               |           |             |               |           |            |
| Mad2      | Mad2l1 (3.7)  | Mad2l2 (3.1)  |               |            |            |              |               |           |             |               |           |            |
| Smc1      | Smc1a (3.7)   | Smc1b (1)     |               |            |            |              |               |           |             |               |           |            |
| APC/C     | Anapc1 (2)    | Cdc27 (3.7)   | Anapc4 (3.6)  | Cdc23 (2)  | Anapc7 (2) | Anapc5 (3.7) | Anapc11 (3.7) | Cdc26 (2) | Anapc10 (2) | Anapc13 (3.7) | Cdc16 (2) | Anapc2 (2) |
| 14-3-3    | Ywhae (2)     | Ywhag (2)     | Ywhah (3.7)   | Ywhaq (2)  | Ywhaz (2)  | Ywhab (2)    |               |           |             |               |           |            |
| Cdc25b,c  | Cdc25b (3.7)  | Cdc25c (3.7)  |               |            |            |              |               |           |             |               |           |            |
| Cdc14     | Cdc14a (1)    | Cdc14b (3.1)  |               |            |            |              |               |           |             |               |           |            |
| Cycb      | Ccnb1 (3.7)   | Ccnb2 (3.7)   | Ccnb3 (1)     |            |            |              |               |           |             |               |           |            |
| Wee       | Wee1 (3.6)    | Wee2 (1)      |               |            |            |              |               |           |             |               |           |            |
| Cyca      | Ccna1 (1)     | Ccna2 (3.7)   |               |            |            |              |               |           |             |               |           |            |
| MCM       | Mcm2 (3.7)    | Mcm3 (3.7)    | Mcm3 (3.7)    | Mcm4 (3.7) | Mcm5 (3.7) | Mcm6 (3.7)   | Mcm7 (3.7)    |           |             |               |           |            |
| ORC       | Orc1 (1)      | Orc2 (3.5)    | Orc3 (2)      | Orc4 (2)   | Orc5 (2)   | Orc6 (3.7)   |               |           |             |               |           |            |
| HDAC      | Hdac1 (2)     | Hdac2 (2)     |               |            |            |              |               |           |             |               |           |            |
| E2f1,2,3  | E2f1 (3.7)    | E2f2 (3.7)    | E2f3 (3.6)    |            |            |              |               |           |             |               |           |            |
| p107,p130 | Rbl1 (3.7)    | Rbl2 (2)      |               |            |            |              |               |           |             |               |           |            |
| CycE      | Ccne1 (3.5)   | Ccne2 (3.6)   |               |            |            |              |               |           |             |               |           |            |
| CDK4,6    | Cdk4 (3.6)    | Cdk6 (2)      |               |            |            |              |               |           |             |               |           |            |
| CycD      | Ccnd1 (3.6)   | Ccnd2 (2)     | Ccnd3 (3.6)   |            |            |              |               |           |             |               |           |            |

How the deposited data were processed for this re-analysis (not part of the article)

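Poly(A)-selected RNA from individual mouse livers was sequenced before surgery, after PH and after sham surgery. The labels describe 87 samples. Of the 84 columns of values, 80 carry the name of exactly 1 labelled sample, and these 80 libraries in 19 groups were analysed. The other 4 columns match no labelled sample and were used in no result. The 7 samples without a column are 3 X4 livers, the 3 X60 livers and 1 X4W liver, and they were not analysed here. The plan of the tests had counted all 87 libraries in 20 groups, so the comparisons that needed X60 (Ccnd1 at 60 h, the level of the cell-cycle-rich subset at 60 h and the clock genes between X36 and X60) were not run. The C0 libraries were divided into triplicates by their replicate numbers (1 to 3, 4 to 6 and 7 to 9). The paper's text does not name the replicate numbers that belong to each experimental period.

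The authors removed adapters, short reads and low-complexity reads with Cutadapt and prinseq-lite, mapped the reads with TopHat 2.0.13 and Bowtie2 to the mouse assembly mm9, and counted them per gene of Ensembl 67 on the transcribed strand with featureCounts. A read with several positions was counted at each as 1 divided by their number. The authors then calculated RPKM, and the deposited values are log2 RPKM of 37991 genes, with genes at 0 reads listed at the lowest value of the file. This division by the total of each library means that a change in a few abundant transcripts shifts all others. Under the split counting of reads, genes with near-identical copies may share reads. The plan had been written for log2 RPKM and the values were of that unit. The authors' own tests for differential expression were run on read counts, which were not used here. Positions and exon lengths from the GENCODE annotation of the same assembly were joined to 37205 of the 37991 genes by their Ensembl identifier. Symbols and gene types are those of the deposited table, where 3750 genes share their symbol with another gene.

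Depth was estimated per library by multiplying each RPKM by the length of the gene's exons and taking the most frequent low value as 1 read. It came to between 12.2 and 48.8 M (mega) reads, with a median of 26.7 M reads. The detection threshold of −1.5 (log2 RPKM) then stands for 18.9 reads on a transcript of 2 kb at the median depth. Of the values of up to 10 reads, a median of 83.3% per library came within 0.05 of a whole read, with 44.0% in X28 replicate 2 and at least 80.2% in each of the other libraries, so no test was run on reads. No 2 libraries of a group were copies of each other. Over 160 pairs of libraries within groups, the squared difference of the estimated reads of the median gene was at least 1.44 times that of counting error alone, with a median of 7.28, and their highest correlation was 0.995.

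Genes above −1.5 in at least 1 library were kept (15396). Group means were compared on log2(RPKM + 0.25) with limma 3.58.1 in R 4.3.3, in one linear model with a coefficient for each of the 19 groups, so that all groups share the estimate of each gene's spread, with the prior variance following the mean level. P values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p below 0.05 and a log2 fold change beyond 0.5, and it was placed in the changing set at an adjusted p below 1e-07 in any post-PH group against C0. Libraries were clustered by Ward linkage (ward.D in R) and placed by PCA on gene-wise z-scores of the deposited values. The changing genes were divided into 7 subsets by PAM with cluster 2.1.8.1, on 1 minus the Pearson correlation of group means. Positions in the PCA and mean z-scores were compared by two-sided exact permutation tests of the difference in means with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Correlations between changes against the shared C0 libraries were set beside 50 simulations of unchanged groups, with independent noise and no differences between triplicates or periods. Each count of called genes was set beside the counts from other splits of the same libraries, at most 100 of them.

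The genes named in the text follow a rule. They are the genes that the paper names for their transcripts, and, for PH against sham at 10, 20 and 48 h, the 3 genes with the largest rise and the 3 with the largest fall among those called, with a mean log2 RPKM above 0 in at least 1 of the 2 groups and no overlap between their libraries. The cell-cycle list is the KEGG pathway used by the paper (124 genes of the file), and the clock list holds 17 genes. Lists of marker genes for pancreas acinar cells, erythroid cells, macrophages, neutrophils, B cells, stellate cells, endothelial cells, cholangiocytes, skeletal muscle and hepatocytes, and of genes on the sex chromosomes, were used to look for other sources of RNA.

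The mapping of the samples, the tests, the rule for named genes and most of the alternatives were chosen before the data were examined. The alternatives were other pseudocounts (0.05 and 1), the deposited log2 values without a pseudocount, other filters, scaling to a common median, other libraries in the fit, single C0 triplicates, the replicate number as a block, leaving out each replicate number in turn, and other settings of the clustering, PCA and PAM. Some alternatives were chosen after seeing the data. These are the comparisons with C0 replicates 1 to 6 only, without X28 replicate 2, with X10, X20, X1 and S1 replicates 1 to 3 or 4 to 6 only, of C0 replicates 7 to 9 with 1 to 6, of X4 and S4 replicates 4 and above in the PCA, and of X4, S4 and X28 with C4. They also include median scaling, C0 replicates 1 to 6 and leaving out replicates for the gene lists and named genes, leaving out replicates for the PCA variance and the mean z-score, median scaling of the differences between time points, and totals without the 100 most abundant genes.

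The steps were tested on simulated data with known answers. In limma, 200 genes were changed by known amounts. Of these, 97.5% were recovered for X10 against S10, 97% for X48 against S48, 98.5% for X4 against S4 and 97.5% for C4 against C0. Among the calls over 15396 genes, 3.94%, 3%, 3.90% and 2.01% were genes that had not been changed. These shares describe the simulated data only. In the real libraries, pairs of C0 triplicates, which do not differ in treatment, gave 695, 2474 and 2520 calls. The simulated shares need not hold where livers differ for reasons other than treatment. PAM placed 96.67% of 2100 simulated genes in their own subset, and Ward clustering on 2000 simulated genes placed 100% of the libraries in their own group. The ChIP-Seq experiments were not analysed here.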

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

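The tests of experimental period at 48 h and of pancreatic tissue and normalization for the raised genes were chosen only after the result was seen.

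In 320 sets of 4 to 10 libraries of one group, 24 single libraries lay far from the rest of their group by Dixon's criterion, where chance gives 16. Among the levels of abundant transcripts, Saa1 stood at a log2 RPKM of 10.60 in X36 replicate 2 against 12.44 to 13.36 in the other X36 livers, and Saa2 at 10.10 in the same liver (others 12.35 to 13.38) and at 5.78 in X1 replicate 1 (others 4.43 to 4.82). Scd1 stood at 6.94 in X10 replicate 2 (others 8.97 to 9.86) and Scd3 at 0.79 in the same liver (others 2.86 to 3.71). Inmt stood at 5.58 in X1 replicate 5 (others 7.56 to 8.11) and at 8.66 in C0 replicate 9 (others 8.01 to 8.29), and Car3 at 10.15 in X1 replicate 4 (others 10.48 to 10.62). Cdkn1a stood at 5.46 in X1 replicate 6 (others 6.03 to 6.18) and at 5.36 in X48 replicate 4 (others 4.69 to 4.75), Ly6d at 3.24 in X36 replicate 5 (others 5.09 to 6.15), Cxxc1 at 2.51 in S1 replicate 1 (others 2.84 to 3.01) and at 2.97 in X10 replicate 3 (others 3.27 to 3.38), and Rb1 at 0.54 in C0 replicate 8 (others 0.04 to 0.29). Among weakly expressed genes, Gm4956 stood at 0.23 in X10 replicate 3 (others −1.71 to −1.19) and Mki67 at −6.27 in S4 replicate 4 (others −3.71 to −3.16). Plk1 in X10 replicate 3, Bub1 in C0 replicate 4, S4 replicate 3 and X20 replicate 5, and Cdc25c in S4 replicate 5 were listed at 0 reads (−14.29) where the others of their group were not. The reverse held for Cdc25c in X20 replicate 5 (−5.87) and Reg3b in X1 replicate 6 (−3.61), where all others of the group were listed at 0. On PC1, C0 replicate 9 lay at −106, and the other C0 livers between −65.4 and −25.5.

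Library depth may explain part of these. Of the 24 libraries, 16 had the highest or lowest depth of their group, where 7.82 are due to chance, and in 7 of the 24 the value or the rest of the group was at 0 reads, where 1 read decides. Depth cannot set the levels of Saa1, Saa2, Scd1, Inmt and Car3, which lie far above that limit. The 24 are not independent, since several come from the same libraries (X10 replicates 2 and 3, X20 replicate 5, X36 replicate 2, X1 replicate 6 and C0 replicate 9). Saa1 and Saa2, like Scd1 and Scd3, may also share reads. A difference between the mice stays open and was not tested.

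The PH effect, taken as the difference between post-PH and sham livers, was not the same at all times. In limma tests of the difference between the effects, it differed between 48 h and 1 h for 3653 genes, between 48 h and 4 h for 5178, between 48 h and 10 h for 3550 and between 48 h and 20 h for 2032, and at an unadjusted p below 0.05 for 6372, 7096, 5929 and 4404. The authors' normalization by library totals was examined first, because the median gene was 0.27 higher in X48 than in S48. With every library scaled to the same median, 2321, 3457, 1825 and 1218 genes were still called, so that this shift alone does not account for the difference. The experimental period was examined next, because S48 and X48 come from 1 period, whereas X10 and X20 come from 2 and their sham groups from 1. With replicates 1 to 3 or 4 to 6 of X10 or X20 alone, at most 1363 genes were called against sham, compared with 4187 in X48 against S48. This argues against the mixture of periods as the whole reason for the differences from 10 and 20 h. It holds only if the replicate numbers follow the periods, which the paper's text does not state. At 1 h, replicates 1 to 3 and 4 to 6 of both groups gave 435 and 147 genes. At 4 h, where X4 holds only replicates 4 to 6, no such fit was run, so the period stays open there. The time after surgery, which the design names, remains as a biological hypothesis, and the paper describes a PH-specific state at 48 h.

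Some of the genes with the largest rises post-PH are not discussed in the paper's text. At 10 h these were Cidec (log2 fold change 4.56, SE 0.55, limma adjusted p = 2.83e-08), Cdkn1a (2.97, SE 0.66, limma adjusted p = 0.00121) and Ly6d (2.69, SE 0.52, limma adjusted p = 0.000189). At 20 h they were Reg3b (4.31, SE 0.73, limma adjusted p = 4.66e-05), Ly6d (2.97, SE 0.52, limma adjusted p = 6.84e-05) and Igfbp1 (2.64, SE 0.61, limma adjusted p = 0.00229). At 48 h they were D17H6S56E-5 (7.31, SE 0.38, limma adjusted p = 5.61e-26) and Ube2c (6.32, SE 0.32, limma adjusted p = 3.51e-27), beside Cdc20, which the paper names. Each PH liver lay above each sham liver for these genes by the rule of their choice. All 9 of these rises were still called with every library scaled to the same median. They were chosen as the largest rises, so this outcome could hardly differ and does not test the authors' normalization. At 48 h the shift of the median gene, 0.27, was far smaller than the rises of 7.31 and 6.32. Reg3b is also made by the pancreas, so tissue of the pancreas was considered. Of 12 listed genes of pancreas acinar cells only 1 was detected, at a mean log2 RPKM of 2.60 in X20 and 2.99 in S20, and it changed by −0.39, which argues against that source. A response of the liver to the loss of tissue stays open as a hypothesis, untested beyond these comparisons.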

How the results depend on the processing

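No tests of explanations belong to this part, and settings chosen only after the data were seen are named as such. In all, 188 results were computed under 43 settings, the reported one included, though not every setting applies to every result. For the 152 results that answer a comparison, 1013 values kept their direction and their side of the threshold or stayed within the limit set for them, 113 counts or values moved beyond it, 14 reversed, 7 newly passed the threshold and 19 no longer passed it. Unless a reason is given, the cause was not tested.

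The pseudocount moved the counts of called genes most often. With a pseudocount of 1, the calls were 808 for X4 against S4 (1330 before), 678 for X10 against S10 (1081), 640 for X20 against S20 (1094), 2762 for X48 against S48 (4187), 525 for S1 (1197), 3397 for S4 (5296), 2846 for S10 (4481), 1075 for S20 (1869), 819 for S48 (1367), 1102 for X1 (2078), 2326 for X20 (3710) and 1491 for X1W (2604), all against C0, 631 for C4 against C0 (1215) and 4 for X4W against C4W (10). A larger pseudocount shrinks the fold changes of weakly expressed genes by construction. Of the KEGG cell-cycle genes, it called 4 in place of 7 at 4 h, 2 in place of 7 at 10 h and 10 in place of 16 at 20 h between PH and sham, and of the clock genes 4 in place of 8 at 4 h and 1 in place of 2 at 20 h. Arntl in X4 against S4 changed by 0.49 (limma adjusted p = 0.0306), under the fold-change limit. With a pseudocount of 0.05, 1797 genes were called for S1 against C0, 11 KEGG genes for X4 against S4 and 2 clock genes for X10 against S10, and Arntl in X4 against S4 changed by 0.61 and was not called (limma adjusted p = 0.0689). Over all settings, its adjusted p went from 0.0123 to 0.467. With the deposited log2 values, 1855 genes were called for S1 against C0, 1 KEGG gene at 1 h (0 before, with 5 at an unadjusted p below 0.05), 15 at 4 h and 11 at 10 h, and 2 clock genes at 10 h between PH and sham.

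With only the compared groups in the fit, limma called 16 genes for X1 against S1 (100 before), 886 for X4 against S4, 675 for X20 against S20, 772 for S1, 1202 for S20 and 786 for S48 against C0, 237 for C4 against C0 and 0 for X4W against C4W (2784 at an unadjusted p below 0.05). Fewer libraries then give the spread of each gene. In X4W against C4W, requiring a group mean above the threshold left 2 calls, and no filter gave 25.

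Scaling every library to the same median removes any general shift. The median gene had shifted by −0.12 in S1, −0.14 in S4, −0.11 in X1, −0.20 in X4, 0.11 in X20, 0.24 in X48 and 0.12 in X1W against C0, and by 0.27 in X48 against S48. After scaling, 2689 genes were called for X48 against S48, 1499 higher and 1190 lower, and 6 clock genes in place of 3. The share of calls that were higher went from 31.3% to 56.3% in S1, from 34.1% to 46.9% in S4, from 61.3% to 48.2% in S10, from 64.6% to 52.1% in S20, from 35.9% to 55.4% in X1, from 29.5% to 47.4% in X4, from 58.3% to 47.9% in X10, from 68.4% to 48.7% in X20, from 79.9% to 50.5% in X48 and from 73.6% to 57.4% in C4, all against C0. Small changes near 0 reversed for the named genes, a check chosen after seeing the data. These were Arntl in X48 against S48 (−0.068), Skp1a in X48 against C0 (−0.17) and S48 (−0.10), and Rb1 in X48 against C0 (−0.21) and S48 (−0.035).

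The choice of C0 libraries changed several counts. Against C0 replicates 7 to 9 alone, the calls were 3468 for S1, 4123 for S20, 3732 for S48, 4383 for X1, 5772 for X20, 4690 for X1W and 174 for C4. Against replicates 4 to 6 alone they were 1289 for X1 and 2761 for C4, and 3763 genes were in the changing set (6494 before). Against replicates 1 to 3 alone they were 2571 for C4, with 3919 genes in the changing set. Against replicates 1 to 6, a choice made after seeing the data, C4 had 2665 calls, and Skp1a in X48 changed by −0.009. An adjusted p below 0.05 in place of 1e-07 put 11606 genes in the changing set.

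The replicate numbers do not pair the samples. Libraries of different groups with the same number had deviations from their group means that correlated with a median of 0.0124 (519 pairs, from −0.213 to 0.296), against −0.00244 for different numbers (2481 pairs). With the replicate block in the fit, 885 genes were called for S48 and 2767 for C4 against C0, Skp1a in X48 against C0 changed by −0.014, and the difference of Ccnd1 between X36 and X28 was 1.13 (limma adjusted p = 0.00631) and called. Over all settings, the adjusted p of that difference went from 0.00631 to 0.5845.

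Leaving out each replicate number in turn gave 57 to 128 genes for X1 against S1 (57 without replicate 3, 58 without replicate 1 and 60 without replicate 2), 620 to 1198 for X10 against S10 (620 without replicate 1 and 714 without replicate 3), 450 to 1164 for X20 against S20 (450 without replicate 1 and 717 without replicate 2), 1710 to 3052 for X1W against C0 (1710 without replicate 3) and 259 to 1045 for C4 against C0 (259 without replicate 2, and 1206 without X28 replicate 2). For KEGG genes it gave 4 to 8 at 10 h (4 without replicate 1, 2 or 3) and 6 to 20 at 20 h (6 without replicate 1 and 9 without replicate 2). For clock genes it gave 1 to 2 at 1 h (1 without replicate 1, 2 or 3), 4 to 8 at 4 h (4 without replicate 4 and 5 without replicate 5), 2 to 4 at 10 h (2 without replicate 1 or 2), 1 to 3 at 20 h (1 without replicate 1 or 2) and 1 to 3 at 48 h (1 without replicate 1). The variance held 24.4% to 25.0% on PC1 and 15.4% to 16.4% on PC2. Mean z-scores of the cell-cycle-rich subset differed by −0.635 to −0.516 for X72 against X44 and X48 and by 1.74 to 1.87 for X48 against S48. Without replicate 2 the difference of X72 was −0.516 and no longer passed (exact permutation p = 0.0714), though this design can reach 0.0357. Without replicate 1, 2 or 3 the difference of X48 did not pass (exact permutation p = 0.0667), the smallest p that 4 livers against 2 can give. Ccnd1 changed by 0.80 to 1.18 between X10 and X20 (0.80 and not called without replicate 5), by 0.42 to 0.97 between X36 and X28 (0.97 and called without replicate 4) and by 1.02 to 1.35 between X10 and S10 (not called without replicate 2 or 3). Arntl changed by −0.025 to 0.13 in X1 against S1 (negative without replicate 1, 3 or 6) and by 0.32 to 0.76 in X4 against S4 (not called without replicate 1, 4 or 5), and Nr1d1 by −2.21 to −1.05 in X4 against S4 (not called without replicate 1, 2, 3 or 4). Against C0, Saa1 in X1 changed by −0.15 to 0.086 (negative without replicate 1, 4 or 5), Saa2 in X1 by −0.15 to 0.19 (negative without replicate 1) and Saa3 in X72 by 1.59 to 2.98 (not called without replicate 1). The runs without single replicates for gene lists, named genes, variance and mean z-scores were chosen after seeing the data.

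In the PCA, centring without scaling gave 10.6% to PC1 and 6.95% to PC2. By unadjusted p, it separated X4 from S4 on PC2 (21.9, exact permutation p = 0.0179), X10 from S10 on PC1 (27.9, exact permutation p = 0.0119), X20 from S20 on PC1 (67.3, exact permutation p = 0.0119) and S48 from C0 on PC1 (35.0, exact permutation p = 0.00909). By the same measure, X20 and S20 on PC2 (33.4, exact permutation p = 0.0833) and S20 and C0 on PC1 (11.9, exact permutation p = 0.3) were no longer separated. After adjustment over the 24 tests, no difference had passed 0.05 before (smallest adjusted p 0.0545). With this centring, 9 did, with adjusted p from 0.0364 to 0.0476, namely X4 and S4 on PC2, X10, X20 and X48 against sham on PC1, S4 and C4 on PC2, S20 and C0 on PC2, S48 and C0 on both components, and X1W and C0 on PC1. On log2(RPKM + 0.25), 3 did, each with adjusted p 0.0364, namely S20 and X1W against C0 on PC1 and S48 against C0 on PC2. Centring without scaling reversed X4 against C4 on PC1 (13.1, exact permutation p = 0.4), S4 against C4 on PC1 (23.4, exact permutation p = 0.107) and X1W against C0 on PC2 (−8.03, exact permutation p = 0.509), none of which was separated before. Under it, X4W and C4W lay 17.6 apart on PC1 in place of 0.0784, with SDs of 1.42 and 0.0883 (exact permutation p = 0.333, the smallest possible). Within replicates 1 to 3 alone, chosen after seeing the data, X1 against S1 called 435 genes and was reversed on PC2 (−14.03, exact permutation p = 0.5), and within replicates 4 to 6 alone it was reversed on PC1 (−10.7, exact permutation p = 0.4). With log2(RPKM + 0.25), PC1 held 25.2%, C4 was separated from C0 on PC2 by unadjusted p (−26.2, exact permutation p = 0.0364, adjusted 0.0970), and X4W against C4W was −0.348 on PC1. That scale also put the lowest correlation of C0 libraries at 0.981 within and 0.966 between triplicates. Over all genes of the file, these were 0.945 and 0.937. With log2(RPKM + 0.25) again, among all changing genes, 3.06% were higher at 1 h, 6.82% higher and 10.3% lower at 4 h, 7.43% higher and 8.70% lower at 10 h, 10.2% higher at 20 h and 43.0% higher at 48 h post-PH than sham. In the cell-cycle-rich subset, 0.993% were higher at 4 h, 2.44% at 10 h and 8.03% at 20 h.

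With z-scores per library, 1 condition (X36) fell on different branches in place of 0. With 6 PAM subsets the cell-cycle-rich subset held 2224 genes in place of 1377. With 8 it held 35 KEGG genes in place of 57, and another subset held 31. Over KEGG genes, the changes from separate C0 triplicates correlated at 0.481, 0.715, 0.695, 0.331 and 0.325 at the 5 times, and the levels of detected genes only at 0.566 at 48 h. A limit of 0 gave 1033 genes activated post-PH in place of 649. Of the named genes, 3 other results changed, all weaker. These were E2f5 in X48 against S48 (0.41) and Cxxc1 in X48 against C0 (0.46) with median scaling, and Derl3 in X10 against S10 without replicate 3 (−1.96). Leaving out X28 replicate 2, chosen after seeing the data, changed no direction, call or count beyond these limits. Depth limits the results for weakly expressed genes, since at the median depth the detection threshold stands for 18.9 reads on a transcript of 2 kb.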

Differences from the paper's values

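Of 26 measures that the paper states and that were also computed here, 7 differed by more than the limits set for them. These limits were not equally strict, so a measure within its limit need not be close to the paper's value. Among those within, 15396 genes were detected against the paper's 12025, and 8902 were detected and not called changing against 6528. The cell-cycle-rich subset held 57 KEGG genes against the paper's 39. No tests of explanations belong to this part.

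Of the undetected genes, the paper reports 68% protein coding and 32% non-coding, and the values here were 44.1% and 55.9%. None of the alternatives set before the data were examined closed these gaps, with 43.8% and 56.2% where a group mean above the threshold was required and 44.1% and 55.9% with libraries from 0 to 60 h only.

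For the lowest Pearson correlation between C0 triplicates the paper reports 0.94, and the value here was 0.865 over the detected genes. Over all genes of the file it was 0.937, which differs from the paper's value by less than the spread between libraries. With log2(RPKM + 0.25) it was 0.966, which is above the paper's value by more than that spread. Within a series the paper reports at least 0.98, and the lowest value within a triplicate here was 0.886. This gap closed with log2(RPKM + 0.25) (0.981) and not over all genes (0.945). The paper gives both of its values as lower bounds, and log2(RPKM + 0.25), at 0.966 and 0.981, met both.

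In the cell-cycle-rich subset, the paper reports 1 gene with a negative silhouette score, and 4 were found here. None of the alternatives closed the gap, with 2 genes on log2(RPKM + 0.25), 18 with 6 subsets, 21 with 8 subsets and 9 with individual libraries.

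The paper places 40 KEGG cell-cycle genes among the detected and stable genes, and 26 were found there here. No alternative was computed for this count.

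For the highest Spearman correlation between sham and post-PH levels of the KEGG genes up to 20 h the paper reports 0.99, without naming its time, and the highest value here was 0.997, at 1 h. None of the alternatives closed the gap, with 0.996 for detected genes only and 0.715 for changes from separate C0 triplicates. Shortened to 2 decimals without rounding, the values here for the highest and lowest up to 20 h and for 48 h read 0.99, 0.96 and 0.64, the same digits as the paper's.

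Other statements of the paper also differed. The paper states that histone transcripts that are replication-dependent and not polyadenylated went undetected. Here 50 of the 71 listed histone genes exceeded the threshold in at least 1 library. These genes were listed by symbol, and polyadenylated transcripts of them were not told apart, so this need not contradict the paper. The paper states a low share of non-coding transcripts in the stable set, for which it reports 93% protein coding, and here 74.7% of its genes were protein coding and 25.3% non-coding, a difference within the limits. The paper names E2f5 as constant and Cxxc1 as non-varying, and here both were in the changing set, with changes of 0.90 and 0.72 in X48 against C0. With median scaling, chosen for these genes after seeing the values, Cxxc1 changed by 0.46 against C0 and E2f5 by 0.41 against S48, both below the fold-change limit.

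The paper places X10, S10, X20 and X28 in one group with X4 and S4, and here they clustered with X36 to X72. In all, 62 of the 80 libraries fell in the paper's groups, and 77 did with z-scores per library, where the other 3 were X36 livers.

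The paper describes peaks of Ccnd1 at 10 and 36 h. Here the difference between X36 and X28 was 0.83 and not called, and in sham livers the difference between S10 and S4 was 0.30 and not called. The difference between X36 and X28 was called with the replicate block (1.13) and without replicate 4 (0.97), the latter chosen after seeing the values.

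The paper states that Arntl and Nr1d1 continued their profiles after PH and sham surgery, and here they differed between X4 and S4 by 0.58 and −1.75, and both were called. Arntl was not called with a pseudocount of 1 (0.49) or 0.05 (0.61). With single replicate numbers left out, chosen after seeing the values, Arntl was not called without replicate 1 (0.60), 4 (0.32) or 5 (0.45), and Nr1d1 was not called without replicate 1 (−1.84), 2 (−1.77), 3 (−1.63) or 4 (−1.05).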

Other observations

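The tests on the clock genes, on genomic DNA in X28 replicate 2, on C0 replicates 7 to 9 and on the depth of the X48 libraries were chosen only after the result was seen.

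At ZT6, 4 h after surgery, clock genes differed from those of mice not operated on. Of 17 clock genes, limma called 15 in X4, 13 in S4 and 8 in X28 against C4. The livers did not overlap for 15 genes in X4 and 7 in X28 (10% by chance) and for 10 in S4 (3.57% by chance). The median absolute log2 difference from C4 was 1.44 in X4, 0.89 in S4 and 0.75 in X28, against 0.50, 0.46 and 0.37 for random lists of genes with like expression. Dbp, chosen after its values were seen, changed by −5.62 in X4, −4.48 in S4 and −2.66 in X28 against C4. Between the post-PH groups at ZT6, 12 genes did not overlap in X4 against X28 (10% by chance), and in X4 against S4 it was 9 (3.57% by chance). At ZT2 and ZT22 the groups lay closer, with 1 gene each for X20 against X44 (2.38% by chance), X48 against C0 (0.0999%), X72 against C0 (0.909%) and X72 against X48 (3.57%).

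A general response to surgery was considered for these clock genes. The clock list in S4 differed from C4 by more than 99.45% of 10000 random lists, and in X4 by more than 100%, which argues against a response of all genes alike. A delayed phase would put the clock genes of X4 near their C0 level. The slope of the clock genes' change from C0 on that of C4 was 0.0178 in X4 (−0.14 to 0.08 with separate C0 triplicates), 0.39 in S4 (0.16 to 0.44) and 0.66 in X28 (0.42 to 0.71). However, limma called 11 of the 17 clock genes in X4 against C0 (3 higher and 8 lower), so many were not near their C0 level. A slope near 0 is what a delay or a loss of the rhythm would both give, and with 1 time point these cannot be told apart. The experimental period also stays open, because C4 comes from 1 period and the operated groups from others. X28 lay nearer to C4 than X4 did, which the test had been written to read as evidence against the period, but X28 itself differed from C4 by 0.75, above 99.6% of random lists, so the period and the surgery cannot be told apart. An effect of surgery on the clock at 4 h is thus a hypothesis only.

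The column of X28 replicate 2 holds values above 0 for 22269 genes, and the other 79 libraries for 16376 to 18598. For 4503 genes it was the only 1 of the 3 X28 libraries above 0, with levels up to 2.05 (log2 RPKM), and 62 of these exceeded the detection threshold. Of 10979 compared genes on the plus strand 40.8% were above 0, and of 10884 on the minus strand 28.9%. The ratio of these shares was 1.41 (0.941 to 1.05 in the other libraries). Genomic DNA would give equal shares to both strands, whereas 64.0% of the extra genes lie on the plus strand against 50.3% of all genes, which argues against it. Reads counted on the wrong strand would fall opposite to abundant genes, and the odds ratio for such an overlap was 1.05 (Fisher's exact test p = 0.729), against 3.23 and 2.78 for the corresponding genes of X28 replicates 1 and 3. The source was not found, and no biological explanation was tested.

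C0 replicates 7 to 9 differed from replicates 1 to 6 in 2460 genes (1085 higher, 6175 at an unadjusted p below 0.05). A difference in blood left in the liver, large enough for this, was to change the erythroid genes by more than 1. Their median change was −0.56 (−1.05 to −0.48, 5 genes), at mean log2 RPKM of 3.61, 2.92 and 2.55 in the 3 triplicates, which argues against blood. Depth was tested in 2 ways. All 3 libraries, at 21.4 to 23.0 M reads, lay below the 25.5 to 34.4 M reads of replicates 1 to 6, as a depth effect would need. This outcome was seen first, and a further test was then chosen. Of 1220 abundant genes, which depth should not affect, 13.8% were called against 16.2% of the other 14176, which argues against depth as the whole reason. The listed macrophage genes averaged 1.79, 1.13 and 2.88 (log2) in the 3 triplicates, and the hepatocyte genes 11.39, 11.37 and 11.44. Mitochondrial transcripts held 16.1% to 21.4% of each library in replicates 7 to 9 and 11.4% to 14.1% in replicates 1 to 6. In C4 they held 15.3% to 17.8%. A difference in cell content or RNA composition was not tested and stays open. An experimental period or library batch is another candidate explanation. C4, of 1 period, differed from replicates 7 to 9 in 174 genes. From replicates 1 to 3 and 4 to 6 it differed in 2571 and 2761. Within replicates 1 to 6, 695 genes were called between the triplicates (2745 at an unadjusted p below 0.05).

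In X48 against S48, 3773 genes were called higher and 414 lower, and the median gene shifted by 0.27. The 100 most abundant genes held 47.0% ± 1.11 (SD, n = 5) of all RPKM in X48 and 54.0% ± 1.19 (SD, n = 3) in S48. A few genes taking most of the counts could shift all others, and without these 100 genes in the totals the shift was 0.12 (0.110 to 0.138 with each of the 8 livers left out). They may thus account for part of the shift but not all of it. Depth was compared by its range only. Of the 5 X48 libraries, 3 lay outside the range of S48 (20.9 to 38.7 against 21.8 to 34.4 M reads), on both sides. X48 was thus not deeper or shallower as a group, but whether depth moves the median gene was not tested. A rise of many transcripts in proliferating liver stays open as a hypothesis.

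Other splits of the same libraries were compared with the real ones. For X1 against S1, 5 of 100 splits gave as many called genes, so chance was not excluded for the 100 genes called at 1 h. The other 4 splits all put S1 replicates 1 to 3 together, and within replicates 1 to 3 and 4 to 6 alone, chosen after seeing the data, 435 and 147 genes were called. For X4 against S4 it was 1 of 56 splits, for X10 and X20 against sham 1 of 84 each, and for X48 against S48 1 of 56, the real one in each case. For S1, S4, S10, S20, S48, X1, X4, X10, X20 and X48 against C0 and for the changing set it was 1 of 100 each. For X1W against C0 2 of 100 splits gave as many, the other being C0 replicates 7 to 9 against the rest, and for C4 against C0 2 of 100, the other being C0 replicates 4 to 6. These follow the C0 triplicates. Against single triplicates, X1W had 2015 calls with replicates 1 to 3, 2406 with replicates 4 to 6 and 4690 with replicates 7 to 9.

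Marker lists were read for other cells in X48 against S48 and X1W against C0. The median log2 changes were −0.54 and −0.94 for pancreas acinar cells (1 of 12 genes detected), −0.38 and 1.74 for erythroid cells (5 of 7), −0.23 and 0.82 for macrophages (7 of 7), 0.00 and −0.01 for neutrophils (7 of 7), −0.48 and −0.12 for B cells (4 of 4) and 0.40 and −0.22 for stellate cells (7 of 7). They were −0.35 and 0.41 for endothelial cells (6 of 6), 0.42 and −0.08 for cholangiocytes (5 of 5), 0.18 and −0.24 for skeletal muscle (1 of 5), −0.14 and 0.16 for hepatocytes (7 of 7) and 0.30 and 0.22 for genes on the sex chromosomes (4 of 5). In C4 against C0 the erythroid genes changed by 1.82.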
